# Constitutive STAT5 activation regulates Paneth and Paneth-like cells to control *Clostridium difficile* colitis

**DOI:** 10.26508/lsa.201900296

**Published:** 2019-04-04

**Authors:** Ruixue Liu, Richard Moriggl, Dongsheng Zhang, Haifeng Li, Rebekah Karns, Hai-Bin Ruan, Haitao Niu, Christopher Mayhew, Carey Watson, Hansraj Bangar, Sang-wook Cha, David Haslam, Tongli Zhang, Shila Gilbert, Na Li, Michael Helmrath, James Wells, Lee Denson, Xiaonan Han

## Abstract

*Clostridium difficile* impairs Paneth cells, driving intestinal inflammation that exaggerates colitis. Besides secreting bactericidal products to restrain *C. difficile*, Paneth cells act as guardians that constitute a niche for intestinal epithelial stem cell (IESC) regeneration. However, how IESCs are sustained to specify Paneth-like cells as their niche remains unclear. Cytokine-JAK-STATs are required for IESC regeneration. We investigated how constitutive STAT5 activation (Ca-pYSTAT5) restricts IESC differentiation towards niche cells to restrain *C. difficile* infection. We generated inducible transgenic mice and organoids to determine the effects of Ca-pYSTAT5-induced IESC lineages on *C. difficile* colitis. We found that STAT5 absence reduced Paneth cells and predisposed mice to *C. difficile* ileocolitis. In contrast, Ca-pYSTAT5 enhanced Paneth cell lineage tracing and restricted Lgr5 IESC differentiation towards pYSTAT5^+^Lgr5^−^CD24^+^Lyso^+^ or cKit^+^ niche cells, which imprinted Lgr5^hi^Ki67^+^ IESCs. Mechanistically, pYSTAT5 activated Wnt/β-catenin signaling to determine Paneth cell fate. In conclusion, Ca-pYSTAT5 gradients control niche differentiation. Lack of pYSTAT5 reduces the niche cells to sustain IESC regeneration and induces *C. difficile* ileocolitis. STAT5 may be a transcription factor that regulates Paneth cells to maintain niche regeneration.

## Abstract (precis)

STAT5 controls the intestinal epithelial stem cell niche by regulating Wnt/β-catenin signaling, and lack of active pYSTAT5 induces *Clostridium difficile* infection. STAT5 may be a transcription factor that restricts niche cell differentiation.

## Introduction

The prevalence of *Clostridium difficile* infection has increased in patients with inflammatory bowel diseases (IBDs) and has become a major healthcare burden over the past decade (Kaplan, 2015; Rao & Higgins, 2016). *C. difficile* infection is associated with increased disease severity and need for ileostomy or colectomy in patients with IBD (Chen et al, 2017); yet, preventive and therapeutic approaches are extremely limited by a lack of understanding of the essential cell types and key signaling proteins that are usurped in *C. difficile* infection to impair mucosal healing in IBD (Monaghan et al, 2015). Therefore, studying *C. difficile* infection in the context of IBD will directly impact the quest to treat and cure IBD.

*C. difficile* infection causes a persistent accumulation of enteric toxin A or cytotoxic toxin B and associated pro-inflammatory cytokines detained within intestinal mucosa, likely resulting in intestinal epithelial stem cell (IESC) niche degeneration and suppression of IESC regeneration (Farin et al, 2014; Leslie et al, 2015). The injured IESCs result in impaired intestinal epithelial (IEC) repair and reduced anti-microbial peptide production, which in turn drives persistent infection and mucosal inflammation progression to ileitis and/or colitis (Monaghan et al, 2015). STAT5-dependent JAK2 signaling is required for anti-inflammatory cytokine production and IEC repair, and mutations or single nucleotide polymorphisms in JAK2-STAT5 increase susceptibility to colitis and ileal Crohn’s disease (Gilbert et al, 2012a; Huang et al, 2015; Chuang et al, 2016). *C. difficile* toxin has been implicated in suppression of the Wnt and JAK2-STAT5 pathways to impair IECs (Nam et al, 2012; Chen et al, 2018), but mechanistic studies are lacking.

Niche cells are located at the crypt bases that directly surround IESCs and provide a microenvironment that maintains Lgr5 IESC self-renewal (Sato et al, 2011; Rothenberg et al, 2012; Watt & Huck, 2013; Sasaki et al, 2016). IESCs and progenitor cells along with their regulatory secretory niche cells are thought to regulate crypt immune specialization to restrain infection and control the IEC healing response to inflammation (Barker, 2014; Mowat & Agace, 2014). In addition to secreting anti-microbial peptides for gut innate immunity to mediate the interaction with microbiota, Paneth cells act as defined niche cells of IESCs. In contrast, dysfunctional Paneth cells can serve as the site of origin for intestinal inflammation (Adolph et al, 2013). These reports indicate that specific Paneth cell phenotypes occur in intestinal diseases, such as colitis or enteric infection, and these phenotypes indicate either host prevention of intestinal injuries or exaggerated mucosal inflammation (VanDussen et al, 2014). Perhaps more intriguing, the misallocation of Paneth cells can be induced by various mucosal injuries or wound-healing factors (Nakanishi et al, 2016), suggesting that the sublineages of Paneth cells or Paneth-like cells may be differentiated to maintain the feed-forward loop of IESC regeneration (Schewe et al, 2016).

The biological efficacy of cytokines is often dependent on their ability to generate a sustained, rather than transient, stimulation of their target cells (Stark & Darnell, 2012). Persistent phosphorylated STAT5 (pYSTAT5) results in the maturation of mammary gland that maintains secretion (Xu et al, 2009). In our previous work (Gilbert et al, 2015), we found that S*tat5* variants (STAT5a-ER) could be activated by different doses of tamoxifen (Tam) or by STAT5-activating cytokines or growth hormones (granulocyte-macrophage colony-stimulating factor [GM-CSF], c-Kit ligands, Leptin, Prolactin [Prl], and Growth Hormone [GH]), to represent physiological activation of cellular STAT5 (Grebien et al, 2008). In contrast, inducible constitutively active S*tat5* (icS5) variants are “superactivatable” and can mimic persistent tyrosine kinase signaling independent of cytokine stimulation (Moriggl et al, 2005). Importantly, icS5 dosage can be controlled by chemical induction (Grebien et al, 2008; Gilbert et al, 2015). Low to intermediate levels of STAT5 activity confer self-renewal capacity to IESCs and hematopoietic stem cells (Wierenga et al, 2008; Gilbert et al, 2015), while higher or sustained STAT5 activation leads to progressive lineage differentiation and functional maturation, as in the case of mammary cell secretion (Yoo et al, 2015). Therefore, in vivo and in vitro icS5 are important tools for studying the effects of niche cytokine signaling upon IESC-dependent regeneration repair, as little is known about the mechanism of cytokine signaling that enables IESCs to restrict cell fates for specializing crypt immunity, such as architecture, anti-microbial secretion, and crypt cell hierarchy. Here, by differentiating human inducible pluripotent stem cells (iPSCs) or murine adult IESCs and utilizing compound mutant mice (Gilbert et al, 2012a, 2015), we defined a population of IESCs by which constitutive STAT5 activation (Ca-pYSTAT5) regenerated the niche, and unveiled the effects of defective JAK2-STAT5 signaling upon IESC niche cells, leading to susceptibility to enteric infection and ileocolitis.

## Results

### Lack of pYSTAT5 predisposes mice to *C. difficile* infection-induced ileitis and colitis

*C. difficile* causes diarrhea and pseudomembranous colitis via toxin A and cytokine-induced IEC integrity disruption (Johal et al, 2004), and potent toxin B cytotoxicity (Giesemann et al, 2008). Interestingly, apart from toxin-induced cytotoxicity, *C. difficile* infection leads to the activation of a cascade of mucosal pro-inflammatory cytokines, including IFNγ, TNFα, and IL1β, that result in recurrent colitis or ileitis (Abt et al, 2016). Some studies found that Paneth cell Defensins (α-Defensins) inhibited toxin B possibly through promoting the unfolding of toxin protein, rendering it susceptible to proteolysis. This observation suggests a direct bactericidal role of Paneth cells in controlling hypervirulent *C. difficile* (Giesemann et al, 2008; Hing et al, 2013). Importantly, Paneth cells maintain host–microbiota homeostasis (Zhang et al, 2015a), as genetic defects in Paneth cells cause intestinal dysbiosis and increase susceptibility to both IBD (Wehkamp et al, 2007) and *C. difficile* ileitis or colitis (ileocolitis) (Giesemann et al, 2008). Together, these reports suggest a crucial role for host factors, such as IESC regeneration, Paneth cell differentiation, or crypt immune specification in the *C. difficile*-associated IBD severity.

Generally, *C. difficile* infection leads to scant exudate, surface colonization by *C. difficile*, submucosal neutrophil infiltrate, submucosal edema, IEC necrosis, goblet cell depletion, and transmural necrosis in the cecum and colon (Hing et al, 2013). We observed that *C. difficile-*infected IEC *Stat5-*deficient mice (*VilCr*eER;Stat5^f/f^; STAT5^ΔIEC−/−^) showed more severe cecal inflammation and colitis, characterized by more colonic goblet cell depletion, more severe pseudomembranous colitis and crypt necrosis, and worse mucosal coagulative necrosis than these lesions in *C. difficile*-infected controls (STAT5^+/+^). In contrast, inducible activation of STAT5 in IECs (*VilCre*ER;icS5; STAT5^ΔIEC+++^) alleviated cecal mucosal inflammation (Fig 1A and B). Additionally, significant weight loss (Fig S1A) and increased mortality was found in *Stat5*-deficient mice (Fig 1C). Importantly, we found that compared with controls (*C. difficile*-treated *Lgr5Cre*ER mice), *C. difficile*-infected *Stat5*-deficient mice (*Lgr5Cre*ER*;VilCre*ER*;Stat5*) displayed virtually no Lgr5-GFP cell proliferation as measured by Lgr5^+^ and Ki67^+^ IECs at crypt bases whereas activated STAT5 (*Lgr5Cre*ER;*VilCre*ER;*icS5*) induced remarkable Lgr5 IESC proliferation indicated by Lgr5^+^ and Ki67^+^ crypt IECs during *C. difficile* infection (Fig 1D and Fig S1B). Intriguingly, we found that STAT5-deficient mice are more susceptible to *C. difficile*-induced terminal ileitis (Fig 1E). *C. difficile*-induced ileitis in *Stat5*-deficient mice was characterized by ileal Paneth cell depletion, pseudomembrane formation, crypt abscess, and ileitis, while *C. difficile*-infected control mice did not show any enteritis (Fig 1F). In contrast, the activation of STAT5 in IECs robustly increased Paneth cell expansion (Fig 1E and F). These data indicate that the lack of pYSTAT5 induces *C. difficile* ileocolitis. Active STAT5 counteracts *C. difficile*-induced IEC or IESC injuries, possibly through promotion of niche-dependent Lgr5 IESC regeneration. Dextran sodium sulfate (DSS) induces colitis that may lead to colonic IEC damage and IESC regeneration, but it is unclear whether these regenerated IESCs are dependent on niche cells (Metcalfe et al, 2014). By exposing mice to three cycles of DSS, we created a chronic colitis in mice, in which chronic inflammation led to a large amount of regenerated colonic crypts (Wirtz et al, 2017). Interestingly, pYSTAT5 was found to be highly activated in those nascent colonic crypts, suggesting the protective role of pYSTAT5 in colonic IESC regeneration (Fig S1C). We next ask whether pYSTAT5 protects IESC regeneration by enhancing intestinal Paneth cell or colonic niche differentiation.

**Figure 1.**
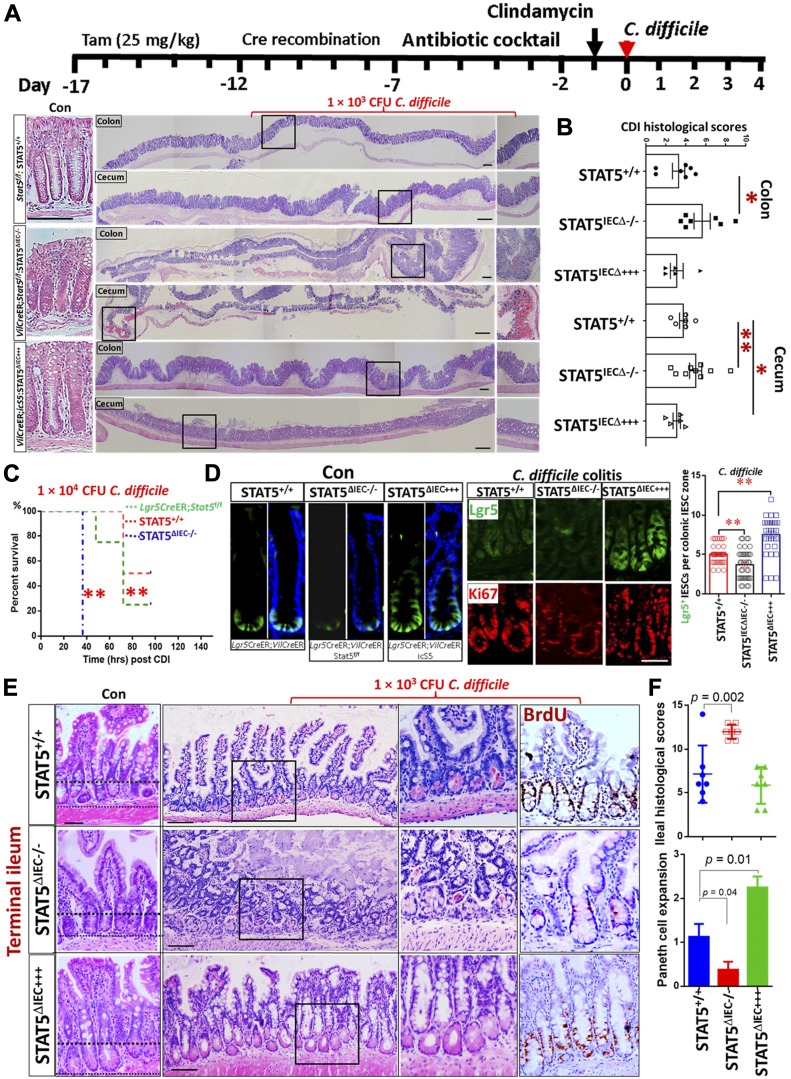
Lack of pYSTAT5 predisposes mice to *C. difficile* ileocolitis. **(A, B)** STAT5^+/+^, STAT5^ΔIEC−/−^, and STAT5^ΔIEC+++^ mice were inoculated with 1 × 10^3^ CFU *C. difficile* for 4 d. Histopathology of colonic and cecal inflammation was scored. Results are expressed as mean ± SEM, n ≥ 5 mice per group, **P < 0.01 versus STAT5^+/+^, *P < 0.05 versus STAT5^+/+^. **(C)** Mice were inoculated with *C. difficile* at 1 × 10^4^ CFU per mouse. Inducible depletion of STAT5 in IECs or IESCs significantly reduced survival following *C. difficile* infection. Survival was analyzed with Kaplan–Meier estimates, n = 7 mice per group, **P < 0.01 versus STAT5^+/+^ mice. **(D)** *Lgr5Cre*ER;*VilCre*ER;icS5 mice were treated with *C. difficile*. Lgr5^+^ IESCs were counted in 200 crypts in colonic mucosa, n ≥ 3 mice per group. Results are expressed as mean ± SEM, *P < 0.05 versus *Lgr5Cre*ER mice. Representative images of Lgr5^+^ IESCs in control (Con) and *C. difficle* colitis are shown. **(E, F)** The severity of ileitis was scored as neutrophil infiltration, submucosal edema, IEC necrosis, and Paneth cell or goblet cell depletion. Paneth cell depletion or expansion was semi-quantitated in *C. difficile*-infected STAT5^+/+^, STAT5^ΔIEC−/−^, and STAT5^ΔIEC+++^ mice. Histological scores show that STAT5^∆IEC−/−^ mice display worse ileal inflammation than STAT5^+/+^ mice, while STAT5^∆IEC+++^ mice exhibit IEC protection and more regenerated BrdU^+^ IECs. Results are expressed as mean ± SEM, *P < 0.05 versus STAT5^ΔIEC−/−^ mice, n ≥ 5 mice per group. All results are expressed as mean ± SEM, and *t* tests and ANOVA were used to compare the significance of a difference.

**Figure S1.**
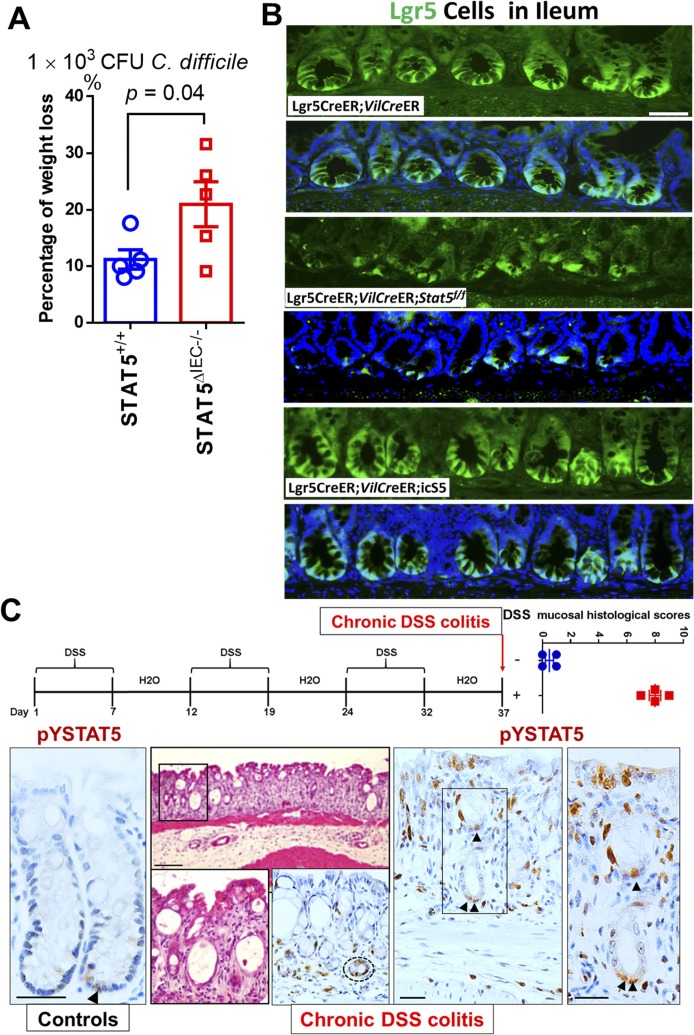
STAT5 is highly activated in the nascent colonic crypts during chronic colitis. **(A)** STAT5^+/+^ and STAT5^ΔIEC−/−^ mice were inoculated with 1 × 10^3^ CFU *C. difficile* for 4 d. Percentage of weight loss in the individual mice was calculated on day 4 before euthanized. Results are expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, n ≥ 5 per group. **(B)** Ileal Lgr5-GFP was immune-stained in *Lgr5Cre*ER, *Lgr5Cre*ER;*VilCre*ER;Stat5 and *Lgr5Cre*ER;*VilCre*ER;icS5 mice. Representative images are shown, n ≥ 5 mice per group. Scale bar = 200 μm. **(C)** STAT5^+/+^ mice were orally given with three cycles of 7-d 3% DSS treatment with an interval of 5-d water recovery between each cycle of DSS. Mucosal histology was evaluated as a total score including intestinal epithelial damage (0–3), ulceration (0–3) and transmural lesion (0–3). Colonic tissues were isolated and then immune-stained with pYSTAT5 pointed by arrowheads. Representative images are shown. Results are expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, n = 4 or 5 mice per group.

### Alteration of Paneth cell maturation and migration in IEC STAT5 mutant mice

Paneth cells produce the EGF, Wnt3, and Notch ligand Dll4 that are essential for Lgr5^hi^ IESCs to establish a “3D” minigut, demonstrating that Paneth cells constitute the Lgr5^hi^ IESC niche (Sato et al, 2011). Previously, we reported that IESCs require STAT5 signaling to regenerate damaged IECs (Gilbert et al, 2015). However, it is largely unknown how STAT5 controls IESC regeneration. Using inducible *VilCre*ER that can control levels of STAT5 expression in IECs in a Tam-inducible manner, we found that induced deletion of *Stat5* in IECs significantly reduced the numbers of Lysozyme (Lyso)^+^ Paneth cells and the size of the niche (Figs 2A and S2A). However, Paneth cells are not completely disappearing, suggesting other compensatory pathway activation or inhibition induced by STAT5 depletion (Heuberger et al, 2014). In contrast, STAT5 activation in IECs induced by 5 d of Tam treatment increased Lyso production (Fig 2B), numbers of Paneth cells (Fig 2A and C), and *Lyso*, *Muc*2, *Defensin1*, and *Defensin10* expression (Fig 2D). Interestingly, the activation of STAT5 led to a significant migration of Paneth cell from crypt bases towards villi, characterized by ectopic Lyso^+^ cells above the crypt-villus junctions, more granules in the cytoplasm, and a larger niche volume than controls (Fig 2A and E). Of note, there are significantly increased numbers of Lyso^+^AB^+^ crypt IECs in the STAT5^ΔIEC+++^ compared with STAT5^+/+^ mice but they are not on the villi (Fig S2B), suggesting that the activated STAT5 affect intermediate secretory progenitors towards crypt cell differentiation or dedifferentiation (Nusse et al, 2018; Schmitt et al, 2018). Perhaps more intriguing, the numbers of ectopic Paneth cells were correlated with the duration of Tam induction (Fig 2E and F), and persistent pYSTAT5 in IECs driven by *Vil*Cre (Fig S2C) led to broad Paneth cell expansion, metaplasia, crypt fission (Fig 2E), and the appearance of dysplastic crypts (Fig S2D). These data suggest that STAT5 is a key transcription factor that regulates Paneth cell differentiation.

**Figure 2.**
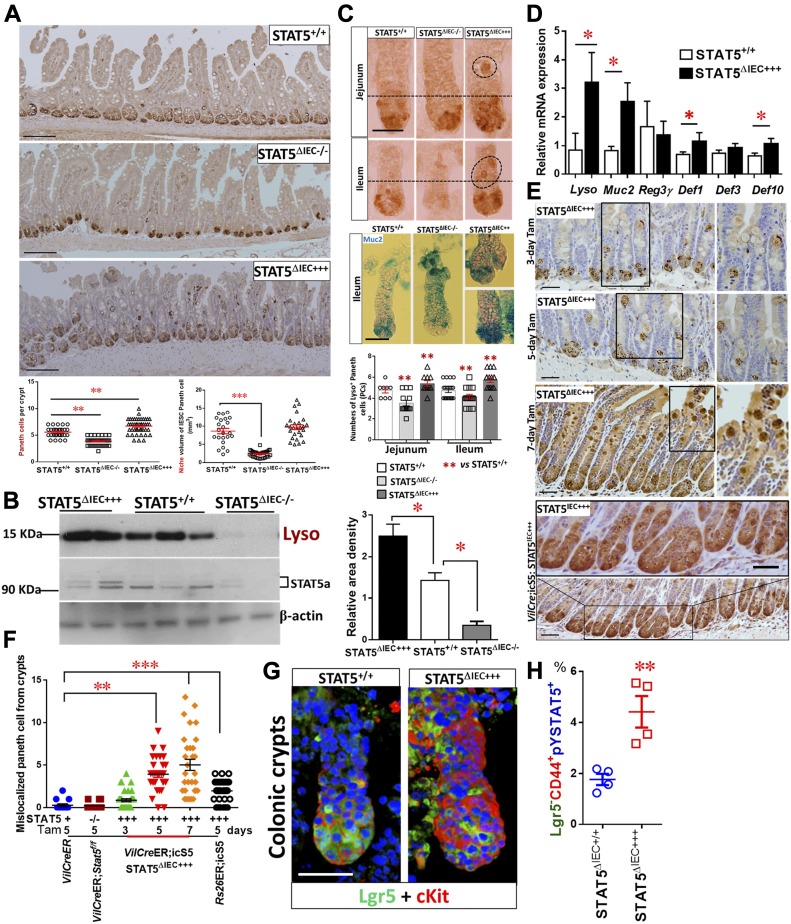
STAT5 signaling regulates Paneth cells in a dose-dependent manner. *Stat5* or *icS5* floxed mice were crossed with *VilCre*ER. *VilCre*ER;*Stat5* or icS5 mice, and then treated with Tam for 3, 5, or 7 d followed by 5-d Cre recombination. **(A)** Paneth cells were determined with Lyso immunohistochemistry (IH) and IF staining. Average numbers of Lyso^+^ Paneth cells were counted in 200 crypts, and the size of Paneth niche was measured as volume with confocal microscopy (Fig S2A). **(B)** Intestinal crypts were isolated, total proteins were extracted, and immunoblotting was performed to determine Lyso and STAT5a protein expression. Densitometry was used to determine the expression of Lyso relative to β-actin. Results are expressed as mean ± SEM, n ≥ 5 mice per group. **(C)** Jejunal and ileal crypts were isolated and stained with Lyso IH and AB. Lyso^+^ crypt cells were counted in 200 isolated crypts. **(D)** Real-time PCR was performed to determine anti-microbial peptide expression in STAT5^+/+^ and STAT5^ΔIEC+++^ mice. **(E)** Ectopic Paneth cells were counted as the number of migrated Lyso^+^ IECs from crypt bases to villi in 3, 5, and 7 d Tam-treated *VilCre*ER or 5 d Tam-treated *Rs26Cre*ER or *VilCre*;icS5 mice. Scale = 200 μm. **(F)** Over 200 villi and crypts were counted. Results are expressed as mean ± SEM, n ≥ 5 mice per group. **(G)** Colonic crypts were double-stained with anti-Lgr5 (green) and anti-cKit (red), and 3D images were captured with confocal microscopy, n > 3 mice each group. **(H)** Colonic crypts were disassociated with TrypLE into IECs. Lgr5-GFP^−^ and ^+^ IECs were then separated by gating with FACS. PE-Cy7-conjugated pYSTAT5 and APC-conjugated CD44 staining were used to quantitate pYSTAT5^+^Lgr5^−^CD44^+^ colonic crypt IECs, n = 4 mice per group, **P < 0.01 versus STAT5^+/+^. All results are expressed as mean ± SEM, and *t* tests and ANOVA were used to compare the significance of a difference.

**Figure S2.**
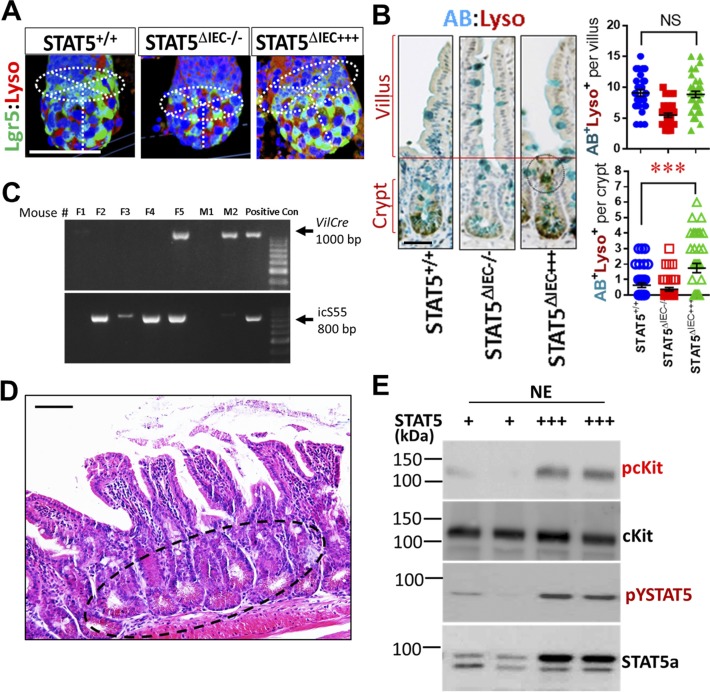
Ca-pYSTAT5 alters Paneth cell maturation and increases pcKit in colonic crypt IECs. **(A)** The size of Paneth cell niche was determined with Lyso and Lgr5 double IF and was measured as volume with confocal microscopy. Representative images are shown. **(B)** Ileal tissues were double stained with Lyso IH and AB histochemistry. Lyso^+^AB^+^ IECs were counted at crypt bases and villi. Results are expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, ***P < 0.001, n ≥ 5 mice each group. **(C)** *VilCre* mice were crossed with icS5 mice, which allow a persistent activation of icS5 in IECs, n = 5 per group. **(D)** *VilCre*;icS5 mice exhibit the dysplastic ileal crypts shown in an open cycle. **(E)** Colonic crypts were disassociated, and NE was extracted for Phospho-cKit (pcKit), cKit, and STAT5a immunoblotting analysis, n ≥ 5 mice each group. Scale bar = 200 μm

Although Paneth cells are a defined niche of intestinal IESCs, they are not found in colon at homeostasis. There is a distinguished population of secretory IECs, they reside at the colonic crypt base to serve as colonic IESC niche, which can be labeled by cKit, Reg4, Muc2, and Alcian blue (AB), and this process requires Notch inhibition (Rothenberg et al, 2012; Sasaki et al, 2016). These secretory cells are currently referred to as colonic deep crypt secretory cells (DCSs) (Sasaki et al, 2016). We found that Ca-pYSTAT5 increased cKit^+^ crypt IECs and phospho-cKit (pcKit) in colonic crypt IECs (Figs 2G and S2E). Importantly, our FACS analysis showed that compared with controls, Ca-pYSTAT5 led to a population of colonic crypt cells: pYSTAT5^+^Lgr5^−^CD44^+^ cells (Fig 2H), which could have a direct role in protecting colonic IESCs from pro-inflammatory or *C. difficile* toxins. Taken together, pYSTAT5 protects the host from *C. difficle* toxin injury, possibly by acting on intestinal Paneth cells and/or colonic DCS cells.

### Constitutive STAT5 signaling enhances lineage tracing at crypt bases

STAT5-dependent regeneration may be due to autonomous regulation of IESC progeny fates or secondary to other events, such as apoptosis or survival following injuries (Gilbert et al, 2015). To determine the primary effects of STAT5 on IESCs, we performed a lineage-tracing study. *Lgr5Cre*ER mice were first crossed with *Rosa26-stop-tdTomato* mice (RstdTomato) to generate a mouse line (hereafter called Lgr5-tdTomato). The Lgr5-tdTomato, a compound mutant model, permits tracing of Lgr5^+^ IESC progeny within intestines and robust labeling of daughter cells for visualization (Barker et al, 2007) (Fig 3A). Lgr5-tdTomato mice were then crossed with *icS5* floxed mice (thereafter called Lgr5-tdTomato;icS5). These compound mice allowed us to trace the effects of gain or loss of function of STAT5 in Lgr5 IESCs upon their progeny following a single dose of Tam induction (25 mg/kg, Figs 3A and S3A). After 1, 7, 15, 30, and 60 d following a single dose of Tam, lineage tracing demonstrated that the parallel red ribbons that contained all intestinal or colonic IEC types emanated from the crypt bottoms and ran up the side of adjacent villi in Lgr5-tdTomato mice (see squares at crypt and rectangles on villus, Figs 3B, S3B, and C). In contrast, the activated STAT5 in IESCs led to the red ribbons that remained at the intestinal and colonic crypt bases even after 15-d lineage tracing, showing significantly greater numbers of tdtomato-labelled Paneth cells and colonic Paneth-like cells at the crypt bases compared with controls (see squares at crypts, Figs 3B, S3B, and C); these stained IEC lineages climbed significantly slower along the intestinal villi compared to those in their littermate controls 15, 30 (data not shown), or 60 d later (see rectangles on villi, Figs 3B and S3C). *Lgr5Cre*ER mice were then crossed with *Rosa26-stop-LacZ* mice (LacZ) to generate a mouse line (thereafter called Lgr5-LacZ), which can be used to demonstrate the regulatory genes of IESC progeny fates (Fig S4A) (Barker & Clevers, 2010). Interestingly, following a single dose of Tam, Lgr5-LacZ;Stat5 mice displayed a reduced LacZ staining and decreased tracing presence at the intestinal or colonic bases (Fig S4B–D), indicating that STAT5 is an intrinsic signaling that is required for IESC self-renewal.

**Figure 3.**
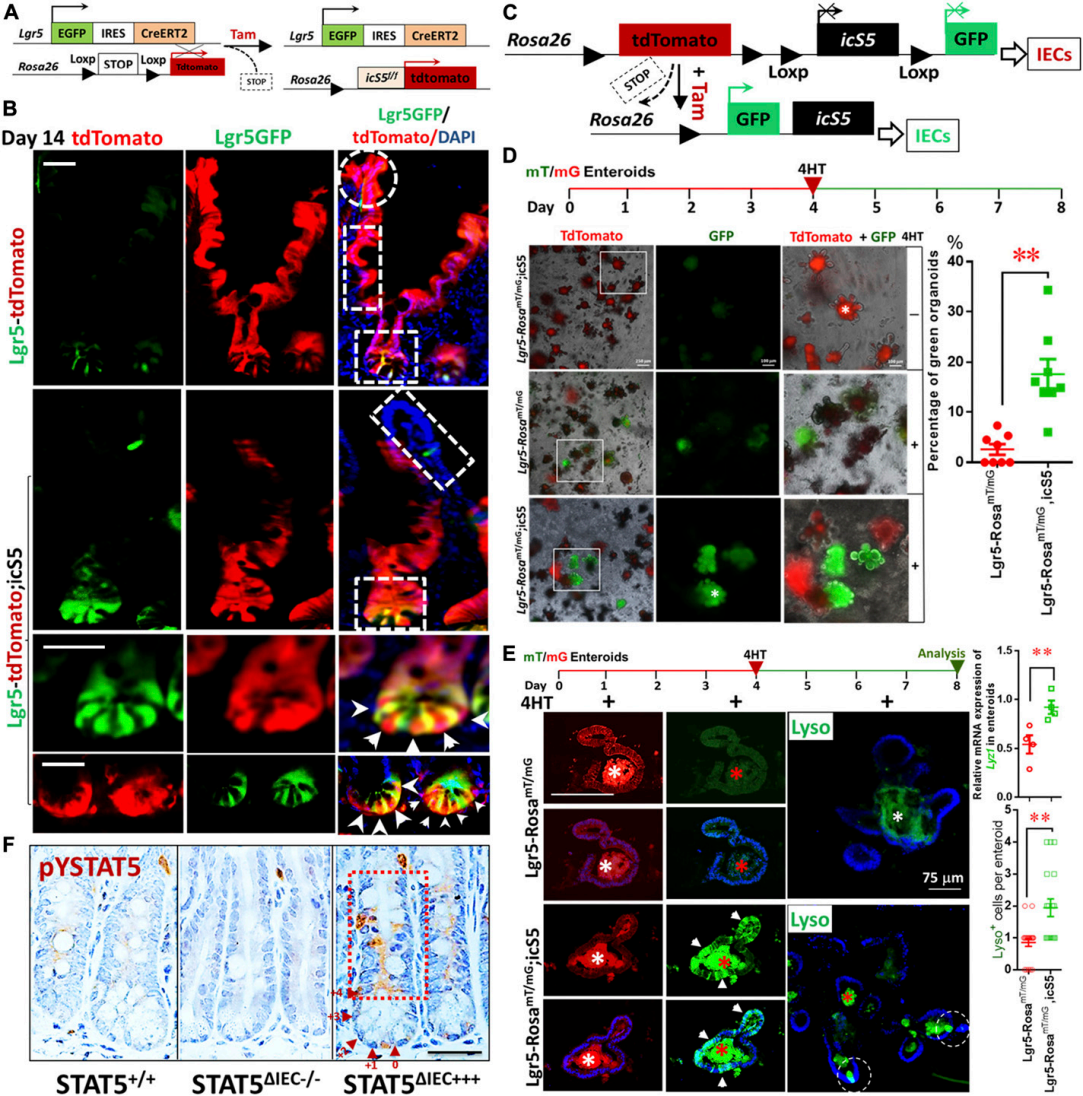
pYSTAT5 enhances lineage tracing of crypt secretory cells. **(A)** Lgr5-tdTomato mice were generated for IEC lineage analysis with a single dose of Tam. **(B)** One dose of Tam (25 mg/kg) was given to Lgr5-RstdTomato;icS5 mice 14 d later. Intestinal lineage tracing shows that tdTomato-labeled Lgr5^+^ progeny (red/green) are shown in the squares at crypt bases and Lgr5^−^ and Paneth cells (red) are marked by arrowheads and counted (Fig S3C). tdTomato-labeled Lgr5^−^(red) cells are shown in the rectangles on the villi, and the repopulated IECs are shown in the circle on the tip of the villus in the red ribbons. 200 crypts were counted, three mice per group. **(C)** *Lgr5Cre*ER mice were crossed with *Rosa*^*mT/mG*^ mice to generate Lgr5-*Rosa*^*mT/mG*^;icS5 mice. **(D)** Enteroids from Lgr5-*Rosa*^*mT/mG*^;icS5 mice were differentiated, and then constitutive icS5 was induced with 4HT (200 nM) for 4 d. Enteroids prior to or after 4HT induction were imaged. The switch percentage from red to green enteroids was determined after 4HT induction in three experiments. **(E)** Enteroids prior to or after 4HT induction were fixed and sectioned. Images were collected. Arrowheads show green ribbon along villi. Lyso^+^ Paneth cell-like cells were immunostained as the circles (green) and were quantitated. *Autofluorescence. Total RNA was extracted from the enteroids, and the expression of *Lyz1* was quantitated by real-time PCR. Results are expressed as mean ± SEM, n = 4 or 5 wells of enteroids per group. **P < 0.01 versus Lgr5-*Rosa*^mT/mG^. **(F)** Ileal sections were stained with pYSTAT5 IH (brown). n ≥ 5 mice per group, Scale = 200 μm. All results are expressed as mean ± SEM, and *t* tests and ANOVA were used to compare the significance of a difference.

**Figure S3.**
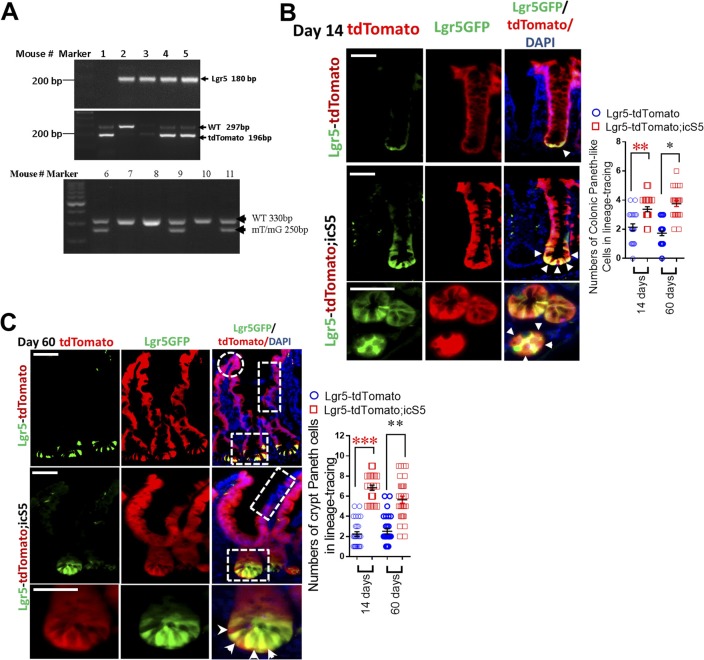
Ca-pYSTAT5 signaling enhances lineage tracing at crypt bases. **(A)** Genotyping PCR of Lgr5-*Rs26*tdTomato and *Rosa*^*mT/mG*^ mice. **(B)** *Lgr5Cre*ER mice were crossed with *Rs*tdTomato mice to generate a mouse line (Lgr5-tdTomato), then crossed with icS5 floxed mice. Ileal lineage tracing was done and analyzed 60 d after a single dose of Tam (25 mg/kg), n = 3 per group. Numbers of Paneth cells labeled by tdTomato were counted 14 or 60 d after a single dose of Tam. Results are expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, n ≥ 3 mice each group, ***P < 0.001 versus Lgr5-tdTomato mice. **(C)** *Lgr5Cre*ER mice were crossed with *Rs*tdTomato mice to generate a mouse line (Lgr5-tdTomato), then crossed with icS5. Colonic lineage tracing was done and analyzed 14 d after a single dose of Tam (25 mg/kg), n = 3 per group. Numbers of colonic Paneth-like cells labeled by tdTomato were counted 14 or 60 d after a single dose of Tam. Results are expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, n ≥ 3 mice each group, **P < 0.01 or *P < 0.05 versus Lgr5-tdTomato mice.

**Figure S4.**
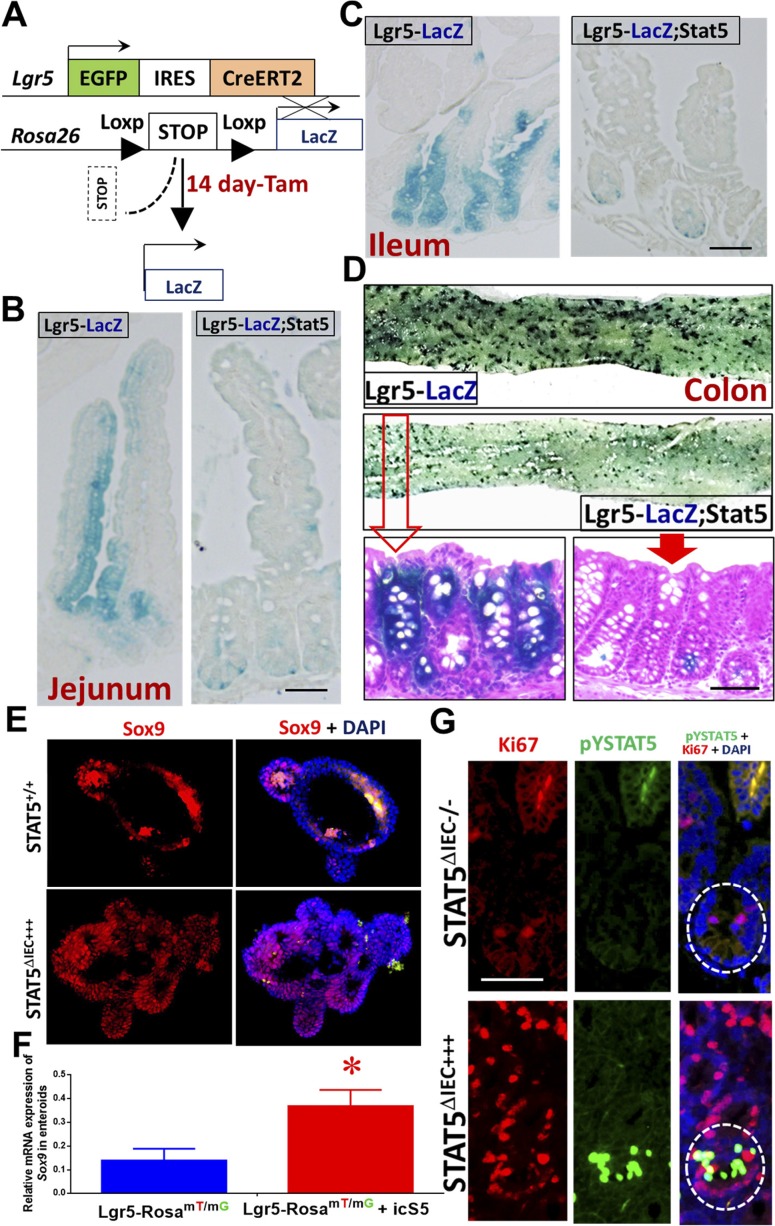
STAT5 signaling is required for IESC self-renewal and stemness. **(A)** *Lgr5Cre*ER mice were crossed with LacZ mice to generate a mouse line (Lgr5-LacZ), then crossed with *Stat5* floxed mice (Lgr5-LacZ;Stat5). Lgr5-LacZ;Stat5 mice were used for determining the effects of *Stat5* on IESC self-renewal upon a single dose of Tam. **(B, C)** Jejunal and ileal lineage tracing was done and analyzed 14 d after a single dose of Tam (25 mg/kg), n = 3 per group. **(D)** Whole colon fragments were isolated from Lgr5-LacZ and Lgr5-LacZ;Stat5 mice and then stained with X-gal. These stained colonic fragments were sectioned and counter-stained with eosin. The LacZ^+^ colonic crypts were counted, n = 3 per group. **(E)** Enteroids prior to or after 4HT induction were fixed and sectioned. Sox9^+^ cells (red) were immunostained and representative images are shown. **(F)** Enteroids prior to or after 4HT induction were frozen. Total RNA was extracted from the enteroids, the expression of *Sox9* was quantitated by real-time PCR. Results are expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, n = 4 or 5 wells of enteroids per group. *P < 0.01 versus Lgr5-*Rosa*^mT/mG^. **(G)** Ileal sections were stained with pYSTAT5 (green) and Ki67 (red) IF. n ≥ 5 mice per group. Scale bar = 200 μm

*Rosa*^*mT/mG*^ mice present a conditional fluorescent reporter mouse model (*Rosa*^*mT/mG*^), in which the fluorescent protein-encoding transgenes were rearranged following Tam-mediated Cre-recombinase and transgene expression of red-tdTomato fluorescent protein was converted to the expression of green-GFP (Fig 3C) (Muzumdar et al, 2007). By crossing *Rosa*^*mT/mG*^ mice with *Lgr5Cre*ER-icS5 mice (hereafter called Lgr5-*Rosa*^*mT/mG*^;icS5), we generated a line of mice with Tam-inducible constitutively active STAT5 (Fig 3C). Subsequently, we differentiated 14-d enteroids and maintained part of these in culture medium with 200 mM 4-hydroxytamoxifen (4HT) for 4 d (Gilbert et al, 2015). Concomitant with in vivo lineage tracing, our in vitro lineage study showed that after 4HT-induction, red-tdTomato fluorescence in Lgr5-*Rosa*^*mT/mG*^;icS5 enteroid was largely absent, while green-GFP cells, a large portion of which were stained as Lyso^+^ Paneth cells or Sox9^+^ cells, were highly and rapidly enriched compared to 4HT-treated Lgr5-*Rosa*^*mT/mG*^ controls. These enteroids also expressed the higher levels of *Lyz1* or *Sox9* than controls (Figs 3D, E, S4E, and F). Taken together, these data indicate that STAT5 signaling regulates IESC progeny differentiation and more specifically that pYSTAT5 in IESCs enhances IESC lineage tracing to increase crypt Paneth cell differentiation, while loss of *Stat5* leads to reduced IESC self-renewal and stemness. Interestingly, our compound mouse models showed that constitutively activated STAT5 in IECs increased pYSTAT5 in the transit-amplifying (TA) IECs and crypt base IECs (see rectangle and arrowheads, Fig 3F), some of which were co-localized with nucleic Ki67 in TA IECs (see circles in TA zone, Fig S4G). This observation suggests that these pYSTAT5^+^Lgr5^low^Ki67^+^ IECs in the TA zone may be a progenitor population determined by cytokines, hormones, or growth factors that steer pYSTAT5 signaling from Lgr5 IESCs (Basak et al, 2014). Thus, we next determined the functions of these pYSTAT5^+^Lgr5^low^Ki67^+^ IECs and the fate of their progeny as induced by pYSTAT5.

### pYSTAT5 restricts Lgr5^low^Ki67^+^ IESCs to give rise to pYSTAT5^+^Lgr5^−^CD24^+^ Paneth cells

Clevers’ group reported that the Lgr5^low^Ki67^+^ IESC population above Paneth cells expresses high levels of *Stat5a* gene in association with significantly increased gene signatures of secretory lineages after induced activation (Basak et al, 2014). These secretory cells induced from Lgr5^low^Ki67^+^ IESCs reside at the crypt base to serve as an IESC niche, which can be labeled by Lyso, c-Kit, CD24, CD44, and AB staining (Rothenberg et al, 2012; Sasaki et al, 2016). These reports suggest that *Stat5* may be required for Lgr5^low^Ki67^+^ IESCs to differentiate into Paneth cells at crypt bases, providing the most critical regional immunity against microbial invasion and inflammatory insults (Mowat & Agace, 2014). After 5-d Tam induction, we found that activated STAT5 significantly increased pYSTAT5^+^Lgr5^−^CD24^+^ intestinal crypt IECs detected in gate P1 by FACS tracing experiments (Figs 4A and S5A). On the contrary, the depletion of *Stat5* led to a pronounced reduction of Lgr5^−^CD24^+^ IECs detected in gate P2 (Fig 4A). These results are consistent with our above observations which showed that activated STAT5 increased Paneth cells at the crypt bases (Fig 2A). Intriguingly, using the dissociated IECs from directly isolated crypts, the FACS analysis revealed that the activated STAT5 increased Lgr5^hi^:CD24^+^ cell doublets (Figs 4B and S5B). This result is consistent with our confocal microscopy results, showing the increased numbers of Lgr5-GFP and CD24 co-immunostaining doublet in STAT5^ΔIEC+++^ mice (see circles, Fig 4C). Thus, STAT5 activation increases IESC niche cells.

**Figure 4.**
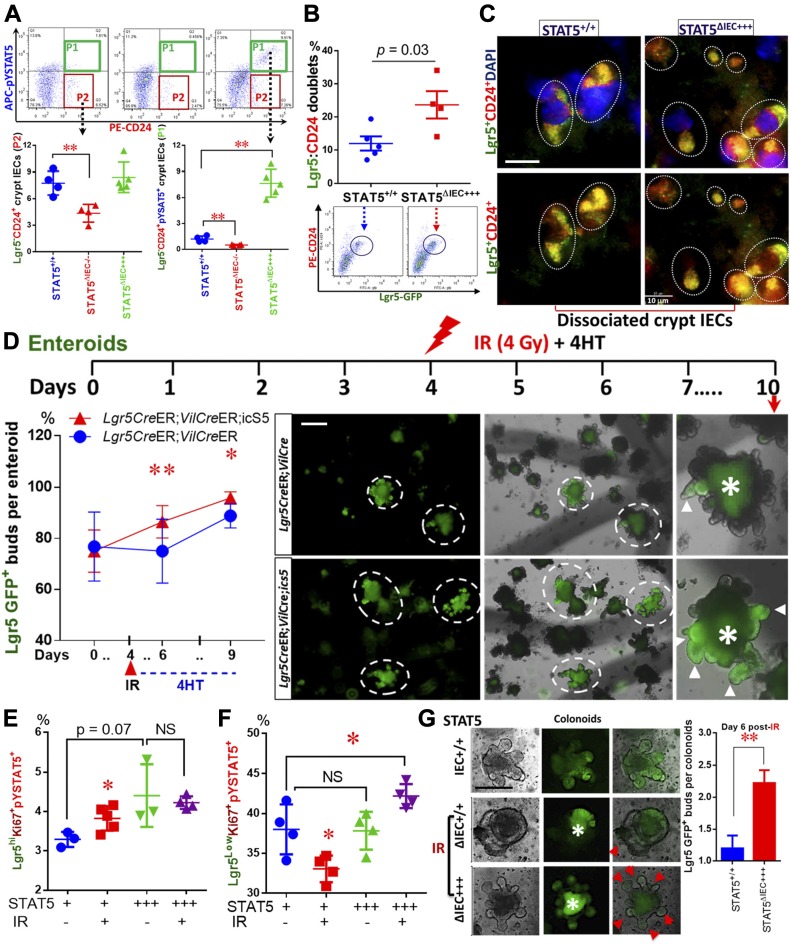
pYSTAT5 restricts Lgr5^low^Ki67^+^ IESCs to give rise to pYSTAT5^+^Lgr5^−^CD24^+^ Paneth cells. Intestinal crypts were extracted from *Lgr5Cre*ER;*VilCre*ER;Stat5 or icS5 and dissociated with TrypLE into IECs. Lgr5^−^, low and high IECs were then separated by gating with FACS (Fig S5A). **(A)** APC-conjugated pYSTAT5 and PE-conjugated CD24 staining were used to quantitate pYSTAT5^+^Lgr5^−^CD24^+^ cells (P1) or Lgr5^−^CD24^+^ Paneth cells (P2). **(B)** Lgr5^hi^:CD24^+^ doublets in the dissociated IECs were determined by FACS. n = 4 or 5 mice per group, **P < 0.01 versus STAT5^+/+^. **(C)** The dissociated IECs were immunostained with CD24, and co-localization of Lgr5 and CD24 was determined with a confocal microscope. Lgr5:CD24 doublets are shown as circles. **(D)** Lgr5-GFP crypts from *Lgr5Cre*ER or *Lgr5Cre*ER;*VilCre*ER;icS5 mice were employed for IESC culture for 4 d, and pYSTAT5 was inducibly activated by 4HT (200 nM) after one dose of γ-irradiation (IR). The numbers of Lgr5-GFP buds were counted in each well, and budding curve was created 6 d after 4HT treatment. **P < 0.01 and *P < 0.05 versus controls without 4HT induction. Representative images of Lgr5GFP^+^ buds (arrows) in the enteroids (circles) are shown, *Autofluorescence. **(E, F)** Lgr5-GFP enteroids were dissociated into IECs. Lgr5^hi^Ki67^+^pYSTAT5^+^ (E) and Lgr5^low^Ki67^+^pYSTAT5^+^ (F) were determined. *P < 0.05 versus enteroids from *Lgr5Cre*ER;*VilCre*ER, ^#^*P* < 0.05 versus enteroids from IR-treated *Lgr5Cre*ER;*VilCre*ER, n = 4–5 mice per group. **(G)** Colonic crypts were isolated and differentiated into colonoids. These colonoids were induced by 4HT for 4 d and then irradiated at 4 Gy for 10 min. Lgr5 (green) buds are shown; arrowheads indicate crypt budding. GFP crypt buds were counted per colonoids (n ≥ 20) from each of six wells from three independent experiments. All results are expressed as mean ± SEM, and *t* tests and ANOVA were used to compare the significance of a difference.

**Figure S5.**
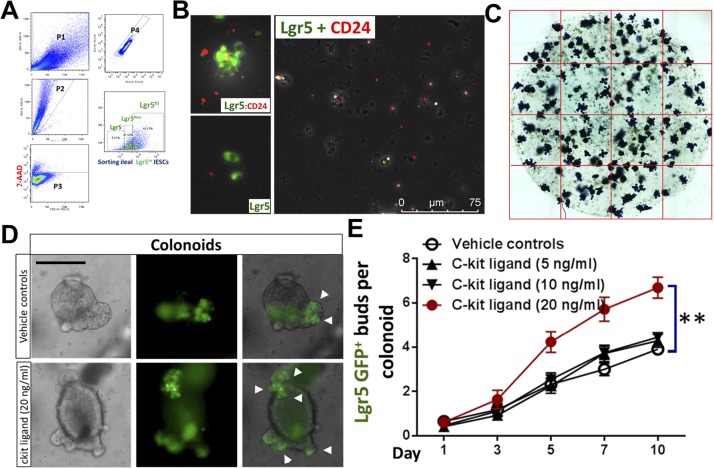
cKit ligand significantly promotes colonoid proliferation. **(A)** Intestinal crypts were extracted from *Lgr5Cre*ER;*VilCre*ER;Stat5 or icS5 mice, ileal crypt IECs were dissociated. Lgr5^low^ and ^high^ IESCs were then separated by gating for FACS analysis. **(B)** The dissociated IECs were immune-stained by Lgr5 (green) and CD24 (red) to show Lgr5 singlets (green) and Lgr5:CD24 doublets (orange) as shown. **(C)** Quantification of enteroid budding: Enteroids were stained with Methylene Blue, the number of crypt buds per enteroids was counted, n ≥ 20 enteroids per well, six wells per mouse, and three mice per group. **(D)** Colonic crypts were disassociated and cultured into colonoids with conditioned medium (1 μg/ml R-Spondin, 100 ng/ml Noggin, 50 ng/ml EGF and 100 ng/ml Wnt3a). After 7-d growth, colonoids were respectively treated with different doses of SCF: 5, 10 and 20 ng/ml for 10 d. **(E)** The number of crypt buds per colonoids was counted, n ≥ 20 colonoids per well, six wells per mouse, and three mice per group. Results are expressed as mean ± SEM. One-way ANOVA was used to analyze the difference between groups. **P ≤ 0.01 versus Vehicle control.

Single-sorted Lgr5^hi^ crypt base columnar cells (CBCs) rarely generate miniguts, whereas CBC:Paneth cell doublets robustly grow into a minigut (Sato et al, 2011). Thus, we grew enteroids containing Lgr5^hi^ CBCs and niche cells from *Lgr5Cre*ER;*VilCre*ER,icS5 mice and performed an injury study with irradiation to investigate the effects of STAT5 activation upon the regenerative capacity of Lgr5-GFP^+^ enteroids (Fig 4D). The activated STAT5 increased Lgr5^+^ enteroid regeneration as characterized by significantly more remaining Lgr5 GFP^+^ buds in the enteroids compared with irradiation-treated controls (*Lgr5Cre*ER;*VilCre*ER;icS5 versus *Lgr5Cre*ER;*VilCre*ER mice, Figs 4D and S5C), higher proliferation of Lgr5^hi^Ki67^+^pYSTAT5^+^ IESCs, and non-significant change of Lgr5^low^Ki67^+^pYSTAT5^+^ IESCs under basal conditions (Fig 4E and F). Interestingly, irradiation reduced Lgr5^low^Ki67^+^pYSTAT5^+^ IESCs while increased Lgr5^hi^Ki67^+^pYSTAT5^+^ IESCs in the control enteroids compared with basal conditions. In contrast, the activated STAT5 induced more Lgr5^low^Ki67^+^pYSTAT5^+^ IESC regeneration after irradiation compared to irradiation-treated control enteroids (Fig 4F). Consistently, the activated STAT5 increased the resistance of colonoids to the radiation-induced injury, as shown by more Lgr5-GFP buds in STAT5-activated colonoids compared with the relatively less buds in controls 6 d post-radiation (Fig 4G). Stem cell factor (SCF), a cKit ligand, is known to act as an agonist of JAK2-STAT5 signaling (Nakai et al, 2008). SCF is highly expressed in the subepithelial stromal cells during gut injury (Schmitt et al, 2018). These secreted SCF could be the source to induce pYSTAT5 in cKit^+^ DCSs. Consistently, we found that SCF significantly promotes colonoid proliferation at 20 ng/ml (Fig S5D and E). Therefore, Ca-pYSTAT5 stimulates colonoid proliferation possibly by increasing SCF-activated cKit colonic IECs. Together, these data suggest that the STAT5 activation protects IESC regeneration, possibly by increasing Lgr5^low^Ki67^+^IESC activation or differentiation towards niche cells.

### pYSTAT5 protects Lgr5^hi^Ki67^+^ IESCs from inflammatory cytokine or toxin-induced IEC injuries by enhancing niche function

In vivo studies showed that inflammatory cytokines and toxins may induce IESC apoptosis or cause Paneth cell degeneration (Farin et al, 2014; Nakanishi et al, 2016); however, whether inflammatory bacterial toxins directly injure IESCs remains unclear. Constitutive pYSTAT5 increased IESC regeneration (Gilbert et al, 2015); thus, we treated enteroids from *Rs26*tdTomato;icS5 with TNFα (100 ng/ml), toxin A (TcdA, 0.5 μg/ml), or different doses of toxin B (TcdB; 12, 24, or 36 ng/ml). Based on bud numbers (arrows), we categorized enteroid morphology as 1 bud (Org^1^), 2 buds (Org^2^), greater than 3 buds (Org^3+^) and spheres (circles) (Figs 5A and S6A). We found that TNFα stimulation increased sphere numbers and size, whereas it reduced budding numbers and enteroid survival (Figs 5A, S6A, and B). For example, TNFα diminished enteroids with over 3 buds (Org^3+^) (Fig 5A). In contrast, the activation of STAT5 decreased sphere numbers and increased buds in the TNFα-treated enteroids (Fig 5A), suggesting that activated STAT5 may counteract TNFα-induced inhibition of IESC niche regeneration. We next exposed enteroids to different doses of TcdB. The budding curves were created to represent the average buds per enteroid at different time points (n ≥ 20 enteroids per well, six wells per mouse, and three mice per group). ANOVA was used to compare the difference between groups. We found that a high dose of TcdB (36 ng/ml) led to a significant reduction in crypt budding in the Lgr5-GFP enteroids (Fig 5B-I, **P < 0.01 versus control). In contrast, inducible activation of icS5 partially restored enteroid proliferation and viability from TcdB cytotoxicity, which were determined by the number of Lgr5^+^ buds per enteroids and Methylene Blue staining (Fig 5B-II and C, *P < 0.05 versus Con + 30 ng/ml TcdB). These data suggest that the forced pYSTAT5 protect enteroids from TcdB-induced inhibition of IESC regeneration or niche activity.

**Figure 5.**
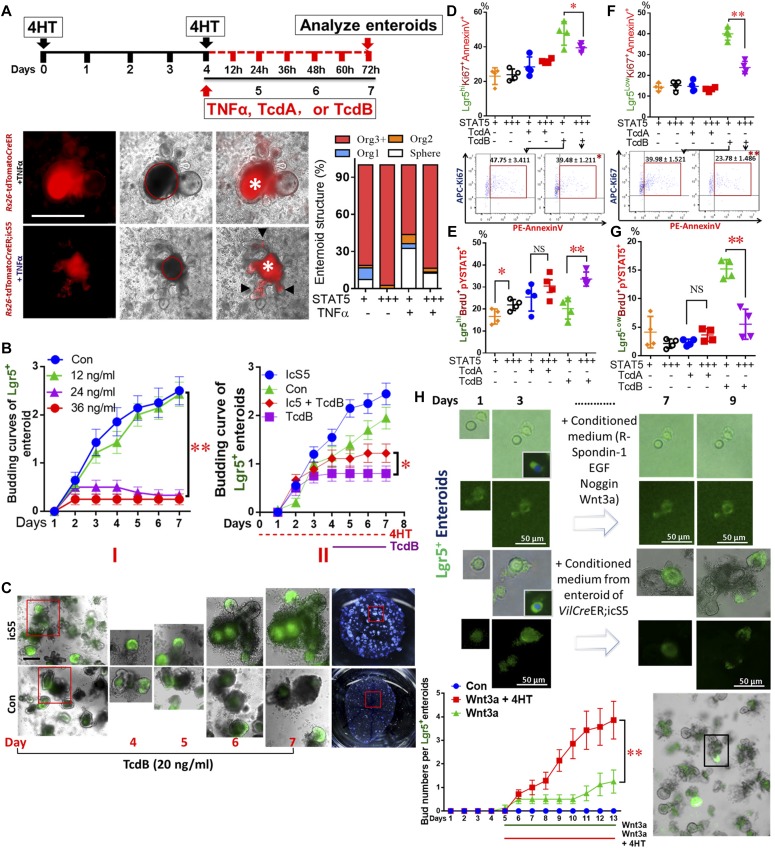
pYSTAT5 protects Lgr5^hi^Ki67^+^ IESCs from inflammatory cytokine- or toxin-induced IEC injuries by enhancing niche function. **(A)** Enteroids were cultured. pYSTAT5 was induced with 4HT for 4 d, then exposed to TNFα, TcdA, or TcdB for 3 d. Enteroids were cultured from intact intestinal crypts dissociated from *Rs26*-*tdTomatoCre*ER and *Rs26*-*tdTomatoCre*ER;icS5 mice. Based on the number of buds, enteroid morphology was categorized as follows: 1 bud (Org^1^), 2 buds (Org^2^), greater than 3 buds (Org3^+^) and no buds (Sphere). Results were expressed as mean ± SEM, n = 4 or 5 mice per group. *Autofluorescence. **(B)** Enteroids from *Lgr5Cre*ER;*Vilcre*ER and *Lgr5Cre*ER;*Vilcre*ER;icS5 were cultured, then were treated with TcdB (I). After icS5 was induced on day 4, enteroids were treated with 30 ng/ml TcdB for 3 d (II). **(C)** Representative images of Lgr5^+^ enteorids from days 4 to 7 with or without TcdB or icS5 induction are shown. These treated enteroids were then dissociated for FACS. **(D, E)** APC-conjugated AnnexinV and PE-conjugated pYSTAT5 were used to determine the effects of pYSTAT5 upon Lgr5^hi^Ki67^+^ proliferation or Lgr5^low^Ki67^+^ survival. **(F, G)** APC-conjugated BrdU and Percep-conjugated pYSTAT5 were used to determine Lgr5^hi^BrdU^+^pYSTAT5^+^ or Lgr5^low^BrdU^+^pYSTAT5^+^ IESCs, which were used to quantitate Lgr5^hi^ or Lgr5^low^ IESC proliferation, n = 4–5 mice per group. **(H)** Lgr5^hi^ IESCs were sorted from *Lgr5Cre*ER mice or *Lgr5Cre*ER;icS5 mice and enteroids were cultured. Conditioned medium was generated from enteroids from *VilCre*ER;icS5 mice. Lgr5^hi^ IESCs were sorted and grown into enteroids to compare the effects of the conditioned medium versus regular medium on Lgr5^hi^ single cell growth and enteroid differentiation. All results are expressed as mean ± SEM, and *t* tests and ANOVA were used to compare the significance of a difference.

**Figure S6.**
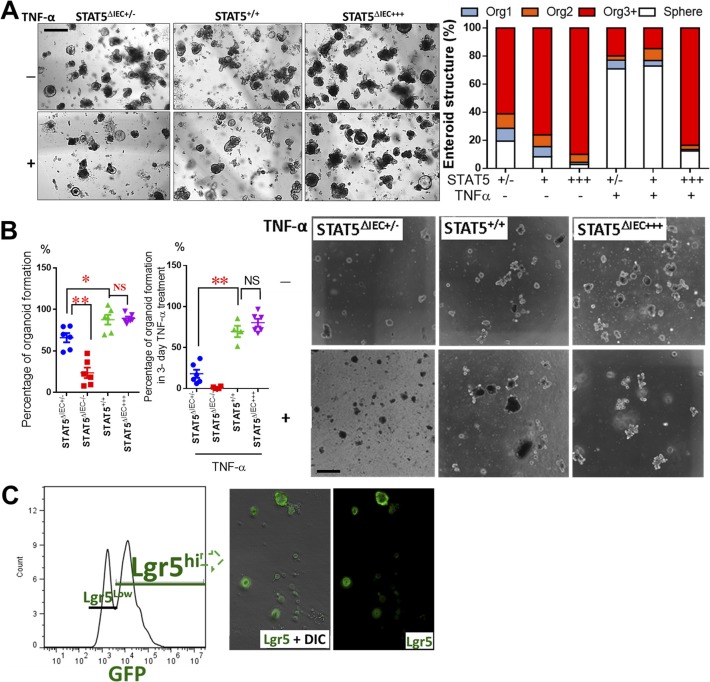
Lack of pYSTAT5 impairs the regenerative capacity of enteroids. **(A)** Enteroids were cultured from intact intestinal crypts dissociated from *VilCre*ER, *VilCreCre*ER*;Stat5*^*+/*−^ and *VilCre*R;icS5 mice (STAT5^+/+^, STAT5^ΔIEC+/−^ and STAT5^ΔIEC+++^). Based on the number of buds, enteroid morphology was categorized as: 1 bud (Org^1^), 2 buds (Org^2^), greater than 3 buds (Org3^+^) and no buds (Sphere). Representative images are shown. Results were expressed as mean ± SEM, *t* tests and ANOVA were used to compare the significance of a difference, n = 4 or 5 mice per group. **(B)** Enteroids were cultured from intact intestinal crypts dissociated from STAT5^+/+^, STAT5^ΔIEC−/−^, STAT5^ΔIEC+/−^ and STAT5^ΔIEC+++^ mice. The number of grown enteroids were counted with or without TNF-α treatment, the percentage of survival enteroids versus initial grown enteroids was calculated. Results were expressed as mean ± SEM, *t* tests was used to compare the significance of a difference, n = 4 or 5 mice per group. **(C)** Intestinal crypts were disassociated from *Lgr5Cre*ER and *Lgr5Cre*ER;icS5 mice, Lgr5^hi^ IESCs were sorted and representative FACS and Lgr5-GFP IF image are shown.

Furthermore, using FACS, we found that TcdB not TcdA treatment led to increased Lgr5^hi^Ki67^+^ apoptosis (Fig 5D) and reduced Lgr5^hi^Ki67^+^ proliferation (Fig 5E). In contrast, the activation of STAT5 reduced Lgr5^hi^ or Lgr5^low^BrdU^+^ IESC apoptosis induced by TcdB (Fig 5D and F) and stimulated Lgr5^hi^BrdU^+^ IESC proliferation (Fig 5E) and repressed Lgr5^low^BrdU^+^IESC proliferation (Fig 5G). Taken together, these data suggest that pYSTAT5 prevents IESCs from TcdB inhibition by protecting Lgr5^hi^BrdU^+^ IESCs or enhancing switching from Lgr5^hi^BrdU^+^ →to Lgr5^low^BrdU^+^ IESCs for niche regeneration.

Finally, utilizing the conditioned feeding medium made from WT or *VilCre*ER;icS5 ileal enteroids, we transferred the conditioned feeding medium into sorted Lgr5^hi^ IESCs (Fig S6C). We performed a “medium replacement” experiment to study whether the factors secreted by icS5-activated enteroids can facilitate Lgr5^hi^ IESCs to differentiate as enteroids (Fig 5H). Incubation with medium from icS5 ileal enteroids (Wnt3a + 4HT) significantly increased Lgr5^hi^ IESC proliferation compared with conditioned medium made from WT enteroids (*P* < 0.01 versus Wnt3a group), indicative of a role of pYSTAT5 or pYSTAT5-derived factors secreted by icS5 enteroids on the niche. In contrast, by counting the percentage of the final survival enteroids versus initial grown enteroids in the presence or absence of TNF-α (Schewe et al, 2016), our results showed that the reduced STAT5 by partially depleting *Stat5* significantly impaired the regenerative capacity of enteroids, displaying a compromised organoid formation manifested by the diminished bud numbers, enlarged spheroid size, and reduced survival of organoids, the phenotypes of which are significantly exaggerated by the presence of TNF-α (Fig S6A and B). Taken together, our data indicated that pYSTAT5 may restrict Lgr5^low^Ki67^+^ IESCs to give rise to pYSTAT5^+^Lgr5^−^CD24^+^ Paneth cells, which protect Lgr5^hi^ IESCs from inflammatory cytokines or enteric toxin–induced IESC injuries, whereas reduced pYSTAT5 impairs the regenerative capacity of the enteroids in homeostasis and inflammation conditions.

### Constitutive pYSTAT5 enhances heterogeneous monolayer integrity and increases Lysozyme production in human intestinal organoids (HIOs)

We generated iPSCs stably expressing wild-type (WT-GFP), inducible active forms of STAT5A (STAT5a-ER) and inducible constitutively active STAT5 (icS5-ER) (Gilbert et al, 2015). In these iPSCs, pYSTAT5 can be inducibly or persistently activated in a dose-dependent manner (Fig S7A). Transduced iPSCs are able to be differentiated into HIOs (Spence et al, 2011). These HIOs were cultured under conditions that promote intestinal growth, morphogenesis, and cyto-differentiation into functional intestinal cell types including enterocytes, goblet cells, Paneth cells, and enteroendocrine cells (Fig 6A) as previously reported (Spence et al, 2011). iPSC-derived HIOs contain undifferentiated progenitors or fetal-like stem cells that could maintain HIO regeneration during injury (Spence et al, 2011; Watson et al, 2014). Therefore, HIOs represent a novel human primary cell model system that can be used for studying IESC regeneration-dependent IEC repair as summarized by the Wells group (Sinagoga & Wells, 2015). Our data showed that 2-mo HIOs contained heterogeneous monolayers with fully differentiated IECs (Paneth, goblet, enterocyte, and enteroendocrine cells) with inter-cellular junctional barriers (Figs 6A and S7C) (Spence et al, 2011; Watson et al, 2014). We next differentiated lentivirus-transduced iPSCs into HIOs after 2 mo in culture and assessed HIO lineage integrity by measuring the efflux of microinjected fluorescein isothiocyanate-dextran 4 (FD4) and transepithelial electrical resistance (TEER) (Figs 6B and S7B). We found that TcdB impaired HIO lineage integrity during early time treatment (within 6-h of treatment) but not TcdA, while Cytomix (IFNγ and TNFα) led to disruption of HIO cell integrity and leaky junctions after 24 h of treatment. In contrast, persistent pYSTAT5 induced by icS5-ER, but not transient pYSTAT5 induced by STAT5a-ER, restored HIO lineage integrity following Cytomix treatment (Fig 6B). This persistent pYSTAT5 also resulted in an up-regulated β-catenin expression, increased LGR5^+^ IECs, expression of inter-cellular junctional proteins (E-cadherin, occludin, ZO-1, and ZO-2), and Lysozyme expression and inhibited quiescent IESC markers Bmi1 and Dclk1 (Figs 6C and S7C). These data suggest that icS5-induced persistent pYSTAT5 expression repairs leaky HIOs by enhancing HIO de novo differentiation to promote heterogeneous monolayer maturation.

**Figure S7.**
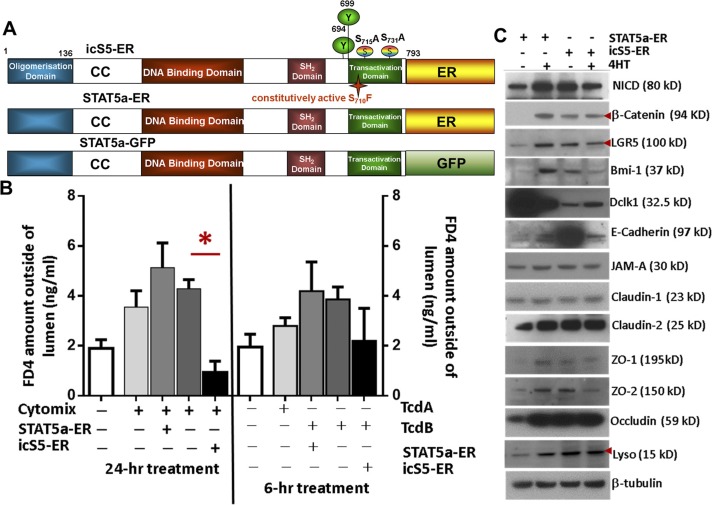
Ca-pYSTAT5 promotes heterogenous monolayer maturation in HIOs. **(A)** Inducible STAT5a mutant constructs. STAT5a domains, critical phosphorylation sites and the GOF mutation Ser710/Phe (icS5), which causes enhanced and prolonged tyrosine phosphorylation upon cytokine/growth factor action. Below, Tam inducible STAT5a-ER fusion protein that dimerizes to physiologically activate STAT5 target genes in a Tam dose dependent manner. **(B)** H9 iPSCs were transduced with a lentiviral GFP construct for STAT5a-ER and icS5-ER mutant. HIOs were matured in vitro for 35 d. Transduced HIOs were then microinjected 250 ng FD 4 (FD4) with IFNγ (10 ng/ml) and TNFα (10 ng/ml), or TcdA (400 ng/ml), or TcdB (400 ng/ml). Trans-membrane permeability was determined as the amount of FD4 diffusion from the HIO lumen to culture media 24-h IFNγ + TNFα or 6-h TcdA or TcdB after 4HT (200 nM) induction. Results are expressed as mean ± SEM, *t* tests and ANOVA were used to compare the significance of a difference, n ≥ 4 HIOs per group, *P < 0.05 versus control HIOs. **(C)** Total proteins were extracted from single HIOs, and LGR5, Bmi1, Dclk1, Lyso, inter-cellular junctional proteins (E-Cad, JAMA-A, ZO-1 and 2, claudin-1 and 2, and occludin) and Wnt/Notch pathway markers (β-catenin and intracellular domain of the Notch protein [NICD]) were measured using immunoblotting. n ≥ 4 HIOs per group.

**Figure 6.**
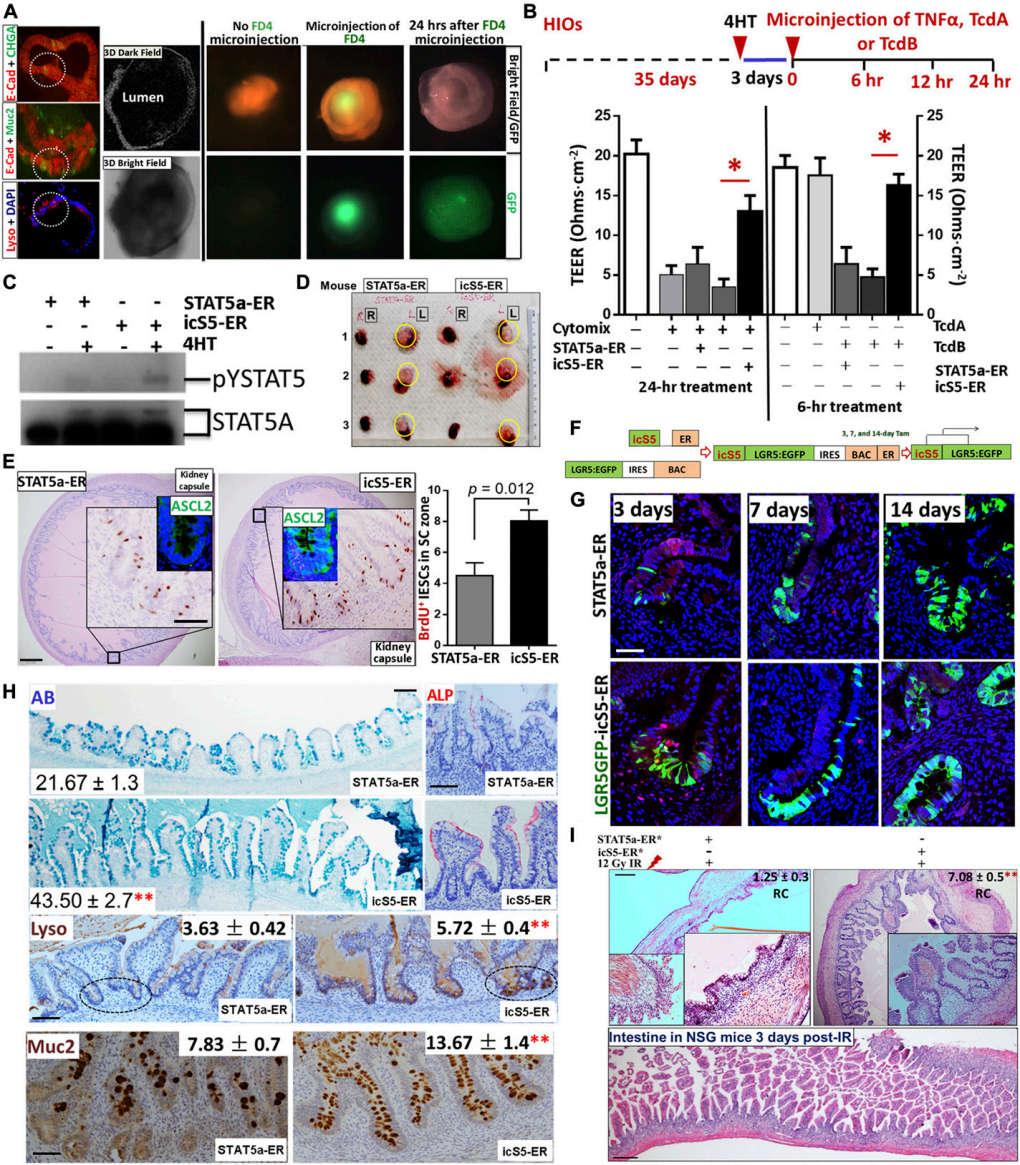
Constitutive pYSTAT5 induces de novo niche differentiation and protects IESC regeneration. iPSCs or LGR5:eGFP BAC reporter iPSCs were transduced with a lentiviral GFP construct for STAT5a-ER and icS5-ER mutant. HIOs were in vitro matured for 35 d. **(A)** Transduced HIOs were imaged under 3D in vitro culture systems with dark-field and bright-field 3D confocal deconvolution microscopy. IEC types in HIOs were determined by double-IF, E-Cadherin (E-Cad) + Chromogranin A (CHGA) or E-Cad + Muc2, and Lyso IF staining. **(B)** Transduced HIOs were then microinjected 250 ng FD 4 (FD4) with 0.25 ng TNFα (100 ng/ml) or 25 ng TcdA or 50 ng TcdB after 3-d 4HT induction. HIO integrity was determined as the TEER after 24-h TNFα or 6-h TcdA or TcdB treatment. Results are expressed as mean ± SEM. *P < 0.05 versus control HIOs. n ≥ 4 HIOs per group. **(C)** NEs were extracted from single HIOs, and pYSTAT5 and STAT5 were measured using immunoblotting. n ≥ 4 HIOs per group. **(D)** Transduced HIOs were matured and then transplanted beneath the kidney capsule of NSG mice. Tam induction was performed for 5 d 1-mo post-engraftment. **(E)** Proliferation of transplanted IESCs was determined with anti-Ascl2 and BrdU IH in the presence and absence of icS5 activation, n = 5 per group. **(F, G)** LGR5:eGFP BAC reporter iPSCs were transduced with lenti-viral STAT5a-ER or icS5-ER. 3, 7, or 14 d after one dose of Tam, transplanted mice were euthanized. Transplanted HIOs were stained with GFP IF, and IESCs were labeled with LGR5-GFP and EdU. icS5 activation increased LGR5^+^ IESCs and enhanced LGR5 lineage tracing compared with that in STAT5a-ER. n ≥ 3 mice per group. **(H)** Transplanted HIOs were stained with AB, Alkaline phosphatase (ALP), Lyso, and Muc2 IH. AB^+^, Lyso^+^, or Muc2^+^ crypt cells were counted as average numbers per crypt. 100 well-orientated crypts were chosen from five mice per group, **P < 0.01 versus STAT5a-ER. **(I)** Some of the transplanted mice were subjected to 12-Gy irradiation. Regenerated crypts (RC) were counted in the transplanted HIOs. Inserts are the images at a higher-magnification. Intestines from the irradiated mice show no RC. **P < 0.01 versus STAT5a-ER, n ≥ 5 mice per group, scale = 200 μm. All results are expressed as mean ± SEM, and *t* tests and ANOVA were used to compare the significance of a difference.

### Constitutive pYSTAT5 induces de novo niche differentiation to protect IESC regeneration

Transplantation of HIOs into the kidney capsules of immunodeficient NOD-Scid IL2Rγnull (NSG) mice has previously been used to evaluate functional engraftment of tissues, IESC-regenerative repair, and IEC lineage differentiation (Watson et al, 2014). We implanted HIOs that were differentiated for 2 mo into the kidney capsule (Fig 6D) and allowed them to develop into intestinal tissue according to the published protocols (Spence et al, 2011; Watson et al, 2014) (Fig 6E). We found that inducible activation of icS5 significantly increased Ascl2^+^ and Lgr5^+^ CBC proliferation (Fig 6E), suggesting a direct effect of persistent pYSTAT5 signaling on increasing numbers of Lgr5 IESCs. Using a knock-in and Tam-inducible Cre recombinase to facilitate tracing of the lineage of a single human LGR5 stem cell during HIO development (Fig 6F) we found that the activation of icS5 yielding a persistent pYSTAT5 in transplanted HIOs significantly enhanced LGR5 GFP lineage tracing (Fig 6G), and Lyso^+^ Paneth and Muc2^+^ goblet cells at crypt bases in the transplanted HIO-derived intestinal tissues (Fig 6H). After exposing the transplanted mice to 5 d of Tam following 5 d of Cre recombination, we then exposed the transplanted NSG mice to one dose of 12 Gy irradiation and tested the function of engrafted IESC activation for regenerative repair 3 d post-irradiation. Persistent pYSTAT5 resulted in well-preserved regenerated crypts compared with transient pYSTAT5, which exhibited few nascent crypts 3 d post-irradiation (Fig 6I). Taken together, our data strongly suggest that the activation of icS5 increases IESC regenerative capacity, possibly through de novo enhancement of Paneth cell niche formation to maintain IESC regeneration.

### STAT5 activation regulates Wnt-β-Catenin-Sox9 signaling axis to sustain niche cell differentiation in a stepwise manner

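RNA-seq values of crypts from 10 mice were analysed. The STAT5+/+ mice (n = 3) were the controls, the STAT5 ΔIEC-/- mice (n = 3) lost *Stat5* from IECs when tamoxifen activated VilCreER, a Cre recombinase made in intestinal epithelium, and the STAT5 ΔIEC+++ mice (n = 4) expressed icS5, a constitutively active STAT5 variant, in the same cells. The sample labels give the tissue as colon, as does the legend of Fig S8F, whereas the title of the data series names the ileum and the methods name ileal or colonic crypts. All mice are labelled male, with an age of 8 to 12 weeks in one entry of the labels and 12 weeks in another. Crypts were released by shaking the tissue in 10 mM EDTA at 37°C for 30 min, and 1 µg of RNA per sample went into sequencing on an Illumina HiSeq with single reads of 75 bp. The methods state that samples were pooled for library construction and sequencing. Values are deposited for 10 samples, each of which was taken here as 1 mouse. The authors aligned the reads with the TopHat app of BaseSpace and tested expression with its Cufflinks app. The paper's text names neither the genome build nor the gene annotation, so genes are given here by the symbols and Entrez identifiers of the files, without positions.

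The authors deposited 1 value per gene and mouse in a column headed FPKM, but the values have the properties of expected counts, which are read counts estimated per gene with shared reads divided into fractions. Totals differed between mice, and 41.1% to 46.1% of the nonzero values of a mouse were whole numbers. Spearman's correlation with transcript length across genes was 0.231 to 0.340. The values were therefore rounded and analysed as counts. Each file lists 36186 genes, of which 13283 had a value of 0 in every mouse. The total per mouse was 18820303 to 43290214 in STAT5+/+ mice (median 28935482), 18283377 to 27968855 in STAT5 ΔIEC-/- mice (median 24640002), and 22493472 to 44251072 in STAT5 ΔIEC+++ mice (median 25075938). The smallest level that these totals can show, 3 counts, was 0.0678 to 0.164 in CPM before normalization, a floor that covers counting error only. Counts were normalized by edgeR's TMM method, and edgeR's filter by expression kept 17982 genes, which were fitted together over the 3 genotypes. Levels of genes are given as CPM, the TMM-normalized counts scaled to a common library total. All p-values of genes are two-sided and come from edgeR's quasi-likelihood test, and adjusted p-values are by the method of Benjamini and Hochberg over the genes tested. For the values of a single gene, the smallest p that an exact permutation test allows is 0.1 for 3 mice against 3 and 0.0571 for 3 against 4.

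The genes changed by design were examined first. *Stat5a* (20850) was at 19.6 ± 5.44 CPM (SD, n = 3) in STAT5+/+ mice, 6.25 ± 2.23 (SD, n = 3) in STAT5 ΔIEC-/- mice and 29.5 ± 7.23 (SD, n = 4) in STAT5 ΔIEC+++ mice. Its log2 fold change was −1.64 (standard error 0.31, adjusted p = 0.134 from edgeR's quasi-likelihood test) in STAT5 ΔIEC-/- mice and 0.59 (standard error 0.29, adjusted p = 0.549) in STAT5 ΔIEC+++ mice. *Stat5b* (20851), a paralog whose reads the authors' software could have divided with those of *Stat5a*, had a log2 fold change of −1.47 (standard error 0.31, adjusted p = 0.209 from edgeR's test) in STAT5 ΔIEC-/- mice and 0.69 (standard error 0.28, adjusted p = 0.471) in STAT5 ΔIEC+++ mice. Both genes were lower in each of the 3 STAT5 ΔIEC-/- mice than in any STAT5+/+ mouse. Over the 3 genotypes together, the adjusted p of edgeR's quasi-likelihood F test was 0.0402 for *Stat5a* and 0.0422 for *Stat5b*. STAT5+/+ mouse 2, labelled male, had 1310 CPM of *Xist* against 2.24 to 9.11 in the other 9 mice, and its Y-linked *Ddx3y* was at 2.21 against 71.0 to 123 in the others. It was kept under its label.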

To determine the potential molecular mechanisms by which STAT5 signaling controls niche cell homeostasis, we isolated total RNA from intact intestinal crypts of STAT5^+/+^, STAT5^ΔIEC−/−^, and STAT5^ΔIEC+++^ mice and performed RNA sequencing (RNA-seq). The sample correlation matrix and hierarchical clustering based on the correlation showed that the genes between STAT5^+/+^, STAT5^ΔIEC−/−^, and STAT5^ΔIEC+++^ mice were clustered separately. Furthermore, the altered gene signatures of intestinal crypt IECs were correlated with *Stat5* depletion or pYSTAT5 activation (*P* < 0.05 and fold change >2 in at least one pairwise comparison of 691 genes, Fig 7A). 

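Pearson's correlation of log2(CPM + 1) over the tested genes averaged 0.973 (range 0.959 to 0.983) for the 12 pairs of mice of the same genotype and 0.970 (range 0.936 to 0.981) for the 33 pairs of mice of different genotypes. These correlations are across genes, which are not independent replicates. Average linkage on 1 − r, with the tree divided into 3 clusters, placed STAT5+/+ mouse 1 alone, STAT5 ΔIEC+++ mouse 4 alone and the other 8 mice together. Thus 0 of the 3 genotypes formed a cluster of their own. With only the genes altered between genotypes, which were chosen for their difference between genotypes, 1 genotype did. The first principal component of the same values held 28.1% of the variance and the second 18.7%. On the first, STAT5+/+ mice lay from −53.5 to −7.51, STAT5 ΔIEC-/- mice from 2.28 to 7.35 and STAT5 ΔIEC+++ mice from −17.8 to 62.3. On the second, STAT5 ΔIEC-/- mouse 1 was at 32.7, and the other two STAT5 ΔIEC-/- mice were at −30.8 and −29.2.

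**Figure D1:**
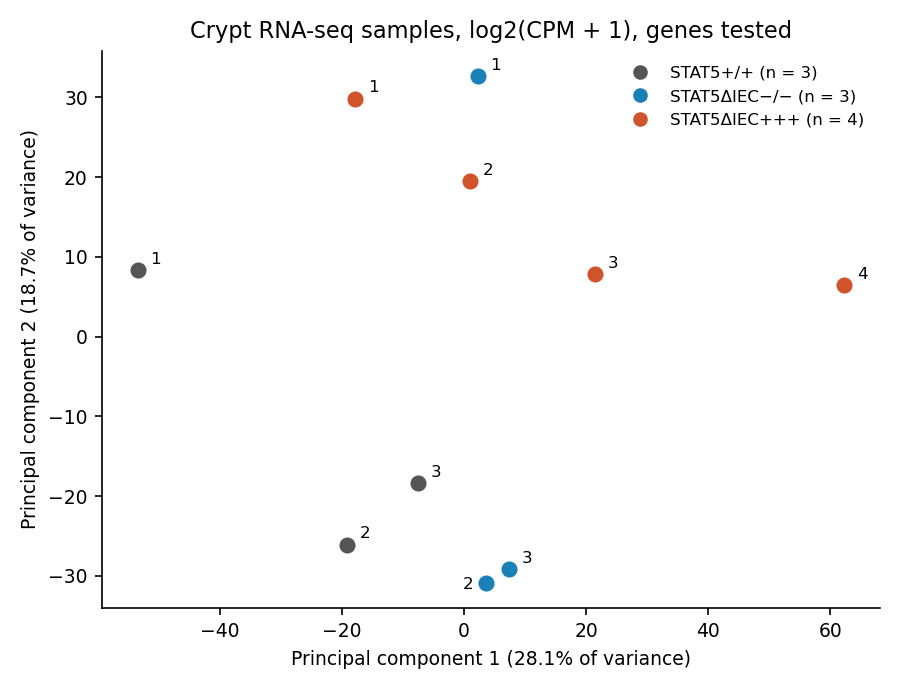
First and second principal components of log2(CPM + 1) over the tested genes, 1 point per mouse, with the share of the variance on each axis. STAT5 ΔIEC+++ mice spread from −17.8 to 62.3 on the first component, a range that includes all 3 STAT5 ΔIEC-/- mice.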

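The rule of an unadjusted p under 0.05 over the 3 genotypes, by edgeR's quasi-likelihood F test, and a fold change above 2 in at least 1 pairwise comparison was met by 753 genes. The unadjusted p alone was under 0.05 in 1219 genes. After Benjamini-Hochberg adjustment of the same test, 17 of the altered genes kept a p under 0.05. The alternatives moved the adjusted count most: DESeq2 gave 947 altered genes, 264 of them with an adjusted p under 0.05, and an ordinary linear model on log2(CPM + 1), which was added after the data were seen, gave 327 and 0. The sample labels number the mice within each genotype. As a check on whether equal numbers mark pairs, each mouse's deviations from its genotype's mean were correlated between genotypes across genes. The mean r was 0.113 (range −0.05 to 0.45) for the 9 pairs of mice with the same number and −0.042 (range −0.48 to 0.41) for the 24 pairs with different numbers. With the mouse number as a block in the model, 750 genes were altered and 3 kept an adjusted p under 0.05. Number 4 exists only among STAT5 ΔIEC+++ mice, so the block also takes that mouse out of the comparisons. A change under the block is therefore not a sign of pairing alone. *Clec4e* (56619), the gene of the lowest p among those named here, had an adjusted p of 0.00485 over the 3 genotypes by edgeR's quasi-likelihood F test.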

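Between STAT5 ΔIEC-/- and STAT5+/+ mice, 456 genes were up-regulated and 72 down-regulated at an absolute log2 fold change above 1 and an unadjusted p under 0.05 by edgeR's quasi-likelihood test. Between STAT5 ΔIEC+++ and STAT5+/+ mice, 469 were up-regulated and 245 down-regulated by the same rule. With no limit on the fold change, 697 genes had an unadjusted p under 0.05 in STAT5 ΔIEC-/- mice and 1717 in STAT5 ΔIEC+++ mice. If no gene changed, a share of 0.05 of the 17982 tested genes would pass on average. The 697 genes are fewer than that share and the 1717 are more. The adjusted p was under 0.05 for 6 genes in STAT5 ΔIEC-/- mice, all of them up-regulated, and for 28 genes in STAT5 ΔIEC+++ mice, of which 25 were up-regulated and 3 down-regulated. The median log2 fold change of all tested genes was −0.015 in STAT5 ΔIEC-/- mice and −0.024 in STAT5 ΔIEC+++ mice. With the mouse number as a block, 484 genes were up-regulated and 61 down-regulated in STAT5 ΔIEC-/- mice, 6 with an adjusted p under 0.05, and 316 were up-regulated and 297 down-regulated in STAT5 ΔIEC+++ mice, 5 with an adjusted p under 0.05. Leaving out STAT5 ΔIEC+++ mouse 4 with no block gave 308 genes up-regulated in that genotype.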

Scatter plots of the log2 (fragments per kilobase of exon model per million reads mapped (FPKM)) counts of genes with a cutoff of 1.0 for the absolute value of log2 (ratio) of expression levels showed greater than onefold significant changes in differential gene expression between STAT5^ΔIEC−/−^ and STAT5^+/+^ mice and between STAT5^ΔIEC+++^ and STAT5^+/+^ mice (Fig 7B). Venn diagrams showed that shared and unique genes were differentially expressed in STAT5-deficient or pYSTAT5-activated crypt IECs. 

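Of the genes past the rule of fold change and unadjusted p, 219 were up-regulated in both STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice compared with STAT5+/+ mice, 9 were down-regulated in both and 3 changed in opposite directions. If the calls of the 2 comparisons were independent, 11.9 genes would be up-regulated in both. The comparisons are not independent, because they share the STAT5+/+ mice. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a Pearson's r of 0.58. The shared mice make this r positive even without any change, so it does not show that the 2 genotypes changed alike. The adjusted p of edgeR's quasi-likelihood test was under 0.05 in both comparisons for 4 genes. The number up-regulated in both was 100 with limma on log2(CPM + 1) and 51 with the ordinary linear model chosen after the data were seen. The mouse number as a block gave 150 genes up-regulated in both, 8 down-regulated in both and 5 in opposite directions.

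**Figure D2:**
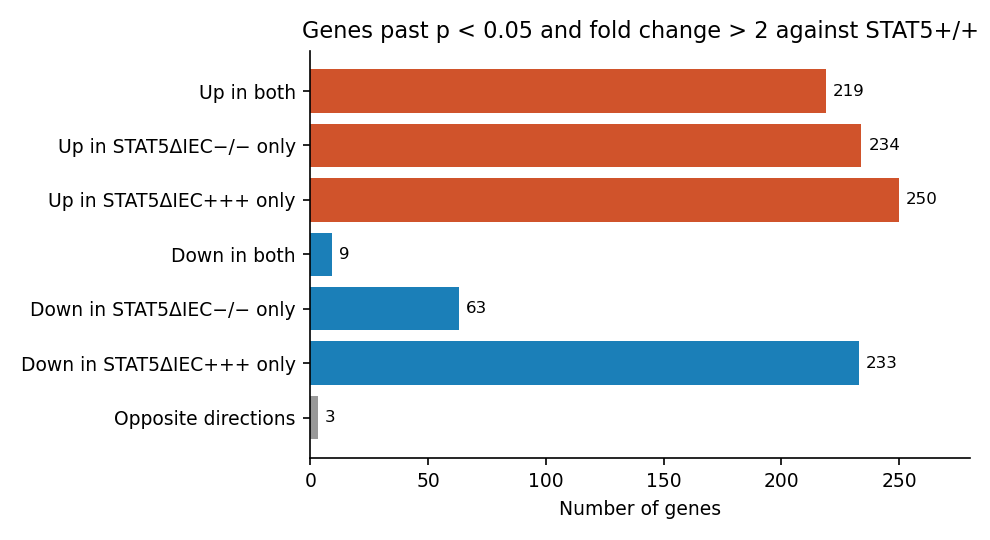
Number of genes up-regulated (orange) or down-regulated (blue) in STAT5 ΔIEC-/- mice, STAT5 ΔIEC+++ mice or both compared with STAT5+/+ mice, and of genes changed in opposite directions (grey). The 219 genes up-regulated in both stand beside 9 down-regulated in both.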

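In STAT5 ΔIEC+++ mice, the up-regulated genes with the largest log2 fold changes, among those with an adjusted p under 0.05 and no overlap between the mice of the 2 genotypes, included *S100a8* (20201), *Spp1* (20750) and *Clec4e* (56619). *Spp1* was at 0.956 ± 0.386 CPM (SD, n = 3) in STAT5+/+ mice and 25.0 ± 11.8 (SD, n = 4) in STAT5 ΔIEC+++ mice, a log2 fold change of 4.66 (standard error 0.58, adjusted p = 0.0125 from edgeR's quasi-likelihood test). *S100a8* had a log2 fold change of 5.00 (standard error 0.85, adjusted p = 0.0412 from edgeR's test) and *Clec4e* of 4.14 (standard error 0.43, adjusted p = 0.00297). The STAT5+/+ level of *S100a8* came from 0, 10 and 1 counts, a mean of 0.0956 CPM, near the smallest level the totals can show. Its log2 fold change is therefore poorly determined, and was 7.13 without STAT5+/+ mouse 2. With the mouse number as a block, edgeR's adjusted p was 0.0242 for *Spp1* and *Clec4e*, but 0.0898 for *S100a8*. By edgeR's quasi-likelihood test, no gene down-regulated in STAT5 ΔIEC-/- mice had an adjusted p under 0.05. By DESeq2, *Stat5a* (log2 fold change −1.63, adjusted p = 3.7e-04) and *Stat5b* (−1.46, adjusted p = 0.00305) had one. The largest falls by unadjusted p were those of *Npas1* (18142), *A930041C12Rik* (78443), *Gm4240* (100043115), *Hyal5* (74468) and *Wnt8b* (22423), which had 0 counts in all 3 STAT5 ΔIEC-/- mice and means of 0.295 to 0.490 CPM in STAT5+/+ mice, within a few times the smallest level the totals can show. In STAT5 ΔIEC+++ mouse 2 *Hyal5* was at 0.0896 CPM, from 2 counts, apart from the other STAT5 ΔIEC+++ mice at 0.448 to 0.513. The lowest adjusted p of the 5 genes was 0.405, for *Wnt8b*, by edgeR's quasi-likelihood test. In the same STAT5 ΔIEC-/- mice, *Spp1* rose by a log2 fold change of 5.67 (standard error 0.61, adjusted p = 0.00401 from edgeR's test) and *Clec4e* by 4.63 (standard error 0.45, adjusted p = 0.00255), while *Serpina3n* (20716) rose by 4.41 (standard error 0.66, adjusted p = 0.0459) and *Clec4d* (17474) by 3.72 (standard error 0.51, adjusted p = 0.0249). In the model with the block, edgeR's adjusted p in STAT5 ΔIEC-/- mice was 0.00967 for *Spp1* and *Clec4e*, but 0.1365 for *Serpina3n* and 0.0743 for *Clec4d*. Within genotypes, these 5 up-regulated genes followed the mean level of leukocyte genes with a median r of 0.583 against 0.183 for random genes of the same expression, though the upper end of the central 95% of random lists was 0.630.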

Of these genes, 184 were up-regulated genes in STAT5^ΔIEC+++^ mice compared with STAT5^+/+^ mice, and 52 were down-regulated genes in STAT5^ΔIEC−/−^ mice compared with STAT5^+/+^ mice. Furthermore, we observed 54 down-regulated and 85 up-regulated genes specific to STAT5^ΔIEC−/−^ mice, and 122 up-regulated and 126 down-regulated genes specific to STAT5^ΔIEC+++^ mice (Fig S8A).

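Past the threshold in STAT5 ΔIEC-/- mice only were 234 up-regulated and 63 down-regulated genes, and in STAT5 ΔIEC+++ mice only 250 up-regulated and 233 down-regulated genes. The mouse number as a block gave 329 and 53 genes for STAT5 ΔIEC-/- mice only and 166 and 284 for STAT5 ΔIEC+++ mice only. Passing in one genotype alone does not test whether the genotypes differ. Compared directly with STAT5 ΔIEC-/- mice, STAT5 ΔIEC+++ mice had 164 up-regulated and 336 down-regulated genes by fold change and unadjusted p, and 0 genes with an adjusted p under 0.05 by edgeR's quasi-likelihood test. Of the genes down-regulated in STAT5 ΔIEC+++ mice, those with the largest falls and no overlap between the mice of the 2 genotypes were *H2-DMb2* (15000), *Cib3* (234421), *Il25* (140806), *Tpsb2* (17229) and a RIKEN gene without another symbol (70924). *Cib3* fell from 2.04 ± 0.700 CPM (SD, n = 3) in STAT5+/+ mice to 0.0448 ± 0.0896 (SD, n = 4) in STAT5 ΔIEC+++ mice, a log2 fold change of −5.57 (standard error 1.16, adjusted p = 0.112 from edgeR's test). Its level in STAT5 ΔIEC+++ mice came from 4 counts in mouse 2, with 0 in the others. *Il25* and *Tpsb2* each had 1 count in 1 STAT5 ΔIEC+++ mouse and 0 in the others. *H2-DMb2* had 0 counts in every STAT5 ΔIEC+++ mouse.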

**Figure 7.**
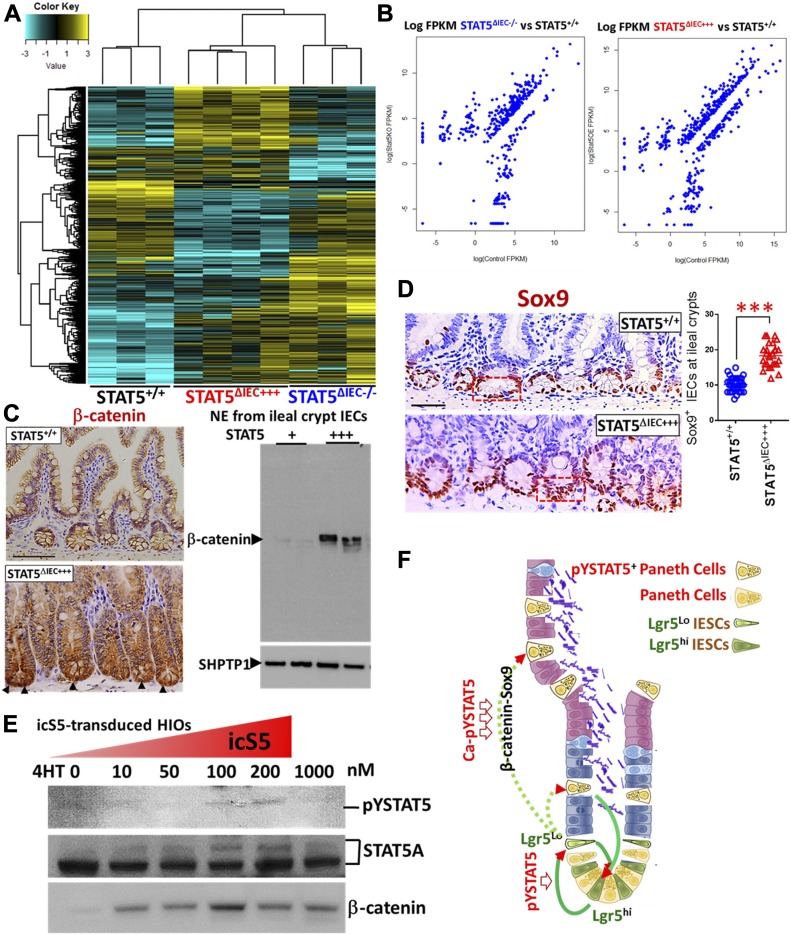
STAT5 activation enhances IESC niche differentiation by regulating the IESC transcriptome. **(A)** Hierarchical clustering of 691 genes with ANOVA *P* < 0.05 and fold change > 2 in at least one pairwise comparison between STAT5^+/+^, STAT5^ΔIEC−/−^, and STAT5^ΔIEC+++^ mice, using Pearson’s centered distance metric and average linkage rule. **(B)** Scatterplots of log (FPKM) of differentially regulated genes in STAT5^ΔIEC−/−^ and STAT5^ΔIEC+++^ mice when compared to STAT5^+/++^ mice. **(C)** β-catenin was determined by IH and immunoblotting with NE from intestinal crypts. Results are expressed as mean ± SEM, n ≥ 3 mice per groups, and *t* tests were used to compare the significant difference. **(D)** Sox9 was immunostained and quantitated in the 200 crypts. Results are expressed as mean ± SEM, n ≥ 3 mice per groups, and *t* tests were used to compare the significant difference. **(E)** icS5-ER-transduced HIOs were in vitro matured for 35 d. icS5 activation in HIOs was induced with different doses of 4HT (0, 10, 50, 100, or 200 nM or 1 mM) for 72 h. pYSTAT5, STAT5A, and β-catenin were determined by immunoblotting. This experiment was repeated three times. **(F)** Hypothesis model: pYSTAT5 amplifies Lgr5^hi^ →to Lgr5^Low^Ki67^+^IESCs; Ca-pYSTAT5 promotes Lgr5^low^Ki67^+^ IESCs to give rise to a sublineage of crypt cells, intestinal pYSTAT5^+^Lgr5^−^CD24^+^Lyso^+^ Paneth cells by activating Wnt/β-catenin/Sox9 pathway.

**Figure S8.**
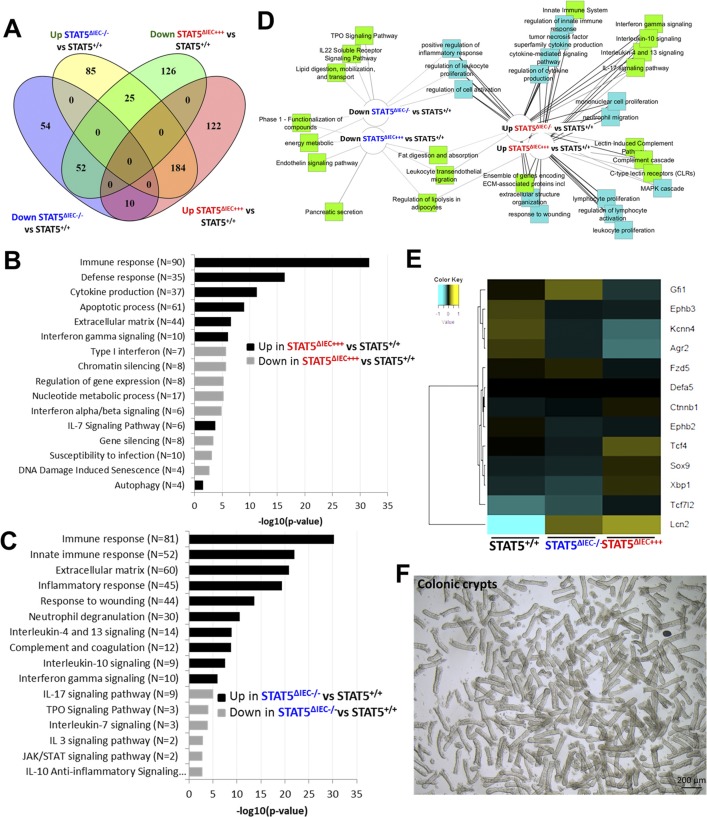
STAT5 activation regulates Wnt-β-Catenin-Sox9 signaling axis to sustain niche differentiation. **(A)** Venn diagram to identify differentially regulated the genes shared between and specific to STAT5^ΔIEC−/−^ and STAT5^ΔIEC+++^ as compared to STAT5^+/+^. **(B, C)** Barchart of significance of pathways and biological processes enriched in genes significantly up- and down-regulated in STAT5^ΔIEC+++^ and STAT5^ΔIEC−/−^ as compared to STAT5^+/+^. Ontologies were identified through ToppGene.cchmc.org. **(D)** Diagram of ontological enrichments associated with gene lists built through comparisons between STAT5^ΔIEC−/−^ and STAT5^ΔIEC+++^, when compared to STAT5^+/+^, showing shared and specific ontologies connected to up- and down-regulated genes, generated by Toppcluster.cchmc.org and cytoscape. **(E)** Hierarchical clustering of averaged normalized expression values of 13 genes in STAT5^ΔIEC−/−^ and STAT5^ΔIEC+++^ mice compared to STAT5^+/+^ mice identified significantly enriched canonical Paneth cell genes regulated by STAT5 protein. **(F)** Representative images of colonic crypts used for RNA-seq.

Gene ontology enrichment analysis of these identified genes indicated that pYSTAT5 activation in IECs up-regulated intestinal innate immunity, cytokine production, IFNγ, and autophagy, and down-regulated chromatin silencing, susceptibility to infection, and DNA damage–induced senescence (Fig S8B). These findings indicate that pYSTAT5 activation enhanced intestinal secretion and innate immune reaction to acute infection. In contrast, the depletion of *Stat5* exaggerated immune response, inflammation, and wounding responses and decreased Th2-associated cytokines IL-10, IL-7, and thyroid peroxidase and IL-3 anti-inflammatory JAK-STAT signaling (Fig S8C), suggesting the suppression of Th2 immune induction or crypt cell activation. These identified differentially expressed genes were then subjected to Ingenuity Pathway Analysis. 

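Of 927 Reactome sets of 10 to 500 tested genes, tested in place of the paper's ontologies, 53 held more of the genes up-regulated in STAT5 ΔIEC+++ mice than chance gives (adjusted p under 0.05, one-sided Fisher's exact test against all tested genes). Innate Immune System held 42 of its 477 genes against 12.4 by chance (adjusted p = 3.0e-09, Fisher's exact test). Interferon gamma signaling held 12 of 90 against 2.35 (adjusted p = 2.7e-04, Fisher's exact test) and Cytokine Signaling in Immune system 19 of 228 against 5.95 (adjusted p = 4.9e-04, Fisher's exact test). The genes down-regulated in STAT5 ΔIEC+++ mice gave 3 sets, Opioid Signalling, PLC beta mediated events and G-protein mediated events, each with an adjusted p of 0.00854 by Fisher's exact test. When only genes with an adjusted p under 0.05 were used, 0 sets passed for either genotype.

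In addition, 30 lists of marker and pathway genes, written by hand, were tested by limma's camera with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 60 comparisons, of which 31 had an adjusted p under 0.05. A mouse's score for a list is the mean over its genes of log2(CPM + 1), after subtraction of each gene's mean over the 10 mice. The list of interferon gamma genes (28 tested) was higher in STAT5 ΔIEC+++ than in STAT5+/+ mice by a score of 1.53 (adjusted p = 2.1e-17 from limma's camera), with all 4 STAT5 ΔIEC+++ mice above every STAT5+/+ mouse. The list of genes for cytokine production (23 tested) was higher by 0.54 (adjusted p = 3.7e-06 from camera), also in 4 of 4 mice. By contrast, 25 autophagy genes differed by −0.047 (adjusted p = 0.723 from camera) and 21 histone genes, taken for chromatin silencing, by −0.052 (adjusted p = 0.583 from camera). A two-sided exact permutation test of the scores in place of camera gave 0 comparisons with a p under 0.05, since 4 mice against 3 cannot go below 0.0571. Camera was also run on 60 groupings of the mice that part as many same-numbered mice, the real one included. The median was 19 comparisons with an adjusted p under 0.05, against 31 for the real one, and 4 of the 60 gave as many. A small p from camera alone therefore does not show that a list differs by genotype. Terms for susceptibility to infection and for senescence were not analysed here as lists.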

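For secretion, the list of deep crypt secretory cell genes (15 tested) had a score in STAT5 ΔIEC+++ mice that differed from STAT5+/+ mice by −0.41 (adjusted p = 0.0939 from limma's camera), and the list of Paneth cell genes, of which 7 of 18 passed the filter by expression, by −1.14 (adjusted p = 0.0621 from camera). The two-sided exact permutation p of the scores was 0.171 for both lists. When single mice were left out, camera's adjusted p for the Paneth cell list ranged from 0.00630 to 0.389. The samples are labelled as colon, so this list does not test the paper's Paneth cell counts in the ileum. For the innate reaction, the list of antimicrobial genes (17 tested) was higher by 1.51 (adjusted p = 1.1e-11 from camera), with all 4 STAT5 ΔIEC+++ mice above every STAT5+/+ mouse and 11 genes up-regulated by fold change and unadjusted p. Among its members, *Reg3g* (19695) was at 17.7 ± 22.9 CPM (SD, n = 3) in STAT5+/+ mice and 289 ± 81.8 (SD, n = 4) in STAT5 ΔIEC+++ mice, a log2 fold change of 4.01 (standard error 1.36, adjusted p = 0.353 from edgeR's quasi-likelihood test). *Lyz1* (17110) had a log2 fold change of 1.53 (standard error 0.45, adjusted p = 0.273 from edgeR's test) in STAT5 ΔIEC+++ mice and of 2.46 (standard error 0.49, adjusted p = 0.152) in STAT5 ΔIEC-/- mice. Within genotypes it followed its paralog *Lyz2*, with which reads can be shared, with a Pearson's r of 0.806 (p = 0.00347) and a Spearman's rho of 0.842 (p = 0.00463) over 10 mice, both by a two-sided exact permutation test within genotypes. This was the only relation of its kind computed, and r was 0.685 without the 2 mice farthest from the median of *Lyz2*.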

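The genes up-regulated in STAT5 ΔIEC-/- mice passed an adjusted p under 0.05 in 48 Reactome sets by the one-sided Fisher's exact test. Extracellular matrix organization held 31 of its 225 genes against 5.71 by chance (adjusted p = 1.5e-11, Fisher's exact test), Innate Immune System 38 against 12.1 (adjusted p = 5.7e-08) and Complement cascade 9 of 22 against 0.558 (adjusted p = 1.4e-07). The list of inflammation and wounding genes (33 tested) was higher in STAT5 ΔIEC-/- than in STAT5+/+ mice by a score of 0.79 (adjusted p = 6.3e-13 from limma's camera) and that of extracellular matrix genes (110 tested) by 0.46 (adjusted p = 1.3e-11 from camera), each in 3 of 3 mice. Both lists had a two-sided exact permutation p of 0.1, the smallest that 3 mice against 3 allow. The genes down-regulated in STAT5 ΔIEC-/- mice gave 0 sets with an adjusted p under 0.05 and 11 at an unadjusted p under 0.05 (Fisher's exact test). One of the 11, interleukin-3, 5 and GM-CSF signaling, held 2 of its 40 genes against 0.160 by chance (unadjusted p = 0.0112, Fisher's exact test), and these were *Stat5a* and *Stat5b* themselves. In STAT5 ΔIEC-/- mice the score differed by 0.15 for IL-7 (adjusted p = 0.175 from camera), 0.061 for IL-3 (adjusted p = 0.583) and 0.16 for JAK-STAT signaling (adjusted p = 0.201). The IL-3 difference changed sign when single mice were left out. With the mouse number as a block, added after the data were seen, camera's adjusted p for IL-7 in STAT5 ΔIEC-/- mice was 0.0458. The IL-7 score was higher in STAT5 ΔIEC+++ mice by 0.46 (adjusted p = 5.2e-05 from camera), that for IL-3 by 0.28 (adjusted p = 0.00997) and that for JAK-STAT signaling by 0.39 (adjusted p = 2.6e-04). Each of these lists held 2 genes down-regulated in STAT5 ΔIEC-/- mice by fold change and unadjusted p. The scores were not computed without *Stat5a* and *Stat5b*, the genes changed by design. For a list that holds them, the score partly restates the design in both genotypes.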

Inflammatory pathways such as TNFα, IFNγ, IL-4, IL-13, and IL-10 or IL-22 inflammatory or anti-inflammatory pathways were enriched in STAT5^ΔIEC−/−^ and STAT5^ΔIEC+++^ compared with STAT5^+/+^ mice (Fig S8D). These data suggest that STAT5 proteins in crypt IECs are essential for intestinal immune and inflammatory responses. Furthermore, these data suggest that STAT5 signaling regulates intestinal inflammation responses to shape innate immune development.

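The list of interferon gamma genes was higher in STAT5 ΔIEC-/- than in STAT5+/+ mice by a score of 1.04 (adjusted p = 7.1e-15 from limma's camera), with 2 of the 3 STAT5 ΔIEC-/- mice above every STAT5+/+ mouse and a two-sided exact permutation p of 0.2. STAT5 ΔIEC-/- mouse 1 scored 1.16, against −0.24 and −0.58 in mice 2 and 3, and without it the difference was 0.50. Of the 3 same-numbered pairs, 2 were higher and 1 was lower, by 0.097. Interferon gamma signaling in Reactome held 13 of the genes up-regulated in STAT5 ΔIEC-/- mice against 2.28 by chance (adjusted p = 1.8e-05, one-sided Fisher's exact test). The list of IL-10 signaling genes (34 tested) was higher by 0.64 in STAT5 ΔIEC-/- mice (adjusted p = 3.7e-12 from camera, 3 of 3 mice above every STAT5+/+ mouse) and by 0.59 in STAT5 ΔIEC+++ mice (adjusted p = 5.2e-09 from camera, 4 of 4 mice). By fold change and unadjusted p, 10 of the 34 genes were up-regulated in STAT5 ΔIEC-/- mice and 9 in STAT5 ΔIEC+++ mice, and none was down-regulated. Sets for TNFα, IL-4, IL-13 and IL-22 were not analysed here.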

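Genes of immune cells were examined beside those of the epithelium. The list of leukocyte genes (24 tested) was higher than in STAT5+/+ mice by a score of 1.16 in STAT5 ΔIEC-/- mice (adjusted p = 5.3e-18 from limma's camera, 3 of 3 mice above every STAT5+/+ mouse) and by 0.86 in STAT5 ΔIEC+++ mice (adjusted p = 4.8e-10 from camera, 2 of 4 mice). In same-numbered pairs it was higher than in STAT5+/+ mice in 3 of 3 pairs for each genotype. The list of neutrophil genes (17 tested) was higher by 1.00 (adjusted p = 5.2e-17 from camera) in STAT5 ΔIEC-/- mice and by 0.76 (adjusted p = 4.3e-08 from camera) in STAT5 ΔIEC+++ mice, and that of complement and coagulation genes (28 tested) by 1.05 (adjusted p = 7.4e-21 from camera) and 0.60 (adjusted p = 4.9e-06 from camera). The list of epithelial genes (15 tested) differed by −0.13 in STAT5 ΔIEC-/- mice (adjusted p = 0.101 from camera) and −0.064 in STAT5 ΔIEC+++ mice (adjusted p = 0.699 from camera). Within genotypes, 212 of the genes up-regulated in both genotypes, the others being members of the leukocyte list, had a median r of 0.573 with the leukocyte score, against 0.101 for random genes of the same expression. From the inflammatory pathways enriched in STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice, the paper proposes that STAT5 proteins in crypt IECs are essential for immune and inflammatory responses of the intestine.

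**Figure D3:**
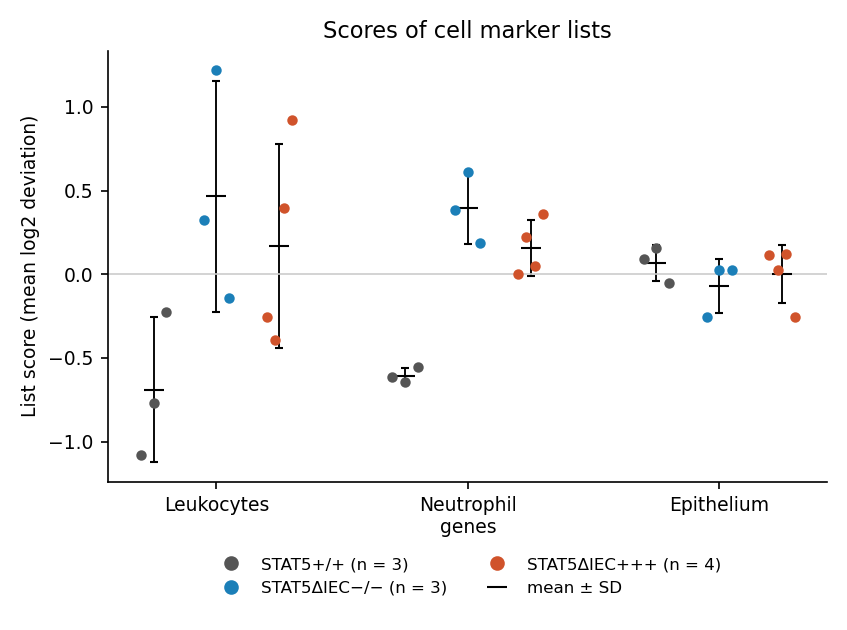
Scores of the leukocyte, neutrophil and epithelial lists by genotype, in log2 units relative to the mean of the 10 mice, with 1 point per mouse and the mean ± SD of each genotype. The leukocyte difference from STAT5+/+ mice was 1.16 in STAT5 ΔIEC-/- mice and 0.86 in STAT5 ΔIEC+++ mice, with overlap between STAT5 ΔIEC+++ and STAT5+/+ mice.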

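The list of antimicrobial genes was higher in STAT5 ΔIEC-/- than in STAT5+/+ mice by a score of 0.89 (adjusted p = 2.3e-06 from limma's camera), with 2 of 3 mice above every STAT5+/+ mouse and a two-sided exact permutation p of 0.2. The list of type I interferon genes (25 tested) differed by −0.19 in STAT5 ΔIEC-/- mice (adjusted p = 0.108 from camera) and by −0.84 in STAT5 ΔIEC+++ mice (adjusted p = 2.8e-10 from camera), where 3 of 4 mice were below every STAT5+/+ mouse and the exact permutation p was 0.114. In same-numbered pairs the type I interferon score was lower in STAT5 ΔIEC+++ than in STAT5+/+ mice in 3 of 3 pairs. Scores of this list also varied among mice that were not STAT5 ΔIEC+++, from −0.61 to 0.63 among the 3 STAT5 ΔIEC-/- mice and from −0.058 to 0.84 among the 3 STAT5+/+ mice. No gene of the list had a fall past the fold change and unadjusted p in STAT5 ΔIEC-/- mice, and 8 had one in STAT5 ΔIEC+++ mice.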

Next, we studied the genes and pathways downstream of STAT5 signaling to elucidate the molecular mechanisms of STAT5 restriction of crypt Paneth cell fates from progenitors. Constitutive Wnt signaling allocates Paneth cells along the crypt base to the villus (van Es et al, 2005). Intriguingly, toxin B was found to compete with Wnt signaling to bind Frizzled (FZD) family of receptors to mediate colonic epithelial injury (Chen et al, 2018). These results indicated that *C. difficile* toxins may cause intestinal injury by impairing Wnt signaling-dependent Paneth cells. Using hierarchical clustering of averaged normalized expression, we found that inducible activation of intestinal pYSTAT5 significantly regulated the key Wnt signaling pathway genes. These genes, Fzd5-Ctnnb1-Tcf4 (Tcf7L2)-Sox9, Gfi1, and EphB2/3, were differentially regulated in STAT5^ΔIEC−/−^ or STAT5^ΔIEC+++^ mice compared with STAT5^+/+^ mice (Fig S8E). 

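Among 16 target genes of Wnt signaling, the score of the list differed from STAT5+/+ mice by −0.17 in STAT5 ΔIEC-/- mice (adjusted p = 0.0630 from limma's camera, exact permutation p = 0.3, two-sided) and by −0.092 in STAT5 ΔIEC+++ mice (adjusted p = 0.508 from camera, exact permutation p = 0.457, two-sided). When single mice were left out, camera's adjusted p for STAT5 ΔIEC-/- mice ranged from 0.00140 to 0.487. With the mouse number as a block, added after the data were seen, camera's adjusted p was 0.0458 in STAT5 ΔIEC-/- mice and 0.721 in STAT5 ΔIEC+++ mice. The score was lower in STAT5 ΔIEC-/- mice in 3 of 3 same-numbered pairs, by 0.14 to 0.19, and an exact permutation within 3 pairs cannot go below 0.25. Apart from *Lcn2*, 11 of the genes drawn in Fig S8E passed the filter by expression. Their log2 fold changes lay between −0.39 and 0.22 in STAT5 ΔIEC-/- mice and between −0.48 and 0.28 in STAT5 ΔIEC+++ mice. The smallest unadjusted p of the 11 was 0.313 in STAT5 ΔIEC-/- mice and 0.0849 in STAT5 ΔIEC+++ mice, and the smallest adjusted p over the 3 genotypes was 0.850 by edgeR's quasi-likelihood F test. None of the 11 had an adjusted p under 0.05 in either comparison, neither in the main fit nor in any of its 23 alternatives.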

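*Fzd5* (14367) was at 160.9 ± 37.2 CPM (SD, n = 3) in STAT5+/+ mice, 168.9 ± 39.2 (SD, n = 3) in STAT5 ΔIEC-/- mice and 149.7 ± 15.9 (SD, n = 4) in STAT5 ΔIEC+++ mice, and *Ctnnb1* (12387) at 1185 ± 143, 1214 ± 112 and 1292 ± 85.8. Both *Tcf4* (21413) and *Tcf7l2* (21416) were measured, because the paper writes Tcf4 (Tcf7L2). *Tcf4* was at 73.2 ± 16.2, 68.4 ± 12.6 and 89.1 ± 23.8, and *Tcf7l2* at 151 ± 57.3, 165 ± 64.9 and 182 ± 43.1 in STAT5+/+, STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice. *Sox9* (20682) was at 136 ± 27.9, 132 ± 22.6 and 156 ± 28.1, where STAT5 ΔIEC+++ mouse 2, at 198, lay apart from the other STAT5 ΔIEC+++ mice at 137 to 147. *Gfi1* (14581) was at 22.2 ± 6.87, 25.8 ± 4.46 and 18.5 ± 1.92. *Ephb2* (13844) was at 97.8 ± 26.9, 87.8 ± 17.8 and 91.1 ± 16.5, where STAT5 ΔIEC+++ mouse 4, at 66.7, lay apart from the other STAT5 ΔIEC+++ mice at 96.5 to 103. *Ephb3* (13845) was at 50.0 ± 19.7, 39.6 ± 9.71 and 40.1 ± 13.2. The smallest unadjusted p of the 8 genes over the 3 genotypes was 0.153, for *Gfi1*, by edgeR's quasi-likelihood F test (adjusted p = 0.872). All 4 STAT5 ΔIEC+++ mice were below the 3 STAT5 ΔIEC-/- mice for *Gfi1*, and mice of both genotypes overlapped STAT5+/+ mice for each of the 8 genes. The log2 fold change of *Ephb2* in STAT5 ΔIEC+++ mice changed sign, from −0.10 to 0.055, with the mouse number as a block.

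**Figure D4:**
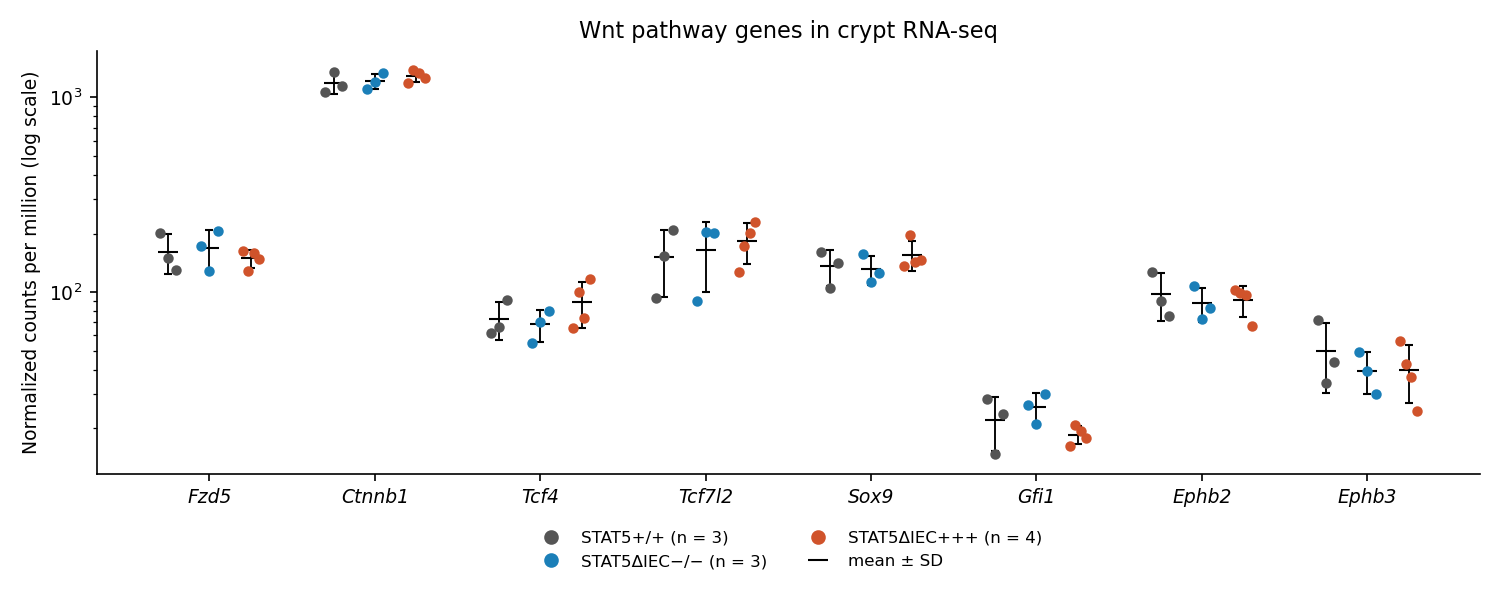
CPM (log axis) of 8 genes of Wnt signaling in STAT5+/+, STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice, with 1 point per mouse and the mean ± SD of each genotype. Mice of both other genotypes overlap STAT5+/+ mice for each gene.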

Interestingly, other key genes that regulate Paneth cell functions were also significantly altered, such as anti-microbial *Defa5*, metabolic and inflammatory *Lcn2* (Vijay-Kumar et al, 2010), autophagy-related *Xbp1* (Kaser et al, 2008), and ER protein *Agr2* (Zhao et al, 2010) that regulate Paneth cell functions were also significantly altered (*P* < 0.001, STAT5^ΔIEC+++^ and STAT5^ΔIEC−/−^ versus STAT5^+/+^ mice, Fig S8E). 

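*Defa5* (13239) had a value of 0 in all 10 mice and was not tested. By the paper's own account the colon has no Paneth cells at homeostasis. In crypts labelled as colon, a value of 0 therefore does not test the paper's results on Paneth cells of the ileum. *Lcn2* (16819) was at 0.186 ± 0.144 CPM (SD, n = 3) in STAT5+/+ mice, 6.58 ± 3.98 (SD, n = 3) in STAT5 ΔIEC-/- mice and 6.87 ± 2.59 (SD, n = 4) in STAT5 ΔIEC+++ mice. Its log2 fold change was 5.00 in STAT5 ΔIEC-/- mice (standard error 0.68, adjusted p = 0.0245 from edgeR's quasi-likelihood test) and 5.06 in STAT5 ΔIEC+++ mice (standard error 0.66, adjusted p = 0.0182), with every mouse of both genotypes above every STAT5+/+ mouse. The STAT5+/+ level came from 3, 15 and 2 counts, near the smallest level the totals can show. The size of the rise is therefore poorly determined, and without STAT5+/+ mouse 2 it was 5.94 in STAT5 ΔIEC-/- mice and 6.00 in STAT5 ΔIEC+++ mice. With the mouse number as a block, the log2 fold change was 5.10 in STAT5 ΔIEC-/- mice (adjusted p = 0.0269 from edgeR's test) and 5.06 in STAT5 ΔIEC+++ mice (adjusted p = 0.0293). The adjusted p of *Lcn2* was under 0.05 in 12 of the 23 alternatives to this fit in STAT5 ΔIEC-/- mice and in 19 of them in STAT5 ΔIEC+++ mice. *Xbp1* (22433) was at 198 ± 29.7 in STAT5+/+ mice, 185 ± 27.2 in STAT5 ΔIEC-/- mice and 240.2 ± 28.2 in STAT5 ΔIEC+++ mice, with log2 fold changes of −0.10 (standard error 0.19) in STAT5 ΔIEC-/- mice and 0.28 (standard error 0.18, adjusted p = 0.648 from edgeR's test) in STAT5 ΔIEC+++ mice. *Agr2* (23795) was at 3044 ± 219, 2496 ± 337 and 2192 ± 790.5, with log2 fold changes of −0.29 (standard error 0.27) in STAT5 ΔIEC-/- mice and −0.47 (standard error 0.25, adjusted p = 0.586 from edgeR's test) in STAT5 ΔIEC+++ mice. Neither *Xbp1* nor *Agr2* had an adjusted p under 0.05 in either genotype.

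**Figure D5:**
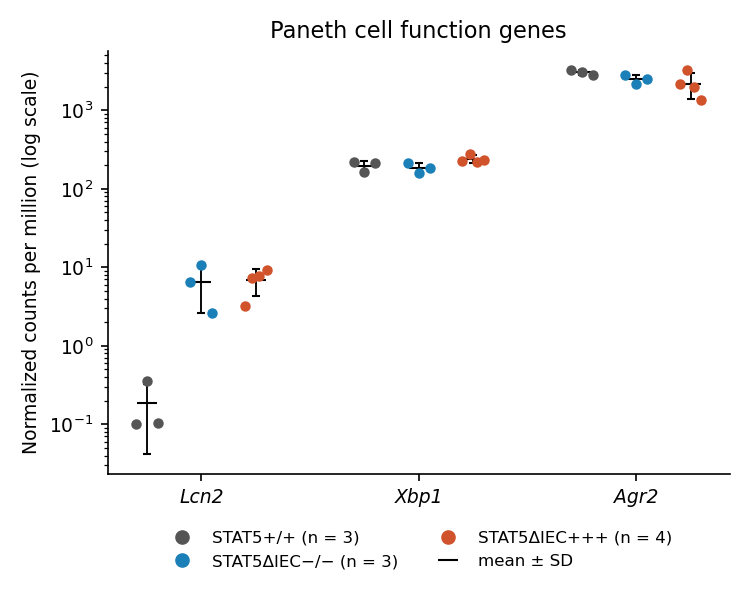
CPM (log axis) of *Lcn2*, *Xbp1* and *Agr2* in STAT5+/+, STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice, with 1 point per mouse and the mean ± SD of each genotype. For *Lcn2*, the mean rises from 0.186 in STAT5+/+ mice to 6.58 in STAT5 ΔIEC-/- mice and 6.87 in STAT5 ΔIEC+++ mice.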

Consistently, we found that pYSTAT5 in STAT5^ΔIEC+++^ mice markedly increased nucleic β-catenin and Sox9 in IECs at the crypt bases compared to controls (Fig 7C and D). We then measured the induction of pYSTAT5 levels in icS5-transduced HIOs with different doses of 4HT. Our results showed that pYSTAT5 induction in HIOs appeared 4HT dose-dependent from 10 to 200 nM and enhanced β-catenin expression (Fig 7E). A stepwise β-catenin-Tcf4-Sox9 pathway is the key pathway for determining Paneth cell commitment in the crypt progenitor fate towards niche differentiation (Mori-Akiyama et al, 2007). Accordingly, our data suggest that pYSTAT5 activation is essential for the differentiation of intestinal niche cells, likely Paneth cells. STAT5 may be a critical lineage-specific transcription factor that regulates intestinal niche differentiation and regeneration as well as anti-inflammatory or infection functions.

## Discussion

*C. difficile* infection causes diarrhea and pseudomembranous colitis, which are strongly associated with increased inflammation severity in IBD (Berg et al, 2013). While it remains unknown whether *C. difficile* infection has a causal link with IBD (Monaghan et al, 2015), a recent multi-center study defined a baseline prevalence of 7.5% for *C. difficile* infection amongst pediatric IBD patients compared with only 0.8% for controls with celiac disease (Martinelli et al, 2014). Furthermore, patients with *C. difficile* infection were more likely to subsequently require escalation of medical therapy and hospitalization during follow-up. Meta-analysis showed that *C. difficile* infection was a significant risk factor for colectomy among patients with IBD, indicating that *C. difficile* infection may greatly reduce mucosal healing in IBD (Chen et al, 2017). Neither antibiotics, proton pump inhibitors, hospitalization, nor IBD therapies were associated with *C. difficile* infection (Martinelli et al, 2014). Interestingly, *C. difficile* can maintain colonization in the intestines, without inducing enteritis or colitis, suggesting an essential role of innate host defenses in the protection from *C. difficile* infection to colitis (Monaghan et al, 2015). Importantly, Paneth cells maintain host–microbiota homeostasis (Zhang et al, 2015a), and as such, genetic defects in Paneth cells induce intestinal inflammation and increase susceptibility to both IBD (Wehkamp et al, 2007) and *C. difficile* colitis (Giesemann et al, 2008). Together, these reports suggest a crucial role for host factors such as genetic variants, IESC regeneration, or Paneth cell specialization in the *C. difficile*-associated comorbid conditions, such as IBD. Therefore, targeting endogenous IEC repair could decelerate persistent infection progress to IBD.

It has been reported that Lgr5^+^ IESCs at crypt bases are heterogeneous and represent Lgr5^hi^Ki67^+^, Lgr5^hi^Ki67^−^, Lgr5^low^Ki67^+^, and Lgr5^low^Ki67^−^ IESCs, and Lgr5^low^Ki67^+^ IESCs are located above Paneth cells and have significantly higher *Stat5a* mRNA (Basak et al, 2014). These cells can be reactivated toward secretory fates and are also required for regenerating crypts in the presence of severe intestinal damage (Metcalfe et al, 2014), although the required conditions have yet to be established (Basak et al, 2016). Our data indicated that pYSTAT5 induced Lgr5^low^Ki67^+^ IESCs to give rise to a distinct population of ileal crypt cells, the pYSTAT5^+^Lgr5^−^CD24^+^ cells. In this study, we tested the functions and molecular markers of Lgr5^low^Ki67^+^ IESC activation and whether their differentiated progeny play a role in IESC niche regeneration. Our data indicated that pYSTAT5 induced Lgr5^low^Ki67^+^ IESCs to give rise to a distinct population of ileal crypt cells, the pYSTAT5^+^Lgr5^−^CD24^+^ cells. We concluded that a lack of pYSTAT5 impairs the activation of Lgr5^low^Ki67^+^ IESCs and reduces IESC niche formation, leading to susceptibility to *C. difficile* toxins and *C. difficile* infection recurrence, perhaps increasing the comorbidity with ileocolitis. In contrast, pYSTAT5^+^Lgr5^−^CD24^+^ maintains IESCs as niche cells and Ca-pYSTAT5 up-regulates the protective functions of the Paneth cell niche through feed-forward amplification of Lgr5^hi^ →to Lgr5^low^Ki67^+^IESCs →to pYSTAT5^+^Lgr5^−^CD24^+^ niche cells (Fig 7F). However, our current studies have some limitations: for example, the unclear genetic or epigenetic mechanisms that a persistent pYSTAT5 regulates Wnt/β-Catenin signaling to restrict Lgr5^Low^Ki67^+^ cells to differentiate into Paneth niche cells. Interestingly, computational analysis displays some STAT5 GAS motifs on β*-Catenin*. In the next step of our investigation, besides determining the target genes of pYSTAT5, we will identify the formation of STAT5 tetramer and chromatin remodeling induced by Ca-pYSTAT5, and if the STAT5 tetramers can stabilize intestinal secretory cell differentiation by epigenetically activating or repressing the target genes (Wingelhofer et al, 2018).

Adult IESCs are roughly categorized as either active or quiescent IESCs (Barker et al, 2007; Sangiorgi & Capecchi, 2008). Interestingly, quiescent IESCs are also labeled as a Lgr5^low^Ki67^+^ or Bmi1^+^ population that can be reactivated to differentiate hormone-producing enteroendocrine cells or secretory niche cells (Basak et al, 2014, 2016; Yan et al, 2017). Although whether a dedicated pool of quiescent IESCs exists remains unknown, the two populations of IESCs are believed to be regulated by “naive niche” signaling to dynamically switch, permitting IESCs to continually replenish rapidly proliferating progenitors and various types of IECs to maintain intestinal homeostasis (Barker, 2014). Intestinal inflammatory cells secret a special array of regenerative factors that also lead to an injury-induced niche (Li & Clevers, 2010): however, the details of these events have not been thoroughly explored. In our previous study, STAT5 signaling is required for IESC differentiation into mature Paneth cells during injury, reflecting the effects of icS5 on IEC plasticity that the immature Paneth cells might be induced to convert into intermediate progenitors or IESCs (Gilbert et al, 2015; Yu et al, 2018). Nevertheless, niche signaling is essential for IESC plasticity to control intestinal homeostasis and is critically involved in diseases, such as infection, inflammation, and tumorigenesis that occur with severely impaired IEC homeostasis (Nakanishi et al, 2016).

The niche cells are required to provide a microenvironment necessary for the maintenance of IESC self-renewal and proliferation, and thus, these cells are in direct contact with intercalated Lgr5^+^ IESCs. Depending on the intestinal fragments and injury conditions, niche cells may differ (Sato et al, 2011; Tan & Barker, 2014). Paneth cells secret Wnt ligands (Wnt3a), EGF, and Notch ligands 1 or 4 (Dll1 or 4) to sustain self-renewal of small intestinal Lgr5^+^ IESCs as well as sense nutrient availability and pathogen invasion by fine-tuning the size of the IESC niche in the small intestine (Tan & Barker, 2014). Therefore, Paneth cells create specialized crypts as an immune environment that restrains pathogens as well as inflammatory toxins and cytokines from targeting IESCs. However, the underlying mechanisms by which niche interaction with IESCs sustains the regeneration of lineages and controls intestinal inflammation or niche differentiation is induced by injuries are unknown (Ge & Fuchs, 2018). Our data indicated that persistent pYSTAT5 activation can restrict IESC differentiation to Paneth cell niche, suggesting that a cytokine-context dependency is a crucial determinant in IESC plasticity and niche regeneration. Thus, our further work will be targeted to identify upstream mediators.

Ectopic Paneth cells can be triggered by various physiological stimuli, such as wounding, cancer, or forced activation of stemness factors (van Es et al, 2005). STAT5 is robustly expressed in the intestinal crypt base and TA zone, and furthermore, STAT5^+^ IECs show strong co-localization with Lgr5^+^ intestinal CBCs and crypt niche cells (Gilbert et al, 2015). In this study, we found that persistent icS5 led to Lgr5^low^Ki67^+^ IESCs towards crypt Paneth cell differentiation, crypt fission, and resistance to various injuries. These data strongly suggest an enhanced crypt immunity that maintains IESC clonogenic activity in the icS5 mice. Consistently, the lineage tracing and kidney transplantation experiments showed that pYSTAT5 enhanced Lgr5 IESC activation towards crypt Paneth cell differentiation. Importantly, in vitro niche replacement experiments showed that secretion by icS5, a persistent pYSTAT5, sustained single IESCs as niche to grow more rapidly than conditioned stem cell media. Together, these results indicate that STAT5 maintains the IESC niche and that loss of STAT5 leads to reduced niche activity. Thus, producing the niche factors induced by Ca-pYSTAT5 could provide a novel avenue to treat persistent enteric infection or gut inflammation and reduce antibiotic resistance. Our future studies will test the direct effects of icS5 on Paneth cell function by Paneth cell or DCS-specific Cre recombinase (Zhao et al, 2018).

Collectively, our results have considerable impact on the field as we have defined critical molecular mechanisms by which IESCs are sustained to regenerate in response to acute intestinal damage, thereby informing novel therapeutic approaches for *C. difficile* infection comorbidity with ileal Crohn’s disease, an increasingly common public health problem.

## Materials and Methods

### Materials

All chemicals were purchased from Sigma-Aldrich unless otherwise noted. Antibodies specific for tyrosine phosphorylation–specific STAT5 antibodies (pYSTAT5, Rabbit mAb #9314), cKit (#3074), and Phospho-cKit (pckit, #3391) were purchased from Cell Signaling Technology, antibodies specific for Lgr5 from OriGene (TA503316), antibodies specific for Bmi1 (MAB33341) and ASCL2 (AF6539) from R&D, antibodies specific for Lysozyme (A0099) and Ki67 (M7249) from Dako, antibodies specific for GFP (ab13970), Dclk1 (ab31704), and another Lgr5 antibodies (ab75850) from Abcam, antibodies specific for STAT5a (71-2400) and STAT5b (71-2500) from Zymed Laboratories (Life Technologies), and antibodies specific for STAT5 and β-tubulin from Santa Cruz Biotechnology (sc-835). Another tyrosine phosphorylation–specific STAT5 antibody (Tyr642/699) was from Upstate Biotechnology (Cat. No. 05-495). Toxin A (#152C) and B (#155A) from *C. difficile* were purchased from List Biological Labs. Antibodies for FACS analysis are listed in Table S1. For iPSC culture and HIO maintenance, Matrigel was purchased from BD Bioscience, and human EGF, Noggin, and R-Spondin were from R&D, advanced DMEM/F12 media were from Life Technologies, and mTeSR1 media were from STEMCELL Technologies. For lentiviral transduction reagents, *pLENTI-PGK-Puro-DEST* (w529-2) plasmids were from Addgene, iProof High-Fidelity DNA Polymerase was from Life Science Research, and *pENTR/D-TOPO* cloning kit from Life Technologies. BrdU in situ detection kit was purchased from BD Biosciences. Click-iT EdU Alexa Fluor 647 FACS and Imaging kits were purchased from Life Technologies. For adult IESC-derived enteroid culture, Matrigel (Cat. No. 356237) was purchased from BD Bioscience, and murine Wnt3a (Cat. No. 1324-WN), EGF (Cat. No. 2028-EG-200), Noggin (Cat. No. 1967-NG-025/CF), and R-spondin (Cat. No. 3474-RS-050) were from R&D Systems. Y27632 was from Stem Cell Technology (Cat. No. 129830-38). Advanced DMEM/F12 media (Cat. No. 12634-010) was from Life Technologies. TRIzol, Applied Biosystems SYBR Green master mixes, and TrypLE cell dissociation reagents were from Thermo Fisher Scientific.

Table S1 Antibodies for FACS analysis.

### Animal resources and maintenance

The animal study protocols have been approved by the Institutional Animal Care and Use Committee (IACUC) of Children’s Hospital Research Foundation (CHRF), Cincinnati, USA, and Institute of Laboratory Animal Sciences (ILAS), Beijing, P.R. China. *Villin-Cre*ER^T2^ (*VilCre*ER), icS5, or Stat5^f/f^ mice were maintained and bred in PI laboratories at Cincinnati and in Beijing (Gilbert et al, 2012a, 2015). *Rosa26-Cre*ER^T2^ (*Rs26Cre*ER), *Rosa26-*tdTomato-*Cre*ER^T2^ (*Rs26*-tdTomato), Lgr5 reporter mice (*Lgr5*-EGFP-IRES-*Cre*ER^T2^, *Lgr5Cre*ER), *Rosa26Cre*ER-mT/mG (*Rosa*^*mT/mG*^, 007576), *Villin-Cre* (*VilCr*e), and C57BL/6 transgenic mice were initially purchased from Jackson Labs. *Rosa26-*LacZ-*Cre*ER^T2^ (*Rs26*-LacZ, N5-1819) were purchased from (Shanghai Model Organism, Shanghai). Constitutive or inducible depletion of STAT5 in IECs was achieved by breeding *Stat5*^*f/f*^ mice with *VilCre* or *VilCre*ER transgenic mice (el Marjou et al, 2004). *Lgr5Cre*ER and *Rs26*-tdTomato mice were crossed for tracing the progenies of Lgr5^+^ IESCs (Lgr5-tdTomato), and then Lgr5-tdTomato mice were crossed with *Stat5*^*f/f*^ or icS5 mice (Lgr5-tdTomato;*Stat5*^*f/f*^ or icS5) to determine the effect of inducible hyperactivation of icS5 or depletion of *Stat5* on Lgr5 IESC progenies (Hameyer et al, 2007). *Rosa26*^*mT/mG*^ mice were crossed with *Lgr5Cre*ER;icS5 mice to determine the effects of icS5 upon Lgr5 IESC differentiation in organoids. The effects of inducible depletion of STAT5 upon Lgr5^+^ IESCs were investigated through crossing *Stat5*^*f/f*^ mice with *Lgr5Cre*ER and *VilCre*ER mice, by which Tam induction can efficiently deplete STAT5 in Lgr5^+^ IESCs (Kim et al, 2012). All mice used in these studies have been backcrossed with C57BL/6 for more than 10 generations and were re-genotyped with respect to floxed and Cre *gene*s prior to necropsy. All studies were performed with littermate *Stat5*^*f/f*^ or icS5 transgenic mice designated as WT controls, *Stat5*^*f/f*^ mice with *VilCre* or *VilCre*ER denoted as *VilCre;Stat5*^*f/f*^ or *VilCre*ER;*Stat5*^*f/f*^ mice, and icS5 mice with *Rs26cre*ER or *VilCre*ER mice denoted as *Rs26Cre*ER;icS5 or *VilCre*ER;icS5 mice. All mice were maintained in specific-pathogen-free conditions in the CHRF and ILAS Animal Care Facility. The animal study protocols were approved by the IACUC at CCHMC, Cincinnati, USA (IACUC2016-0100) and at ILAS, Beijing, P.R. China (HXN16001). Detailed procedures and genotyping for mouse crossing are described in Table S2 and Figs S2C, S3A, and S9A–C.

Table S2 PCR primers for genotyping mutant mice.

**Figure S9.**
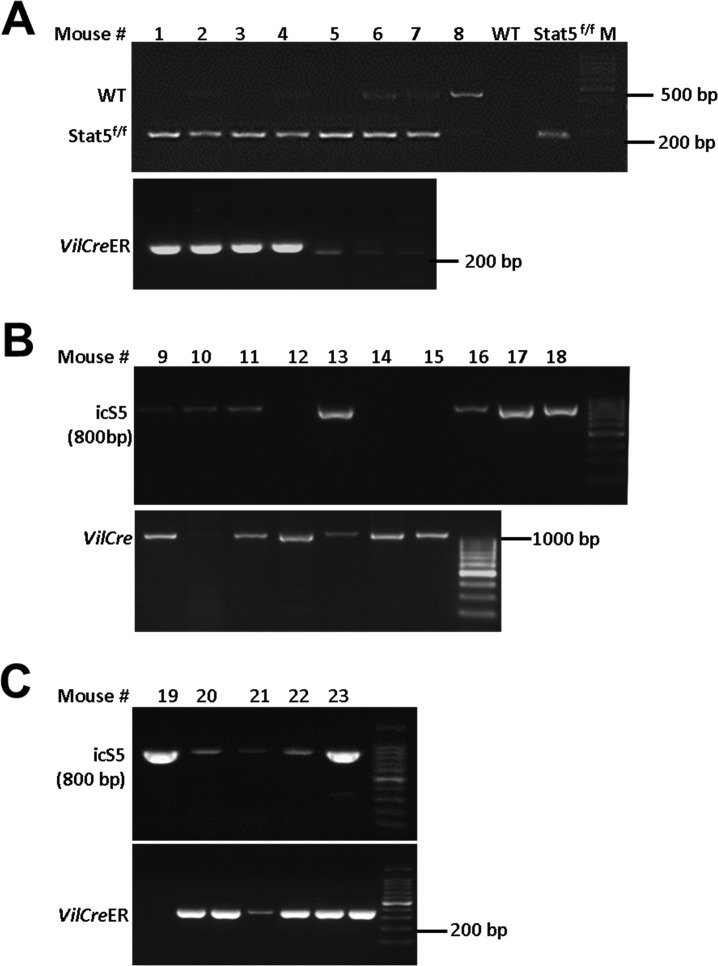
Genotyping *VilCre*ER;Stat5 or icS5 mice. **(A–C)** PCR was used to genotype *VilCr*eER and Stat5^f/f^ (A), *VilCre* and icS5 (B), *VilCre*ER and icS5 mice. Representative PCR gels are shown.

### *C. difficile* ileitis and colitis models

Male or female mice aged 6–10 wk were treated with a cocktail of antibiotics (0.4 mg/ml kanamycin, 0.035 mg/ml gentamicin, 850 U/ml colistin, 0.215 mg/ml metronidazole, and 0.045 mg/ml vancomycin) in drinking water for 5 d. They were then removed from medicated water for 2 d, at which time they received a single IP injection of clindamycin (30 mg/kg). The purpose of the antibiotic mixture in drinking water followed by the intraperitoneal injection (IP) of clindamycin was to alter the intestinal bacterial composition (“microbiome”). 2 d later, these mice were infected by oral gavage with 1–2.5 × 10^3^ or 1 × 10^4^ colony-forming units (CFU) of *C. difficile* spores diluted into 500 μl of DMEM (strain NAP1, ATCC). From that time point forward, the mice were infectious and were housed in a BL2-compatible housing facility at CCHMC. From the time of infection, mice were examined and weighed twice daily for clinical symptoms and weight change. Mice were monitored twice daily during the acute stages of infection (until 96 h after inoculation). *C. difficile* infection is an acute disease, showing maximal symptoms and weight loss at 48–72 h after infection. We found that mice typically became symptomatic at ∼36 h and either succumbed or began to recover at 72–96 h after inoculation. Surviving mice were observed and weighed twice daily throughout the experiment and were either euthanized at predetermined time points (days 1–8) or were allowed to recover fully and were euthanized at days 10–21 after infection. At predefined experimental time points after infection, mice were euthanized by carbon dioxide inhalation (2 min) followed by cervical dislocation. The intestines, spleen, and mesenteric lymph nodes were then removed, rinsed in sterile PBS, then either were snap frozen in liquid nitrogen, fixed in PFA, or were placed in cold PBS. These samples were then taken back to our laboratory for RNA extraction, histopathology, or processing for flow cytometry, respectively. The analysis of the ileal and colonic disease severity is as follows: Lesion severity was graded with a system on a scale system as intestinal epithelial hyperplasia and damage (0–3), mucosal neutrophil margination and tissue infiltration (0–3), hemorrhagic congestion and edema of the mucosa (0–3), mucosal necrosis (0–3) (Chen et al, 2008; Hing et al, 2013). These procedures were approved to use in laboratories of Xiaonan Han (PI) IACUC (1E03030) and IBC (2012-0066) at CCHMC, Cincinnati and Xiaonan Han (PI) IACUC (HXN16001) at ILAS, Chinese Academy Institute of Medical Sciences (CAMS) & Peking Union Medical College (PUMC), Beijing.

### Chronic DSS colitis model

Mice were treated orally with three cycles of 7-d 3% DSS with an interval of 5-d water recovery between each cycle of DSS (Fig S1C) (Wirtz et al, 2017). Mucosal histology was evaluated as a total score including intestinal epithelial damage (0–3), ulceration (0–3), and transmural lesion (0–3).

### Lineage-tracing in IECs, in enteroids, or in transplanted HIOs

Lgr5-tdTomato mice were crossed with *icS5* floxed mice (hereafter called Lgr5-tdTomato;Stat5 or icS5), while Lgr5-LacZ mice were crossed with *Stat5* floxed mice (hereafter called Lgr5-LacZ;Stat5) (Barker et al, 2007; Muzumdar et al, 2007; Barker & Clevers, 2010). These compound mice allowed us to trace the effects of gain or loss of function of STAT5 in Lgr5 IESCs upon their progeny following Tam induction. After 1, 7, 15, 30, and 60 d following a single dose of Tam (1 mg/kg), ileums were isolated, immediately flushed with ice-cold PFA (4% formaldehyde, 0.2% glutaraldehyde, and 0.02% NP40 in PBS [which is deficient in Mg^2+^ and Ca^2+^]) and incubated for overnight in a 20-fold volume of the same ice-cold PFA at 4°C on a rolling platform. The PFA was removed, and the fragments of jejunum, ileums, and colon were washed twice with cold PBS at room temperature on a rolling platform. Jejunal, ileal, or colonic tissues were rolled as “Swiss roll” and embedded with optimal cooling temperature compound (OCT) or paraffin. Tissue sections (4 μM) were prepared and counterstained with DAPI. Red tdTomato ribbons and green GFP Lgr5 progeny were visualized under fluorescence microscope of Leica Live Cell. Lgr5 IESC lineages in the red ribbon were also determined with immunofluorescent staining. The numbers of ileal Paneth cells or colonic Paneth-like cells labeled by tdTomato were counted 14 or 60 d after a single dose of Tam. The PFA-fixed jejunal, ileal, or colonic tissues from Lgr5-RsLacZ;Stat5 mice were under β-galactosidase (LacZ) according to a standard protocol. Tissue sections (4 μM) were prepared and counterstained with HE. Blue LacZ ribbons were imaged under a Leica Live Cell (Fig S3).

*Lgr5Cre*ER-icS5 mice were crossed with *Rosa*^*mT/mG*^ mice. Lgr5-*Rosa*^*mT/mG*^;icS5 mice were generated. Ileal enteroids were differentiated for 14 d and maintained in culture medium with 200 mM 4HT for 4 d. Red tdTomato color was imaged under Leica Live Cell inverted microscope prior to Cre-mediated recombination, whereas green GFP was recorded as video by Leica Live Cell 4 d after 4HT induction (Fig 3D). Lgr5 IESC lineages were determined with immunofluorescent staining (Fig 3E).

LGR5:eGFP BAC reporter hESCs were transduced with lentiviral STAT5a-ER and icS5-ER mutants. HIOs were matured in vitro for 35 d and then were transplanted beneath the kidney capsule of immune-deficient NSG mice. After 2-mo engraftment, the transplanted mice were administered Tam at 25 mg/kg for 3 or 7 or 14 consecutive days. LGR5 lineages in the transplanted HIOs were traced with GFP fluorescent staining (Fig 6G).

### Ileal and colonic crypt isolation, enteroid and colonoids differentiation, and treatments with irradiation, inflammatory cytokines, or bacterial toxins

Ileal or colonic crypts were isolated from *Lgr5Cre*ER*;VilCre*ER;*Stat5*^*f/f*^ or icS5 and Lgr5*-Rosa26*^*mT/mG*^;icS5 mice by manually shaking, then were dissociated with chelation buffer (1 mM EDTA, 5 mM EGTA, 0.5 mM DTT, 43.3 mM sucrose, and 54.9 mM sorbitol) (Sato et al, 2009; Gilbert et al, 2015). After filtered by 70-μm cell strainer, over 200 ileal crypts were re-suspended in Matrigel with 50 ng/ml EGF, 100 ng/ml noggin, and 500 ng/ml R-spondin, or over 200 colonic crypts were re-suspended in Matrigel with EGF, noggin, and R-spondin, 100 ng/ml Wnt3a, and 10 μM Y27432. Enteroids or colonoids were differentiated in the four-well culture plates from days 1 to 14 as published and then frozen in liquid nitrogen (Gilbert et al, 2015). Before any experiments, enteroids or colonoids were recovered and passaged at least two generations. 4HT (200 nM) was used to induce icS5 activation in enteroids after 4-d maturation. Enteroids or colonoids were then exposed to 4 Gy radiation for 10 min on day 4 (Fig 4D and G), or TNFα, toxin A, or toxin B for 4 d on day 4 in the presence or absence of 4HT, to study the effects of icS5 upon irradiation injury, inflammatory cytokines, or bacterial toxins (Fig 5A). Lgr5 IESC self-renewal or proliferation was imaged and quantified as the number of buds (org^3+^, org^2^, org^1^, and Sphere) and size of spheres. Viability of enteroids or colonoids was determined by Methylene Blue staining (Figs 5C and S5C). Enteroid or colonoid growth was video-recorded with a Live Image System (Leica Live Cell, Leica). Lgr5-GFP buds were counted in each well, and the number of buds produced by an individual enteroid or coronoids per day was expressed as budding curves. Organoid-forming capacity in the presence or absence of TNF-α was determined by counting final organoid survival and initial-grown organoids to calculate the percentage of regenerated organoids. Six-replicate wells for each mouse were assessed for each experiment (Fig S5C) (Nakanishi et al, 2016; Schewe et al, 2016).

### FACS

The isolated crypts were dissociated to single-cell or doublet-cell with TrypLE express including 2,000 U/ml DNase (Sigma-Aldrich) for 30 min at 37°C while the enteroids were dissociated with TrypLE express for 15 min at 37°C (Yan et al, 2012; Gilbert et al, 2015; Sasaki et al, 2016). Dissociated IECs were passed through 20-μm cell strainer (Celltrix) and washed with ice cold PBS. Viable IEC single-cells or doublets were gated by forward scatter, side scatter, and pulse–width parameter, and negative staining for 7-ADD (eBioscience) Fig S5A).

FACS analyses of Lgr5, pYSTAT5, Annexin V, CD24, and Ki67 and BrdU were performed by using isolated ileal crypt IECs or dissociated enteroids. IECs were extracted with 2 mM EDTA with manual shaking from crypts or were dissociated from enteroids with TrypLE express, followed by cell strainer filter to generate a single-cell or doublet suspension (Fig S5B). Singlet discrimination was sequentially performed using plots for forward scatter (FSC) (FSC-A versus FSC-H) and side scatter (SSC) (SSC-W versus SSC-H). Dead cells were excluded by scatter characteristics and 7-AAD staining. Lgr5^+^ IESCs were identified by their endogenous GFP expression. Populations with Lgr5 and CD24 co-staining were used to determine Lgr5:CD24 doublets along with immunofluorescence (IF). All FACS experiments were performed on an LSR II flow cytometer (BD Biosciences) at the CCHMC or BD FACSAria III cell (BD Bioscience) in the ILAS FACS Facility, and FACS data were analyzed using FlowJo software (Tree Star) (Gilbert et al, 2015).

### Single Lrg5^hi^ intestinal stem cell sorting and “medium replacement” culture

Lgr5 GFP^hi^, GFP^low^, and GFP^−^ IESCs were sorted by BD FACSAria III cell. Single viable Lgr5 cells were gated by forward scatter, side scatter, and pulse–width parameter, and by negative staining for 7-AAD. The sorted cells were manually inspected by inverted microscopy (Fig S5B) (Sato et al, 2009; Yin et al, 2014). Up to 2,000 sorted ileal Lgr5GFP^hi^ IESCs were collected, pelleted, and embedded in Matrigel. Culture medium (Advanced DMEM/F12 supplemented with penicillin/streptomycin, 10 mM Hepes, Glutamax, 1× N2, 1× B27 [all from Invitrogen] and 1 μM N-acetylcysteine [Sigma-Aldrich] containing growth factors 50 ng/ml EGF, 100 ng/ml Noggin, 1 μg/ml R-spondin, and 100 mg/ml Wnt3a) was overlaid. Y-27632 (10 μM) was added for the first 2 d to avoid anoikis. Growth factors and entire medium were replaced every 4 d. Meanwhile, intact ileal crypts were dissociated with EDTA from the ileum of *VilCre*ER or *Rs26Cre*ER;icS5 mice, and enetroids were differentiated from days 1 to 7 as above methods. The culture medium was collected every other day and transferred into the wells containing sorted Lgr5GFP^hi^ IESCs. The numbers of viable enteroids were calculated in triplicate. Budding curves were created to monitor and compare the growth speed of sorted cell-derived enteroids with or without the transferred medium. For sorting/medium transfer culture experiments, at least three independent experiments were performed. For each experiment, crypts/cells were pooled from three ileums.

### Transduction of LGR5:eGFP H9 cells and generation of HIOs

The generation of the LGR5:eGFP bacterial artificial chromosome (BAC) transgenic reporter H9 hESC line has been previously described (Watson et al, 2014). Briefly, the BAC RP11-59F15 was obtained from the Children's Hospital Oakland Research Institute (http://bacpac.chori.org/) and grown in SW10535 cells. A single colony was expanded in LB +cam at 32°C, and recombineering proteins were induced by incubation at 42°C for 20 min. The recombination cassette consisted of eGFP-FRT-PGKgb2-neo/kan-FRT, 50-bp homology region in LGR5, and a 20-bp homology region to peGFP-PGKneo. The homology regions were selected to replace the initiator methionine of LGR5 with that of eGFP followed by a bovine growth hormone polyadenylation signal and FRT-flanked bifunctional kanamycin/G418 resistance cassette. The recombination cassette was electroporated into SW105 cells, and cells were selected on plates with cam and kanamycin (kan; 50 μg/ml). Clones were analyzed for properly targeted LGR5 BAC by PCR and confirmed by sequencing and nucleofected into single-cell suspensions of H9 hESCs using the Amaxa Human Stem Cell Nucleofector Starter Kit. Cells were selected in G418 (200 ng/ml) for 2 wk. G418-resistant cells were maintained in antibiotic indefinitely.

Production of lentiviral GFP, STAT5a-ER, and icS5-ER iPSCs and LGR5:eGFP was described as in the previously published study (Gilbert et al, 2015). Briefly, LGR5:eGFP or H9hESCs were digested to single cells with Accutase detachment solution (Cat. No. 00-4555-56; Thermo Fisher Scientific), washed and replated at 2 × 10^5^ per well of a four well dish in mTeSR1 containing 10 μM Y-27632 (Cat. No. 129830-38-2; Sigma-Aldrich) and polybrene (8 µg/ml; Cat. No. 28728-55-4; Sigma-Aldrich). Cells were then transduced by overnight incubation with lentivirus particles. Cells were then fed daily with fresh mTeSR1. Starting 3-d post-transduction, puromycin (2 µg/ml) was added to mTeSR1 to select for transduced cells. Upon reaching semi-confluence, cultures were passaged following the exposure to dispase (1 mg/ml) and gentle trituration to break cells into clumps, and replated in mTeSR1 + puromycin (4 µg/ml). Stably transduced hESC lines were then maintained in an undifferentiated state by daily feeding with fresh mTeSR1 + puromycin (4 µg/ml) and were expanded as colonies using standard dispase passaging methods.

For the generation of HIOs, LGR5:eGFP cells stably expressing Tam-inducible STAT5-ER or icS5-ER constructs and controls were transduced with lentivirus expressing eGFP and were differentiated as previously described (McCracken et al, 2011). Briefly, definitive endoderm was generated by exposure to recombinant human activin A for 3 d (100 ng/ml; Cat. No. 338-AC; R&D Systems). Hindgut endoderm was generated by exposure to recombinant FGF4 (500 ng/ml; Cat. No. 7460-F4-025; R&D Systems) and CHIR99021 (3 µM; Cat. No. 252917-06-9; StemCell Technologies) for 4 d. Spontaneously derived spheroids were then embedded in matrigel (Cat. No. 354234; BD Biosciences) and incubated in media containing recombinant hEGF (50 ng/ml), hNoggin (100 ng/ml), and hRSpondin1 (500 ng/ml), with complete media changes every 3 d. HIOs were passaged and re-embedded in matrigel after ∼2 wk in culture. Approximately 28 d after embedding, HIOs were harvested and used for in vitro permeability assay and transplanted into NSG mice as described in Watson et al, (2014).

### HIO microinjection, FITC-dextran (FD) 4 efflux, and epithelial integrity measurement by TEER

Briefly, using a 7 nl/sec size microcapillary, each HIO was microinjected an ∼2.5 μl mixture of 0.25 ng of TNFα or 50 ng of toxin B or 25 ng of toxin A with 250 ng of fluorescein isothiocyanate-dextran (FD, FD4) (Hill et al, 2017). Microinjection of HIOs. HIOs were gently removed from the Matrigel with a large opening-glass Pasteur glass pipette. Thin-wall glass capillaries (1B100F-4; World Precision Instruments) were pulled using a Sutter micropipette puller (P-97), and microinjection (PLI-100; Harvard Apparatus) was carried out in aseptic condition. FD4 was used in all microinjection experiments to aid in visualizing the injections. Once all of the HIOs were injected, the wells were washed twice with DMEM/F12 medium. The injected HIOs were incubated at 37°C in a 5% CO_2_ humidified incubator. Then, the media were collected at a given time and the barrier integrity was measured by the signal intensity of FD4. Fluorescence was measured using a fluorescence spectrophotometer (Biotek Instruments) at an excitation wavelength of 492 and an emission wavelength of 515 nm. Permeability was expressed as the mucosal-to-serosal clearance of FD4 (Han et al, 2010). 2-mo-old HIOs were excited open, and lumen intima was inverted. Intima was torn, and each HIO was dissected into three pieces around 1–2 mm^2^ area and mounted in Snapwell (P2307, area = 0.031 cm^2^) of EasyMount Ussing chamber systems (Physiological Instrument). TEER from individual piece of HIO was recorded 6, 12 and 24 h after microinjection of FD4, and the average of TEER of each HIO was manually calculated to represent individual HIO epithelial integrity.

### HIO kidney capsule transplantation

H9 or LGR5:eGFP BAC reporter hESCs were transduced with lentiviral STAT5a-ER and icS5-ER mutants (Watson et al, 2014). HIOs were matured in vitro for 35 d and then were transplanted beneath the kidney capsule of immune-deficient NSG mice. Briefly, NSG mice were maintained by an antibiotic chow formula including Sulfamethoxazole (275 ppm, Test Diet) and Trimethoprim (1,365 ppm, Test Diet). Food and water were provided before and after surgeries. The matured HIOs were removed from matrigel, washed with cold phosphate-buffered saline (DPBS; Gibco), and embedded into purified type I collagen (rat tail collagen; BD Biosciences) 12 h before surgery to allow for the formation of a solidified gel plug. These plugs were then placed into standard growth media overnight in intestinal growth medium (Advanced DMEM/F-12, B27, 15 mM Hepes, 2 mM l-glutamine, penicillin-streptomycin) supplemented with 100 ng/ml EGF (R&D). HIOs were then transplanted under the kidney capsule. The mice were anesthetized with 2% inhaled isoflurane (Butler Schein), and the left side of the mouse was then prepped in sterile fashion with isopropyl alcohol and povidine-iodine. A small left-posterior subcostal incision was made to expose the kidney. A subcapsular pocket was created, and the collagen-embedded HIO was then placed into the pocket. The kidney was then returned to the peritoneal cavity, and the mice were given an IP flush of Zosyn (100 mg/kg; Pfizer Inc.). The skin was closed in a double layer, and the mice were given a subcutaneous injection with Buprenex (0.05 mg/kg; Midwest Veterinary Supply) (Fig 6D). At 6–8 wk following the engraftment, the mice were then euthanized or subjected to lineage tracing or radiation experiment.

### Radiation-induced injury mouse models

NSG mice with HIOs transplanted were induced by Tam (1 mg/kg) for 5 d and were exposed to 12 Gy whole body γ-radiation for 10 min at Comprehensive Mouse and Cancer Core, CCHMC (Hua et al, 2012). The mice were intraperitoneally administered with BrdU 3.5-d post-radiation and then euthanized 3 h later. The intestinal tissues were inspected for gross and histological abnormalities (Han et al, 2010; Hua et al, 2012). Radiation Injury Scores (RIS) and mucosal ulceration of radiation-induced intestinal mucositis were determined as previously described (Akpolat et al, 2009). RIS is a composite histopathologic scoring system that has been extensively improved by our laboratory. Briefly, the scores of γ-radiation-induced ileal mucosal damages (scores: 1, 2, and 3), crypt loss (scores: 1, 2, and 3), mucosal ulcerations (scores: 1, 2, and 3), and thickening of intestinal wall (scores: 1, 2, and 3) were combined as RIS. The numbers of proliferating crypts or regenerated crypts (“microcolonies”) were quantified as crypts per millimeter under microscope (magnification 100×) and were confirmed by BrdU labeling (Gilbert et al, 2015).

### RNA-seq

Ileal or colonic crypts were isolated by shaking intestinal tissue in PBS with 10 mM EDTA at 37°C for 30 min (Fig S8F). Total RNA was extracted using mirVana miRNA Isolation kit (Thermo Fisher Scientific) with total RNA extraction protocol. The RNA concentration was measured by NanoDrop (Thermo Fisher Scientific), and its integrity was determined by Bioanalyzer (Agilent). The RNA input was 1 μg of RNA from each sample and they were pooled for cDNA library construction and sequencing on an Illumina HiSeq instrument with 1 × 75 bp reads at the Genomics, Epigenomics and Sequencing Core, Department of Environmental Health, University of Cincinnati. The BaseSpace (Illumina) applications TopHat Alignment (Version 1.0.0) and Cufflinks Assembly and Differential Expression (Version 1.1.0) were used to produce aligned reads and to perform novel transcript assembly and differential expression analysis. The Ingenuity Pathway Analysis tool from QIAGEN was used for pathway analysis and upstream regulator analysis of significant genes that showed more than twofold of differential expression. Finally, these co-regulated genes were subjected to the Distant Regulatory Elements (DiREs) server to predict common regulatory elements (Gotea & Ovcharenko, 2008).

### Immunoblotting, immunohistochemistry, IF, whole-mount intestinal LacZ staining and quantitated real-time PCR (qRT-PCR)

Isolated ileal IECs, HIOs, and mucosal tissue were saved. Total cellular protein (TP), cytosolic protein, and nuclear protein (NE) extracts were prepared using cold RIPA buffer and the NE-PER kit per the manufacturers' recommendations (Pierce). Expression of Lgr5, Bmi1, Dclk1, Lyso, and intercellular junctional proteins (ZO-1 or 2, Occludin, Claudin 1 and 2, E-Cadherin) in HIOs were measured in TP. The nuclear abundance of β-catenin and cleavage of the Notch intracellular domain protein (NICD), pYSTAT5, and STAT5a were detected in NE (Gilbert et al, 2012). Frozen tissues from mouse ileums and enteroids, and HIOs were prefixed in PFA. Sections (4 μm) were labeled with pYSTAT5, ASCL2, BrdU, Ki67, Lyso, Muc2, E-Cadherin, CHGA, Lyso, ZO-1 or 3, Ki67 antibodies following FITC-conjugated or TRITC-conjugated anti-rabbit secondary antibodies, and DAPI was used for nuclear counterstaining. pYSTAT5 (phosphotyrosine), BrdU, and Ki67 were examined in paraffin-embedded intestinal sections using VECTASTAIN Elite ABC system (Vector lab). The full length of intestinal and colonic fragments were isolated from Tam-treated Lgr5-LacZ;Stat5 mice and immediately fixed with PFA LacZ solution. The fixed intestines were then stained with freshly made LacZ substrate overnight. Whole-mount intestinal analysis of in vivo lineage tracing was performed under 3D microscope (Zeiss). The images were scanned for overall measuring LacZ positive mucosa. Finally, the intestinal fragments were embedded and sectioned to analyze positive LacZ staining crypts under a microscope. Total RNA was extracted from mouse tissues or cultured enteroids using RNeasy Mini kit (QIAGEN) according to the manufacturer's protocol. PCRs were performed with SYBR Green qRT-PCR mix in the Mx3000p thermocycler (Stratagene) (Gilbert et al, 2012). The primer sequences (Zhang et al, 2015b; Gilbert et al, 2015; Nakanishi et al, 2016; Smith et al, 2017) are listed in Table S3.

Table S3 Primers for quantitative real-time PCR.

### Statistics

For all data analysis, the statistics software package SPSS (version 19.0) or GraphPad Prism (7.0) was used. Univariate survival analysis was subsequently carried out separately for each investigated parameter using Kaplan–Meier estimates. Survival curves were compared and assessed using the log-rank test. *P-*values of 0.05 or less were considered significant when using *t* tests and ANOVA. RNA-seq data were analyzed by biostatisticians at University of Cincinnati and CCHMC, Cincinnati, OH, USA, University of Veterinary Medicine Vienna, Vienna, Austria, and ILAS, CAMS, and PUMC, Beijing, P.R. China.

### Transcript profiling

GSE112607.

## Study approval

The animal study protocols were approved by the IACUC at CCHMC, Cincinnati, USA (IACUC2016-0100), and at ILAS, CAMS, and PUMC, Beijing, P. R. China (HXN16001).

## Supplementary Material

Reviewer comments

# Supplementary material for: Constitutive STAT5 activation regulates Paneth and Paneth-like cells to control Clostridium difficile colitis
**Source:** Life Sci Alliance. 2019 Apr 4;2(2):e201900296. doi: 10.26508/lsa.201900296
**Supplement:** Supplementary file 1

**Table S1.** Antibodies for FACS Analysis.

| Antibodies | Manufacturer | Surface, intracellular or nuclear staining |
| --- | --- | --- |
| PE-Cy7-anti-pYSTAT5(pY6494) | BD Pharmingen | Intracellular |
| APC-anti-pYSTAT5(pY694) | BD Pharmingen | Intracellular |
| Percp-anti-pYSTAT5(pY694) | BD Pharmingen | Intracellular |
| PE-anti-HumanCD2 | BD Pharmingen | Surface |
| PE-anti-CD24 | BD Pharmingen | Surface |
| APC-anti-CD44 | BD Pharmingen | Surface |
| PE-anti-Ki67 | eBioscience | Nuclear |
| APC-anti-BrdU | BD Pharmingen | Nuclear |

# Supplementary material for: Constitutive STAT5 activation regulates Paneth and Paneth-like cells to control Clostridium difficile colitis
**Source:** Life Sci Alliance. 2019 Apr 4;2(2):e201900296. doi: 10.26508/lsa.201900296
**Supplement:** Supplementary file 2

**Table S2.** PCR Primers for Genotyping Mutant Mice.

| Primers for Genotyping PCR | Sequences |
| --- | --- |
| *Stat5f/f* | 5'-GAA AGC ATG AAA GGG TTG GAG-3’ |
|  | 5’-AGC AGC AAC CAG AGG ACT AC-3' |
|  | 5'-AAG TTA TCT CGA GTT AGT CAG G-3' |
| *icS5* | 5'-AGG CGA CCA TCA TCA GCG AGC-3' |
|  | 5'-GAA TGG AGA AAT CTC GCG TCG-3' |
| *VilCre*ER | 5’-CAA GCC TGG CTC GAC GGC C-3’ |
|  | 5’-CGC GAA CAT CTT CAG GTT CT-3’ |
| *VilCre* | 5’-GTG TGG GAC AGA CAA ACC-3’ |
|  | 5’-ACA TCT TCA GGT TCT GCG GG-3’ |
| *Lgr5Cre*ER | 5’-CAC TGC ATT CTAGTT GTGG-3’ |
|  | 5'-CGG TGC CCG CAG CGAG-3’ |
| *Rs26Cre*ER;mT/mG | 5'-TCA ATG GGC GGG GGT CGT T-3' |
|  | 5'-CTC TGC TGC CTC CTG GCT TCT-3' |
|  | 5'-ATG TAC ATT TTG TAC TCA CAG AGA TGG A-3' |
| *Rs26Cre*ER*;*tdtomato | 5'-AAG GGA GCT GCA GTG GAG TA-3' |
|  | 5'-CCG AAA ATC TGT GGG AAG TC-3' |
|  | 5'-GGC ATT AAA GCA GCG TAT CC-3' |
|  | 5'-CTG TTC CTG TAC GGC ATG G-3' |
| *Rs26Cre*ER*;*LacZ | 5`-TTC CAT GTT GCC ACT CGR TTT A-3` |
|  | 5`-GTT TCG GGT TTT CGA CGT TCA G-3` |

# Supplementary material for: Constitutive STAT5 activation regulates Paneth and Paneth-like cells to control Clostridium difficile colitis
**Source:** Life Sci Alliance. 2019 Apr 4;2(2):e201900296. doi: 10.26508/lsa.201900296
**Supplement:** Supplementary file 3

**Table S3.** Primers for Quantitative Real-time PCR.

|  | Forward | Reverse |
| --- | --- | --- |
| *Defensinb1* | AGGTGTTGGCATTCTCACAAG | GCTTATCTGGTTTACAGGTTCCC |
| *Defensinb3* | GCATTGGCAACACTCGTCAGA | CGGGATCTTGGTCTTCTCTA |
| *Defensinb10* | TTGTCCTGGTAATAGCAGGTTTATGA | CGGAGATTCTCTGGGTGACAGT |
| *Muc2* | CCTTAGCCAAGGCTCGGAA | GGCCCGAGAGTAGACCTTGG |
| *Reg3γ* | TTCCTGTCCTCCATGATCAAA | CATCCACCTCTGTTGGGTTC |
| *Sox9* | TGCCCATGCCCGTGCGCGTCAA | CGCTCCGCCTCCTCCACGAAGGGTCT |
| *Lysozyme* | TGACATCACTGCAGCCATAC | TGGGACAGATCTCGGTTTTG |
| *GAPDH* | GGTGGGTGGTCCAAGGTTTC | TGGTTTGACAATGAATACGGCTAC |

How the deposited data were processed for this re-analysis (not part of the article)

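RNA-seq values of intestinal crypts from 10 samples, each taken as 1 mouse, were analysed: 3 STAT5+/+, 3 STAT5 ΔIEC-/- and 4 STAT5 ΔIEC+++ mice. Genotypes and mouse numbers were taken from the sample labels, which give the tissue as colon. The authors isolated crypts with EDTA, sequenced the RNA on an Illumina HiSeq, aligned the reads with the TopHat app of BaseSpace and tested expression with its Cufflinks app. The paper names neither a genome build nor an annotation in its text. Its other experiments, such as imaging, organoids and infection, were not analysed here.

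The authors deposited 1 value per gene and mouse, in a column headed FPKM whose values are expected counts. Their totals ranged from 18283377 to 44251072 and many were whole numbers. The unit was therefore taken to differ from the header. The plan covered both normalized values and counts, and the part written for counts was followed. The values were rounded to whole numbers. Of 36186 genes, 21685 could be given a transcript length, and 13283 had a value of 0 in every mouse. The 36186 entries carry 35788 symbols, and each entry was kept as a gene of its own. With these totals, 3 counts amount to 0.0678 to 0.164 CPM, the smallest level that a single mouse's library can show, counting error alone being covered.

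Values were analysed in R 4.3.3 with edgeR 4.0.16. Counts were normalized by the TMM method, genes were filtered by expression with edgeR's default, and 17982 genes were fitted with a quasi-likelihood model over the 3 genotypes. A gene was called altered by the paper's rule, an unadjusted p under 0.05 over the 3 genotypes with a fold change above 2 in at least 1 pairwise comparison. Up- and down-regulated genes had an absolute log2 fold change above 1 and an unadjusted p under 0.05 in a comparison with STAT5+/+ mice. Counts with a Benjamini-Hochberg adjusted p under 0.05 are given beside them. The text names some, not all, of the genes that the paper names and of the members of gene lists. It also names, in each comparison, the 5 genes with the largest rise and the 5 with the largest fall. These were taken among genes with an adjusted p under 0.05 and no overlap between the mice of the 2 genotypes. Where fewer than 5 genes had an adjusted p under 0.05, those with an unadjusted p under 0.05 and a fold change above 2 were used. A gene and a gene list that these rules select are not reported here; tests over groups of genes were computed again without that gene, and the adjustments still count both.

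Samples were compared by Pearson's correlation of log2(CPM + 1), average linkage with 3 clusters, and principal components. Gene lists written by hand were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over 60 comparisons, and each mouse's list score was compared by an exact permutation test. Reactome sets of 10 to 500 tested genes, from the file that the R package fgsea 1.28.0 carries, were tested with a one-sided Fisher's exact test against the tested genes that could have been called, with adjustment within each list of genes. The paper's ToppGene and Ingenuity analyses were not repeated.

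The alternatives were DESeq2 1.42.0, other filters on low counts, limma on log2(CPM + 1), a fit of only the 2 genotypes compared, the mouse number as a block, and a fit without each mouse in turn. The mouse numbers in the sample labels were the only source of a possible pairing, since the labels do not say whether equal numbers mark littermates, days or batches. Number 4 exists only among STAT5 ΔIEC+++ mice, so the block also takes that mouse out of the comparisons. Other forms of limma, an ordinary linear model, quantile normalization, summed entries of one symbol, camera with the mouse number as a block, the first and last 5 samples in the order of deposit as a block and calls by fold change alone were added after the data were seen. The gene models, camera and Fisher's exact test were tested on simulated data with 10 samples, in which 100 genes per comparison had a log2 fold change of 3. edgeR recovered 99% and 97% of them with 2 and 5 false calls among 17539 genes, and DESeq2 99% of both with 22 and 25 false calls. With no gene changed, edgeR made 0 calls among 17493 genes. Genes were drawn independently of each other, and the changed genes were not of low count. The simulation therefore does not show how camera or Fisher's exact test behaves when genes vary together. Nor does it show how well changed genes of few counts are recovered.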

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

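None of the tests in this part was chosen only after its result was seen. In STAT5 ΔIEC+++ mice, the genotype with 4 mice, the highest or lowest mouse lay far from the other 3 for 7 genes. The gap to the nearest mouse divided by the whole range was 1 for *Cib3*, *Defb3*, *Il25* and *Tpsb2*, 0.845 for *Hyal5*, 0.831 for *Ephb2* and 0.830 for *Sox9*. Of 83 groups of values examined in this way, 4.15 would be expected to show such a gap by chance, against these 7. For *Cib3*, *Defb3*, *Il25* and *Tpsb2* the apart mouse had 4, 6, 1 and 1 counts and the other 3 had 0, so the gap comes from a handful of reads. *Hyal5* was at 0.0896 CPM in mouse 2, from 2 counts, and at 0.448 to 0.513 in the others. *Ephb2* was at 66.7 CPM in mouse 4 and 96.5 to 103 in the others, and *Sox9* at 198 in mouse 2 and 137 to 147 in the others. Without mouse 2, the log2 fold change of *Sox9* in STAT5 ΔIEC+++ mice fell to 0.066, and without mouse 4 that of *Ephb2* was 0.011. No explanation was tested for these gaps, technical or biological.

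Another 5 genes outside those that the paper discusses were well above the STAT5+/+ mice. The log2 fold changes in STAT5 ΔIEC-/- mice were 5.67 for *Spp1*, 4.63 for *Clec4e*, 4.41 for *Serpina3n* and 3.72 for *Clec4d*. Those in STAT5 ΔIEC+++ mice were 5.00 for *S100a8* (over 0, 10 and 1 counts in STAT5+/+ mice), 4.66 for *Spp1* and 4.14 for *Clec4e*. A difference in library size does not account for most of them: with all libraries thinned to the smallest total, 5 of the 7 pairs of a gene and a comparison kept an adjusted p under 0.05 by edgeR's quasi-likelihood test. With trends over GC content and transcript length removed, 7 of the 7 pairs did, and with the 20 genes of highest count left out 7 did as well. These 2 corrections moved log2 fold changes little, so they say little about these explanations. RNA of immune cells in the crypt preparations was tested as another. The deviations of these genes from their genotype's mean followed the leukocyte score with a median r of 0.583, which lies at percentile 95.3 of 10000 random lists of genes of the same expression. That is only just above the percentile of 95 set for this explanation, and below 0.630, the upper end of the central 95% of the lists, so the evidence from these 5 genes alone is weak. These genes may therefore reflect how many immune cells came with the crypts, whether because the genotypes differ in infiltration or because the preparations differ in purity, and these cannot be told apart here. A biological reading, a response of the epithelium itself, cannot be told apart from this explanation.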

How the results depend on the processing

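None of the tests in this part was chosen only after its result was seen, but 10 of the alternatives were, as named below. The other alternatives, with the rules and the named comparisons, were set before the data were examined. Alternatives written for normalized values (a pseudocount, no filter on such values, an unmoderated test, quantile normalization) could not be applied as written to expected counts, so versions on log2(CPM + a pseudocount) were added after the data were seen. The cause was not tested for any change given here.

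Every alternative set beforehand kept the number of altered genes within 1.5 times 753, and single mice left out moved it from 663 to 964. DESeq2 gave 264 altered genes with an adjusted p under 0.05, 103 in STAT5 ΔIEC-/- and 284 in STAT5 ΔIEC+++ mice. With no filter on low counts, 54 altered genes had an adjusted p under 0.05, as did 22 genes in STAT5 ΔIEC-/- and 60 in STAT5 ΔIEC+++ mice, 145 were down-regulated in STAT5 ΔIEC-/- mice, 126 of them there only, and 19 in both genotypes. Values of at least 5 in at least 3 samples gave 116 genes down-regulated in STAT5 ΔIEC-/- mice, 105 of them there only. limma on log2(CPM + 1) gave 280 up- and 14 down-regulated genes in STAT5 ΔIEC-/- mice, 3 with an adjusted p under 0.05, 299 and 117 in STAT5 ΔIEC+++ mice, 100 up-regulated in both, 1 in opposite directions, and 8 and 110 down-regulated only in STAT5 ΔIEC-/- and only in STAT5 ΔIEC+++ mice. Fits of only the 2 genotypes compared gave 43 genes down-regulated in STAT5 ΔIEC-/- mice, 33 of them there only, and 82 genes in STAT5 ΔIEC+++ mice with an adjusted p under 0.05. The replicate block gave 3 altered genes and 5 genes in STAT5 ΔIEC+++ mice with an adjusted p under 0.05, 5 genes in opposite directions and 166 up-regulated in STAT5 ΔIEC+++ mice only. It turned the log2 fold change of *Ephb2* in STAT5 ΔIEC+++ mice to 0.055. Clustering on the altered genes set 1 genotype apart. The exact permutation test of scores left 0 list comparisons under 0.05, because the design cannot reach it in 3 mice against 3 or 4, against 31 by camera. With only genes of an adjusted p under 0.05, 0 Reactome sets passed, against 104 by the rule of unadjusted p under 0.05.

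Of the alternatives added after the data were seen, limma on log2(CPM + 0.1) gave 34 altered genes and 12 genes in STAT5 ΔIEC-/- mice with an adjusted p under 0.05 and 1 gene in opposite directions, and on log2(CPM + 0.01) 1 in opposite directions. An ordinary linear model on log2(CPM + 1) gave 327 altered genes, 185 up- and 7 down-regulated in STAT5 ΔIEC-/- mice, 219 and 82 in STAT5 ΔIEC+++ mice, 51 up-regulated in both, 1 down-regulated in both, 1 in opposite directions, 133 up- and 6 down-regulated only in STAT5 ΔIEC-/- mice and 80 down-regulated only in STAT5 ΔIEC+++ mice, with 0 genes of an adjusted p under 0.05 in each test. On log2(CPM + 0.01) it gave 3 altered genes with an adjusted p under 0.05, 0 genes in STAT5 ΔIEC+++ mice (347 were up-regulated at an unadjusted p under 0.05), 138 up-regulated in both and 4 down-regulated in both. Quantile normalization with limma gave 222 up- and 20 down-regulated genes in STAT5 ΔIEC-/- mice, 3 with an adjusted p under 0.05, 303 and 116 in STAT5 ΔIEC+++ mice, 95 up-regulated in both, 0 in opposite directions, 127 up- and 14 down-regulated only in STAT5 ΔIEC-/- mice and 110 down-regulated only in STAT5 ΔIEC+++ mice. By fold change alone among the altered genes, 18 were down-regulated in both, 24 in opposite directions, 115 up- and 24 down-regulated only in STAT5 ΔIEC-/- mice and 150 up-regulated only in STAT5 ΔIEC+++ mice. Summing entries of one symbol moved no count of genes by more than 1.5 times. The first and last 5 samples in the order of deposit, taken as a block, gave 50 altered genes, 21 genes in STAT5 ΔIEC-/- and 68 in STAT5 ΔIEC+++ mice with an adjusted p under 0.05, and 392 genes up-regulated only in STAT5 ΔIEC+++ mice.

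Across the 10 fits that each left out one mouse, the altered genes with an adjusted p under 0.05 ranged from 3 to 100, and the genes with one from 1 to 20 in STAT5 ΔIEC-/- mice and from 2 to 100 in STAT5 ΔIEC+++ mice. Genes down-regulated in STAT5 ΔIEC-/- mice ranged from 68 to 165, up-regulated in STAT5 ΔIEC+++ mice from 308 to 676, up-regulated in both from 153 to 381, down-regulated in both from 8 to 24 and in opposite directions from 0 to 5. Up-regulated only in STAT5 ΔIEC-/- mice were 103 to 314, down-regulated only there 55 to 141, up-regulated only in STAT5 ΔIEC+++ mice 154 to 336 and down-regulated only there 218 to 353. Genes up in STAT5 ΔIEC-/- and down in STAT5 ΔIEC+++ mice ranged from 0 to 5, and the reverse from 0 to 3. Kept within 1.5 times in these fits were the genes up-regulated in STAT5 ΔIEC-/- mice (306 to 671) and down-regulated in STAT5 ΔIEC+++ mice (230 to 364), list comparisons (30 to 36) and Reactome sets (89 to 147, in fits added after the data were seen).

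Log2 fold changes that changed sign in some of these fits were, in STAT5 ΔIEC-/- mice, those of *Gfi1* (−4.6e-04 to 0.43), *Ephb3* (−0.55 to 0.015), *Fzd5* (−0.10 to 0.26), *Ctnnb1* (−0.043 to 0.14), *Ephb2* (−0.34 to 0.074), *Tcf4* (−0.23 to 0.092), *Sox9* (−0.21 to 0.080), *Xbp1* (−0.22 to 0.016), *Tcf7l2* (−0.14 to 0.42), *Dclk1* (−0.42 to 0.088) and *Reg3g* (−0.70 to 5.10). In STAT5 ΔIEC+++ mice they were those of *Ephb3* (−0.53 to 0.035), *Fzd5* (−0.24 to 0.092) and *Ephb2* (−0.26 to 0.13). Lists that changed sign were, in STAT5 ΔIEC-/- mice, type I interferon (−0.42 to 0.21), histones (−0.089 to 0.038), IL-3 (−0.034 to 0.11) and colon (−0.011 to 0.27), and in STAT5 ΔIEC+++ mice epithelium (−0.13 to 0.011), autophagy (−0.10 to 0.0025) and histones (−0.12 to 0.016). Of 509 comparisons of named genes with one mouse left out, 454 kept direction and side of the threshold, 32 became weaker and 2 stronger. Of 655 under other settings, 615 did, with 28 weaker and 11 stronger. Of 400 comparisons of lists with one mouse left out, 370 did, with 5 weaker and 14 stronger, and with a pseudocount of 0.1, 39 of 40 did and 1 became weaker. Camera with the mouse number as a block, added after the data were seen, gave 32 list comparisons with an adjusted p under 0.05. Of 40 comparisons of lists 35 kept direction and side, 1 became weaker and 2 stronger, and 2 changed sign, both in STAT5 ΔIEC+++ mice: epithelium (0.021) and autophagy (9.4e-04). The depth limits the genes of low count, such as *Npas1*, *Hyal5*, *Il25* and *Tpsb2*. Their falls start from 3 to 25 counts in single STAT5+/+ mice.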

Differences from the paper's values

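None of the tests behind this part was chosen only after its result was seen, except the alternatives named below as chosen or added after the values were seen. As the paper's text words it, 184 genes were up-regulated in STAT5 ΔIEC+++ mice, against 469 here. None of the 16 alternatives set before the data were examined closed the gap, and an ordinary linear model on log2(CPM + 1), chosen after seeing the values, gave 219. Fig S8A places the same 184 in the region shared by both comparisons, and taken as genes up-regulated in both they stand against 219 here, which is within 1.5 times, as were 14 of the 16 alternatives. The paper's 52 genes, which its text gives as down-regulated in STAT5 ΔIEC-/- mice and Fig S8A places in the region shared by both comparisons, stand against 9 genes down-regulated in both here. None of the 16 alternatives set before the data were examined closed this gap, and neither did those added later. Taken as all genes down-regulated in STAT5 ΔIEC-/- mice, the same 52 stand against 72 here, which is within 1.5 times, as were 7 of the 16 alternatives, while the other 9 were not.

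For genes up-regulated only in STAT5 ΔIEC-/- mice, the paper's value is 85 and the value here 234. Of the alternatives set before the data were examined, the fit without STAT5 ΔIEC-/- mouse 2 came within 1.5 times, with 103, and the other 15 did not. Quantile normalization with limma (127) and calls by fold change alone among the altered genes (115), both chosen after seeing the values, came within it as well. For genes up-regulated only in STAT5 ΔIEC+++ mice, the paper's value is 122 and the value here 250. The replicate block gave 166 and the fit without STAT5 ΔIEC+++ mouse 4 gave 154, both within 1.5 times, and the other 14 alternatives set before the data were examined were not. The block also takes mouse 4 out of the comparison, so these fits are not separate evidence. An ordinary linear model on log2(CPM + 1), with 168, and calls by fold change alone, with 150, both chosen after seeing the values, were also within it. For genes down-regulated only in STAT5 ΔIEC+++ mice, the paper's value is 126 and the value here 233. limma on log2(CPM + 1) gave 110, within 1.5 times, and the other 15 alternatives set before the data were examined did not come within it. Quantile normalization with limma (110) and calls by fold change alone (158), both chosen after seeing the values, did.

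Fig S8A shows about 25 genes up-regulated in STAT5 ΔIEC-/- and down-regulated in STAT5 ΔIEC+++ mice, read by eye, against 3 here by fold change above 2 and unadjusted p under 0.05. None of the 16 alternatives set before the data were examined closed the gap, nor did any added later. For genes down-regulated in STAT5 ΔIEC-/- and up-regulated in STAT5 ΔIEC+++ mice, Fig S8A shows about 10, read by eye, against 0 here by the same unadjusted p under 0.05. None of the 16 alternatives set before the data were examined closed this gap, while calls by fold change alone, chosen after seeing the values, gave 12.

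The paper states that the genotypes clustered separately by the correlation of samples. Here 0 of 3 genotypes formed a cluster of its own when all tested genes were used, and 1 did with the altered genes. The paper states that the Wnt genes of Fig S8E were differentially regulated in STAT5 ΔIEC-/- or STAT5 ΔIEC+++ mice and that *Lcn2*, *Xbp1* and *Agr2* were significantly altered in both. Here *Lcn2* was, and the other 11 tested genes of the figure were not, with a smallest unadjusted p of 0.0849 and a smallest adjusted p of 0.586 in STAT5 ΔIEC+++ mice by edgeR's quasi-likelihood test. *Defa5*, which the paper states as altered too, had 0 counts in all 10 mice. With samples labelled as colon, this does not test the paper's results on Paneth cells of the ileum. The paper gives autophagy as up-regulated and chromatin silencing as down-regulated in STAT5 ΔIEC+++ mice, while the lists of autophagy and histone genes differed here by −0.047 and −0.052 (adjusted p = 0.723 and 0.583 from limma's camera). It gives IL-10, IL-7 and IL-3 signaling as decreased in STAT5 ΔIEC-/- mice, where the scores were higher by 0.64, 0.15 and 0.061, of which only the IL-10 list had an adjusted p under 0.05, although with the mouse number as a block, added after the data were seen, the IL-7 list had one too. The IL-7 and IL-3 scores were not computed without *Stat5a* and *Stat5b*, the genes changed by design. The paper's ontologies and gene sets are not the ones used here.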

Other observations

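The tests of the sex-linked genes and of the type I interferon genes against the second principal component and the order of deposit were chosen only after the results were seen. STAT5+/+ mouse 2 had 1310 CPM of *Xist* against 2.24 to 9.11 in the other 9 mice. Its Y-linked genes were at most 7.72% of the median of the other mice, the highest being *Kdm5d* at 4.70 CPM against 52.4 to 68.3. A female mouse under a male label is consistent with these values. A single admixture of male RNA would leave each Y-linked gene at about the same share, but the largest share was 140 times the smallest, so such an admixture is not what the genes show. The label was kept. Without this mouse, 762 genes were altered, 9 of them with an adjusted p under 0.05, 188 were up-regulated in both genotypes and 31 list comparisons had an adjusted p under 0.05. Genes with an adjusted p under 0.05 fell from 6 to 1 in STAT5 ΔIEC-/- mice and from 28 to 5 in STAT5 ΔIEC+++ mice. Genes down-regulated in both rose from 9 to 24. Without STAT5+/+ mouse 1 the adjusted counts were 2 and 2, so these calls depend on single STAT5+/+ mice. In the list of Y-linked genes STAT5+/+ mouse 2 scored −4.18, against 0.27 to 0.82 in the other mice. In the X-inactivation list it scored 7.05, against −1.61 to 0.029. The X-inactivation list differed in neither genotype at an adjusted p under 0.05 from limma's camera. Neither list is read further.

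The genes up-regulated in both STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice were weighed against several explanations. With all libraries thinned to the smallest total there were 207, with trends over GC content and transcript length removed 214 and with the 20 genes of highest count left out 227, against 219. Thinning makes the totals equal, so unequal totals do not account for most of this number. For the other 2 checks it is not known how much of their cause was removed, so they say less. Thinning moved the log2 fold changes of these genes in STAT5 ΔIEC+++ mice by a median of 0.064, removing the trends by 0.094 and leaving out the 20 genes by 0.019. Their GC content was near that of all tested genes to begin with (medians of 48.8% and 49.4%), so GC content had little to act on. Their median length was 2970, against 3299 for the tested genes. The 20 genes of highest count held 10.9% to 18.6% of the counts of a mouse. A GC content and length were known for 94.5% of the genes up-regulated in both and for 91.3% of those tested. One control group shared by both comparisons raises their number by itself, as other splits of the 10 mice gave a median of 57 genes and a maximum of 292. Of 100 splits drawn, 3 gave as many, the real one included, which is under the 5 set beforehand, so a shared control group alone does not account for all of them. The margin is small, since the other 2 were among the 40 splits that part fewer same-numbered mice. Immune cells in the crypt preparations are another explanation. Within genotypes, the median r of 212 of these genes with the leukocyte score was 0.573 against 0.101 for random lists of the same expression (percentile 100 of 10000 lists), and that of 245 genes up-regulated only in STAT5 ΔIEC+++ mice was 0.296 against 0.016 (percentile 100 as well). The 228 genes up-regulated only in STAT5 ΔIEC-/- mice had 0.632 against 0.190, also at percentile 100, so this relation is not particular to the genes up-regulated in both. For the 233 genes down-regulated only in STAT5 ΔIEC+++ mice it was 0.081, at percentile 41.4. A candidate explanation for many of the genes up-regulated in both genotypes is therefore a different content of immune cells in the preparations, from infiltration or from purity, which these data cannot separate. A response of the epithelium itself cannot be told apart from it.

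Other splits of the mice into groups of the same sizes were fitted for comparison. Because mice share numbers between genotypes, the real split was set against splits that part as many same-numbered mice. For STAT5 ΔIEC-/- against STAT5+/+ mice there are 4 such splits of 10, too few to give a share under 0.05. Of these splits, 1 of 4 gave as many up-regulated genes (the real one), 4 of 4 as many down-regulated genes and 1 of 4 as many genes with an adjusted p under 0.05. Among all 10 splits the numbers were 1, 10 and 1. For STAT5 ΔIEC+++ against STAT5+/+ mice, 1 of 8 such splits gave as many up-regulated genes, 1 of 8 as many down-regulated genes and 1 of 8 as many with an adjusted p under 0.05, against 3, 8 and 1 of all 35 splits. With 8 splits the share cannot fall under 0.05 either, so these splits cannot tell whether the counts exceed those of a grouping by chance. Of all 35 splits only the real one gave as many genes with an adjusted p under 0.05, and the largest number in the 27 that part fewer same-numbered mice was 5.

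For the 3 genotypes together, 60 of the 108 splits that part as many same-numbered mice were drawn, and 40 of the remaining ones of 2100 splits in all. Of the 60 splits, 2 gave as many altered genes, 2 as many altered genes with an adjusted p under 0.05, 1 as many genes up-regulated in both and 2 as many Reactome sets, the real split included in each. The median of these splits was 356.5 altered genes, 61 genes up-regulated in both and 16 Reactome sets. In contrast, 43 of the 60 splits gave as many genes down-regulated in both, 7 as many genes in opposite directions and 4 as many list comparisons with an adjusted p under 0.05, with a median of 19 such comparisons against the 31 of the real split. These last 3 results are therefore not larger than a grouping by chance gives at a share of 0.05. Over all 100 splits drawn the numbers were 4, 4, 3 and 2 for the first results and 73, 10 and 4 for the others.

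The type I interferon genes, whose score fell by 0.84 in STAT5 ΔIEC+++ mice (adjusted p = 2.8e-10 from limma's camera, 3 of 4 mice below every STAT5+/+ mouse), also varied among the 6 mice that were not STAT5 ΔIEC+++. There the score of the list had a Pearson's r of −0.977 with the second principal component computed without its genes (exact permutation p = 0.0139, two-sided) and a Spearman's rho of −0.83 (exact permutation p = 0.0583, two-sided). This was the only relation computed, and without the 2 mice farthest from the median r was −0.563, so the relation rests on those mice. A difference between mice that the genotype does not explain is a candidate explanation for part of the lower score in STAT5 ΔIEC+++ mice. Without STAT5+/+ mouse 2 the difference was −0.62. In same-numbered pairs the score was lower in STAT5 ΔIEC+++ mice in 3 of 3 pairs, with differences of −1.71 to −0.29. With the mouse number as a block, added after the data were seen, the difference was −0.99 (adjusted p = 1.8e-13 from camera). The labels give no batch or date. In the order of deposit, the first 5 samples (STAT5+/+ mouse 1, STAT5 ΔIEC-/- mouse 1 and STAT5 ΔIEC+++ mice 1 to 3) were all above 0 on that component, as was 1 of the last 5, STAT5 ΔIEC+++ mouse 4. These 2 groups were chosen with this component in view, and whether they mark a batch is unknown. The score was lower in STAT5 ΔIEC+++ than in STAT5+/+ mice by 0.54 in the first group (3 mice against 1) and by 0.62 in the second (1 against 2), and by 0.50 with the group as a block. The comparisons within a group each have a single mouse on one side, so they are weak evidence on their own.

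The list of colon genes was higher in STAT5 ΔIEC+++ mice by 0.75 (adjusted p = 2.6e-06 from limma's camera, 4 of 4 mice above every STAT5+/+ mouse). The 5 *Hox* genes of the list, which mark the distal colon, had a median log2 fold change of 2.14, and the other 11 genes one of 0.24. A more distal stretch of colon in the preparations of STAT5 ΔIEC+++ mice may account for this, and no biological explanation could be separated from it.

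*Lyz1* was higher in both genotypes. The other 6 Paneth cell genes tested had a median log2 fold change of −0.74 in STAT5 ΔIEC-/- mice and −2.18 in STAT5 ΔIEC+++ mice, so these genes gave no sign that Paneth cells in the colon account for its rise, although they varied widely between mice and the list differed in neither genotype at an adjusted p under 0.05 from limma's camera. Within genotypes *Lyz1* followed its paralog *Lyz2* with a Pearson's r of 0.806 (p = 0.00347) and a Spearman's rho of 0.842 (p = 0.00463) over 10 mice by an exact permutation test within genotypes, and r was 0.685 without the 2 mice farthest from the median. Reads shared with *Lyz2*, a leukocyte gene, may therefore account for it.

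The list of proliferation genes (21 tested) had a score that fell by 0.28 in STAT5 ΔIEC-/- mice (adjusted p = 3.3e-05 from limma's camera, 2 of 3 mice below every STAT5+/+ mouse) and fell by 0.37 in STAT5 ΔIEC+++ mice (adjusted p = 1.6e-05, 2 of 4 mice). The list of stromal genes (23 tested) was higher by 1.07 in STAT5 ΔIEC-/- mice (adjusted p = 7.5e-13 from camera, 3 of 3 mice above every STAT5+/+ mouse) and by 0.36 in STAT5 ΔIEC+++ mice (adjusted p = 0.0488, 2 of 4 mice), but with the mouse number as a block, added later, the latter was 0.16 (adjusted p = 0.287). Without STAT5 ΔIEC+++ mouse 4 and with no block, the stromal difference in that genotype was 0.155. A list of STAT5 target genes (11 tested) differed by 0.28 in STAT5 ΔIEC-/- mice (adjusted p = 0.0797) and by 0.14 in STAT5 ΔIEC+++ mice (adjusted p = 0.299). Above every STAT5+/+ mouse were 3 of 3 STAT5 ΔIEC-/- mice (exact permutation p = 0.1, the smallest possible) and 3 of 4 STAT5 ΔIEC+++ mice (exact permutation p = 0.114). In same-numbered pairs the score was higher in STAT5 ΔIEC-/- mice in 3 of 3 pairs, by 0.20 to 0.42. Whether STAT5 ΔIEC-/- and STAT5 ΔIEC+++ mice differ from each other in these lists was not tested. *Dclk1* had a log2 fold change of −1.09 in STAT5 ΔIEC+++ mice (standard error 0.28, adjusted p = 0.199 from edgeR's quasi-likelihood test). No explanation of these values was tested.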
